# Peptide nano-blanket impedes fibroblasts activation and subsequent formation of pre-metastatic niche

**DOI:** 10.1038/s41467-022-30634-8

**Published:** 2022-05-25

**Authors:** Yi Zhou, Peng Ke, Xiaoyan Bao, Honghui Wu, Yiyi Xia, Zhentao Zhang, Haiqing Zhong, Qi Dai, Linjie Wu, Tiantian Wang, Mengting Lin, Yaosheng Li, Xinchi Jiang, Qiyao Yang, Yiying Lu, Xincheng Zhong, Min Han, Jianqing Gao

**Keywords:** Metastasis, Pharmaceutics, Cancer prevention, RNA sequencing

## Abstract

There is evidence to suggest that the primary tumor induces the formation of a pre-metastatic niche in distal organs by stimulating the production of pro-metastatic factors. Given the fundamental role of the pre-metastatic niche in the development of metastases, interruption of its formation would be a promising strategy to take early action against tumor metastasis. Here we report an enzyme-activated assembled peptide FR17 that can serve as a “flame-retarding blanket” in the pre-metastatic niche specifically to extinguish the “fire” of tumor-supportive microenvironment adaption. We show that the in-situ assembled peptide nano-blanket inhibits fibroblasts activation, suppressing the remodeling of the metastasis-supportive host stromal tissue, and reversing vascular destabilization and angiogenesis. Furthermore, we demonstrate that the nano-blanket prevents the recruitment of myeloid cells to the pre-metastatic niche, regulating the immune-suppressive microenvironment. We show that FR17 administration effectively inhibits the formation of the pulmonary pre-metastatic niche and postoperative metastasis, offering a therapeutic strategy against pre-metastatic niche formation.

## Abstract (web summary)

Primary tumors “spread the spark” by establishing a pre-metastatic niche. Here the authors develop an in-situ assembled peptide FR17 to serve as a “flame-retarding blanket” to extinguish the “fire” of the pre-metastatic microenvironment.

## Introduction

Though therapeutic outcomes and survival rate for patients with various cancers have been greatly improved in last decades, effective treatments for patients with metastatic cancer are still limited^1^. Though emerging technologies provided early detection of malignant transformation or even warning of high metastatic risk by biomarker screening before the actual occurrence of metastasis in clinic^2–6^, clinical treatment on metastasis prevention lags far behind. The contemporary therapeutic strategies against metastasis in clinic, including systemic chemotherapy, radiotherapy and immunotherapy, mainly focus on the later time period of metastasis development, or at least after the arrival and colonization of disseminated tumor cells to the distal organs, which have gained unsatisfied clinical outcomes^7,8^. Observations of the adjuvant chemotherapy resistance^6^ and treatment-related toxicities^9^ revealed the shortcoming of the currently available strategies^10^.

Growing evidence illustrated that an inflammatory, neovascularized, immunosuppressive, tumor-supportive microenvironment has emerged before the arrival and colonization of disseminated tumor cells, which is termed as pre-metastatic niche (PMN)^11^. Relevant studies revealed that complex interactions between multiple participators and alteration in regulative pathways energized the construction of PMN, such as primary tumor-derived cytokines and exosomes, myeloid-derived suppressor cells (MDSCs), and the tumor re-educated stromal environment including pre-metastasis associated fibroblasts, destabilized vasculature and extracellular matrix (ECM)^12,13^ (Fig. 1a). In 2005, Lyden et al. brought to light the recruitment of VEGFR^+^ myeloid progenitor cells to PMN by localized fibronectin (FN) deposition^14^, which would be over-produced by activated resident fibroblasts. This specific cell population and its subtypes were then unified and classified as MDSCs with its potent capability to suppress immune responses^15^, who make major contributions in developing immunosuppressive microenvironment via activation of nitric oxide (NO) signaling or reactive oxygen species (ROS) pathway^16^. What’s more, recent studies revealed the irritation of stromal cells especially fibroblasts in primary tumor and in distal site induced by tumor-derived secreted factors via STAT3 signaling^17^ and JNK signaling^18^ pathways. It is reported that tumor-educated fibroblasts serve to reconstruct ECM, induce angiogenic and pro-inflammatory response of endothelial cells, preparing a tumor-supportive host stroma^19^, which gives a clue to the tipping point of PMN initializing as fibroblast activation.

**Fig. 1:**
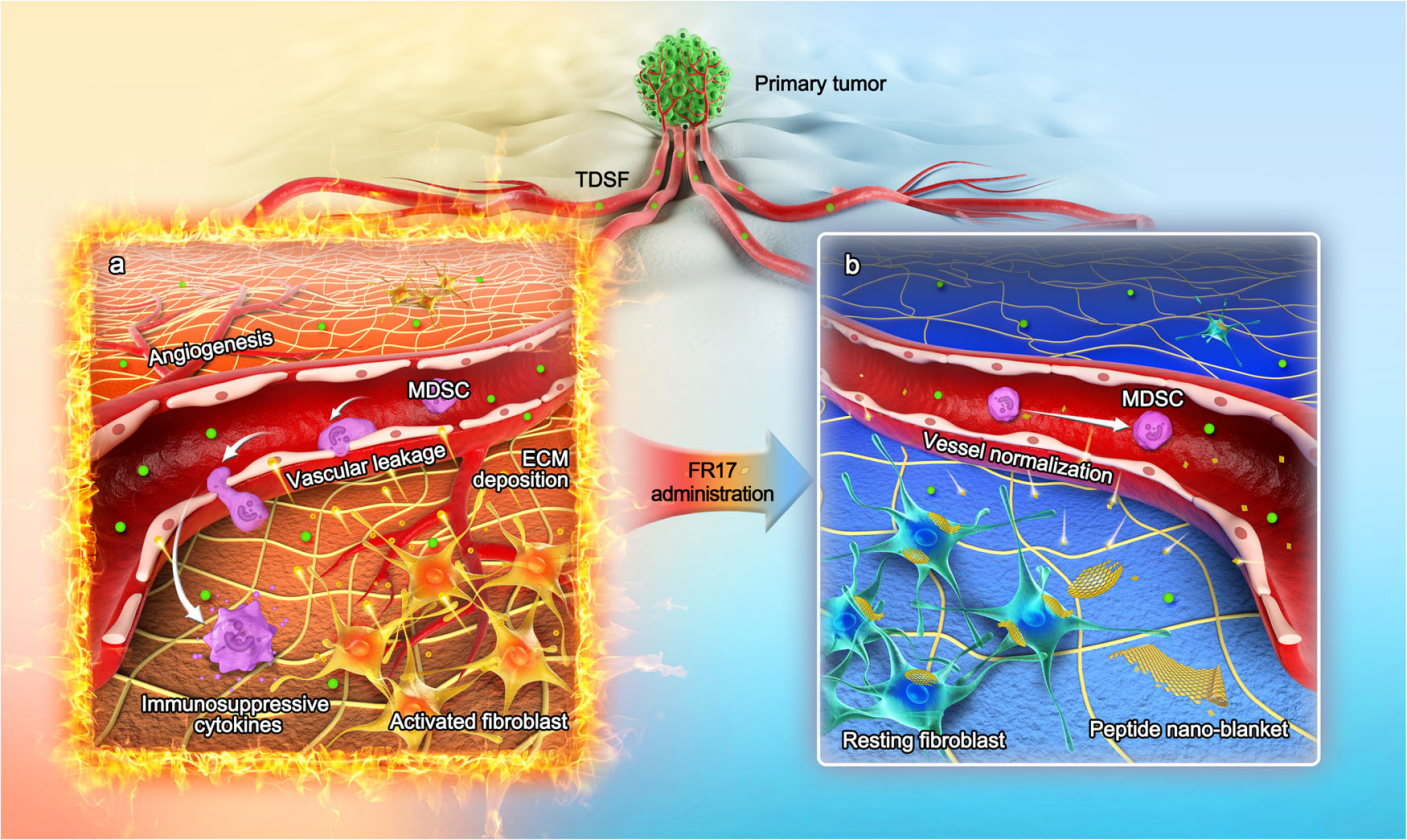
Schematic illustration of peptide nano-blanket impedes fibroblasts activation and subsequent formation of pre-metastatic niche. **a** Illustration of the pathological process of pre-metastatic niche (PMN) formation. The primary tumor produces pro-metastatic factors, such as tumor-derived secreted factors (TDSF), to induce fibroblast activation in metastatic destination organs. The tumor-educated activated fibroblasts serve to construct a metastasis-supportive host stroma, including extracellular matrix (ECM) deposition and reconstruction, angiogenesis and vascular leakage, as well as myeloid-derived suppressor cells (MDSC) recruitment. **b** After FR17 subcutaneous administration, the in-situ assembled peptide nano-blanket in PMN stromal microenvironment impedes fibroblasts activation so as to retard stromal and vessel pro-metastatic reconstruction, inhibiting MDSC recruitment and metastatic cascades.

Since PMN was considered as the foundation laid for circulating tumor cells colonization and one of the vital premises to develop metastasis in distant organs, we wonder if the early process of tumor metastasis can be terminated or even totally prevented by interrupting the formation of PMN. To view the entire process of PMN establishment and metastasis development as a progress of the occurrence and the spread of a huge forest fire, it would be more efficient to contain and beat out the local flame by preventing the formation of PMN.

Inspired by the self-assembled peptides found in many natural life processes, researchers have modified, designed and synthesized diverse self-assembled peptides applied as functional biomaterials for various applications^20–22^. In the application on anti-tumor and anti-metastasis therapy, enzyme-responsive self-assembly or ligand-receptor interactions-triggered morphology transforming of the peptide nanofibrils and hydrogel have been developed to induce cell death^23–25^, to restrict tumor cell invasion^26^, to serve as biocompatible drug delivery platforms^27^, to achieve specific targeting of tumor^28^ and imaging^29^ as well. One of the research branches, which has been widely applied, was based on the β-sheet regions of Amyloid-β (Aβ)^30^. As the original fragment of Aβ_16-20_, KLVFF has been applied as therapeutic agents^26,31^, imaging agents^32^ or delivery platform^33^ in the field of Alzheimer’s disease^34^ and cancer^35^. Further researches cut the peptide fragment down to dipeptide FF to obtain discrete nanotubes through self-assembly in aqueous solution^36^. Afterwards, felicitous modification and re-designment on FF with perfect biocompatibility has been reported with a wide range of applications^37^. For example, FFKF was developed to construct drug delivery system which can be completely degraded by cathepsin proteases^27^. Yang and his team employed FFFK to develop molecular hydrogel for codelivery of anti-cancer drugs^38^. In another work, the application of FFYK was explored in organelles targeting and cancer cell killing^39^. Some introduced naphthyl group on N-terminal of Phe to favor the intermolecular hydrophobic interactions of FFKY^40^.

Here we report an enzyme-activatable assembled peptide FR17 that can serve as a “flame-retarding blanket” at PMN site specifically, containing and suppressing the “fire blaze” of PMN formation to further develop into overt metastasis (Fig. 1b). As a substrate of matrix metalloproteinase 2 (MMP2), FR17 is designed to release self-assembled monomer FG8 to construct peptide nano-blanket in PMN stromal microenvironment. The self-assembly feature of FG8 is provided by its backbone, FFKY, taking advantages of both the self-assembly feature of diphenylalanine structural motif FF with the assistance of Y and the editable site provided by K to combine with hydrophilic fragment via enzyme-cleavable linker. The in-situ assembled peptide nano-blanket impedes fibroblasts activation so as to prevent metastatic cascades. In this work, we demonstrate the subsequent impact of inhibition on fibroblasts activation induced by FR17 intervene, revealing the underlying mechanism on cellular interactions among fibroblasts, vascular endothelial cells and extracellular components, and the intervention on PMN recruited MDSCs via in vitro and in vivo experiments.

## Results

### Peptide nano-blanket transformed from FR17

The MMP2-activatable self-assembled branched peptide (FR17, FFK(GPLGLAGG-YVDKR)Y) consists of (1) the backbone of a self-assembled peptide domain Phe-Phe-Lys-Tyr (FFKY), a variant of Phe-Phe (FF), which is derived from Aβ^36^; (2) thymopentin (TP5, Arg-Lys-Asp-Val-Tyr, RKDVY), a pentapeptide with perfect hydrophilic property and immune modulation effect, which is applied as the adjunctive therapeutic agent on cancer treatment in clinic to prevent postoperative infection and to activate immune response^41,42^. TP5 was conjugated to the side-chain of Lys (K) in the main-chain FFKY with the MMP2-cleavable peptide linker (Gly-Pro-Leu-Gly-Leu-Ala-Gly-Gly, GPLGLAGG)^43^, increasing the hydrophilic property of the entire peptide molecule. Furthermore, the sequence of TP5 in peptide FR17 was replaced by the scrambled pentapeptide of TP5 without immunomodulatory bioactivity, i.e. DVYKR, to form the scrambled group (sFD17, FFK(GPLGLAGG-RKYVD)Y) as peptide assembly control.

Peptides were synthesized via Fmoc solid-phase peptide synthesis technology and the peptide sequences were verified by mass spectra (Supplementary Figs. 1 and 2). When specifically cleaved by MMP2, both FR17 and sFD17 are able to release self-assembled monomer FG8 (FFK(GPLG)Y) (Supplementary Fig. 3), which would spontaneously fold into membrane-like structure, i.e. the peptide nano-blanket, both in neutral and weak acidic conditions, which simulates the pH condition of inflammatory microenvironment in PMN^44,45^ (Supplementary Fig. 4). The transmission electron microscopy (TEM) images (Fig. 2a) and the Cryo-TEM image (Supplementary Fig. 5a) showed the lamellar structure of the peptide self-assemblies formed by enzymatic degradation (Supplementary Fig. 5b) dispersed with an average diameter of ~500 nm (Fig. 2b). The suspected appearance of peptide nano-blanket has been observed in the intercellular substance in PMN lung in vivo (Supplementary Fig. 5c), and the morphology and the size of which ranges from hundreds to thousands nanometers depending on the intercellular space specifically at PMN sites. Besides, the aggregation-induced emission (AIE) effect was employed to monitor the spontaneous aggregation of FG8 in aqueous system (Supplementary Fig. 6). Fluorescent dots observed in the organs’ sections revealed the responsive-assembly of the peptide nano-blanket in PMN lung in vivo (Supplementary Fig. 7) with few aggregations in PMN liver and no observation of AIE effect in other organs (Supplementary Fig. 8). Taken together, these results indicated the self-assembly property of FG8 monomer, and MMP2-cleaved release of FG8 from FR17 or sFD17 to form the peptide nano-blanket both in vitro and in vivo.

**Fig. 2:**
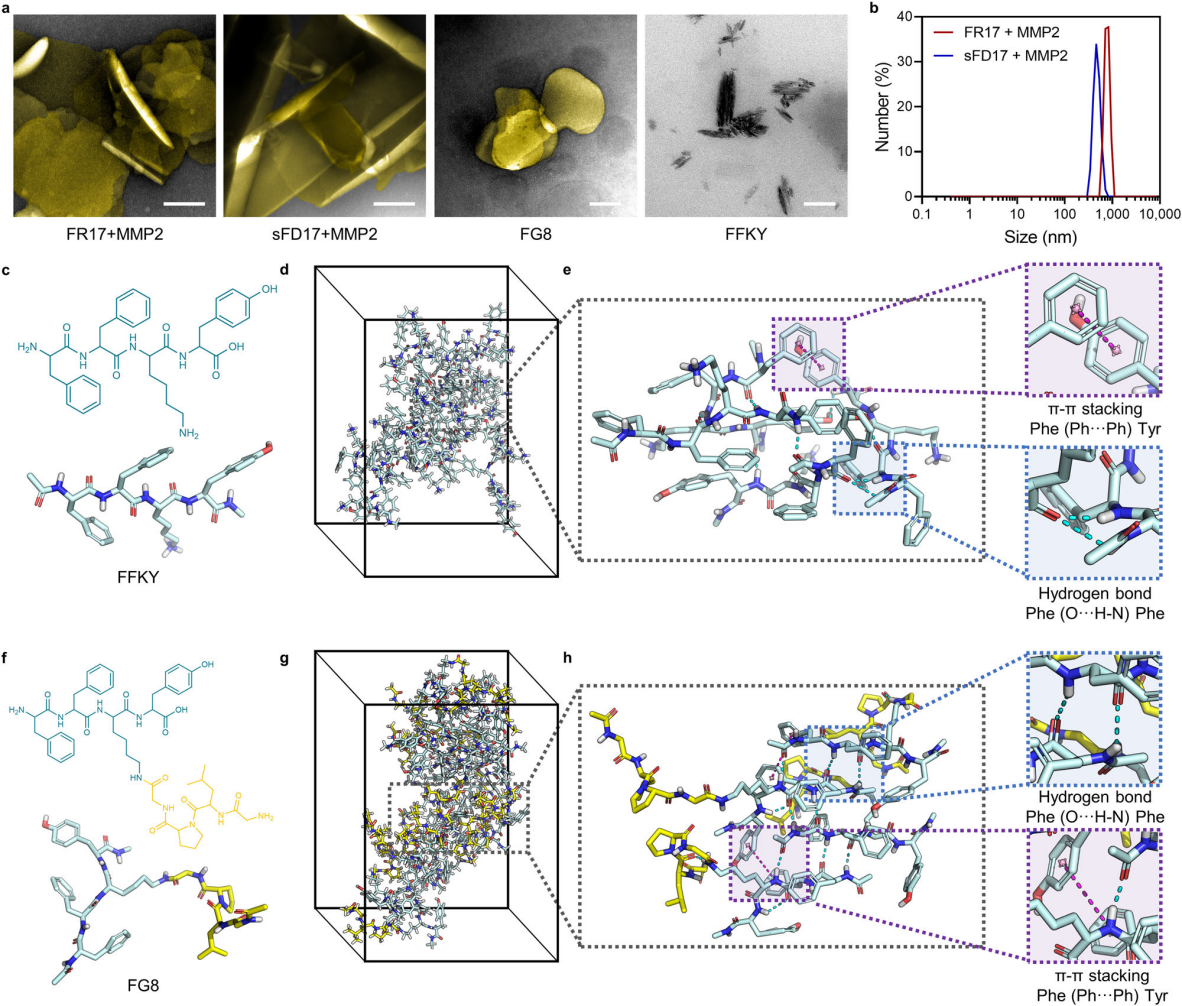
Enzyme-activated self-assembly of FR17 and all-atom molecular dynamics (MD) simulation of the self-assembly of FG8. **a** TEM images of FR17 or sFD17 (500 µM) treated with MMP2 (scale bar = 200 nm), FG8 (500 µM, scale bar = 100 nm) and FFKY (500 µM, scale bar = 100 nm). The lamellar structure of the peptide nano-blanket was pseudo-colored in gold. **b** Size distribution of FR17 and sFD17 (500 µM) after MMP2 cleavage. **c** Molecular structure of FFKY. **d** The FFKY assemblies generated at *t* = 200 ns of MD simulation of 16 FFKY molecules in water (containing NaCl for charge neutralization). **e** Typical molecular cluster and the non-bonded interactions involved in FFKY assemblies in detail. **f** Molecular structure of FG8. **g** The FG8 assemblies generated at *t* = 200 ns of MD simulation of 16 FG8 molecules in water (containing NaCl for charge neutralization). **h** Typical molecular cluster and the non-bonded interactions involved in FG8 assemblies in detail. The dashed purple lines denote the π-π stacking. The dashed blue lines denote the hydrogen bonds. The nitrogen atoms are labeled in blue. And the oxygen atoms are labeled in red. Source data are provided as a Source Data file.

The peptide assembly relies on the non-bonded interactions, typically hydrogen bonds and π-π stacking, between adjacent peptide molecules. The self-assembling pattern of FG8 changed due to the branch modification with GPLG side-chain. The all-atom molecular dynamics (MD) simulation of FFKY-assemblies and FG8-assemblies gives a microscopic account of the impacts of branch modification on peptide interactions. The MD simulation revealed that there are more intermolecular hydrogen bonds involved in FG8 cluster, which are more ordered and mostly formed between Phe of adjacent FG8 molecules (Supplementary Fig. 9). While the intermolecular hydrogen bonds involved in FFKY-assemblies are less-formed and disordered (Fig. 2c–h).

### The pathological process in the MCM-induced PMN model in vivo

In order to study the effect of FR17 administration on the process of PMN development, an in vivo PMN model induced by melanoma-conditioned media (MCM) has been established according to the previous research on PMN^14^. Briefly, tumor-derived factors secreted from primary tumor were replaced by MCM intraperitoneal injection to the mice for 10 consecutive days from day 1 to 10. On day 7, when the tumor-supportive microenvironment was successfully established in the lung, B16F10 melanoma cells were intravenously administrated as the simulation of circulative tumor cells (CTC) wandering through blood vessels and some would successfully colonize in the prepared “fire scene” in lung (Supplementary Fig. 10b).

The pathological process in the lung was assessed from various aspects during MCM-induced PMN establishment from day 3 to day 13 (Supplementary Figs. 10 and 11). Important cell derived molecular components and cytokines were closely monitored during the process. The higher expression of the ECM component FN was generated by MCM inducement. Moreover, matrix metalloproteinase 9 (MMP9) and vascular endothelial growth factor a (VEGFa) were up-regulated along with the pathological progress of lung PMN from day 0 to day 10 and reached a plateau on day 10 (Supplementary Fig. 10a). An accordant trend was found on MMP2 level as well (Supplementary Fig. 10d). Meanwhile, the immune cell population analysis during the pathological process in the lung of MCM-induced PMN model was conducted by flow cytometry, which drew our attention to the crime culprit-cell inducing PMN, MDSC, for the recruitment of MDSC increased through the timeline (Supplementary Figs. 11 and 12). It is reported that MDSC contributes a lot in developing the immunosuppressive microenvironment in PMN, preparing more suitable and fertile land for tumor cells to take root in refs. ^13,46^. Expression level of the major inflammatory mediator TGF-β1, possibly produced by MDSCs, increased gradually but sharply. Typical biomarkers produced by MDSC to exert immunosuppressive effect, in other words, the incriminating tools for the microenvironment re-education, were also detected, i.e. ROS, iNOS and arginase-1 (Supplementary Fig. 10a, c)^16^. Major characteristics of PMN also emerged in lung as time went by, such as activation of fibroblasts (Supplementary Fig. 10e, f), angiogenesis (Supplementary Fig. 10g) and increase of vascular permeability (Supplementary Fig. 10h)^12^. All these data indicated that the in vivo PMN model had been well-established, reflecting the pathological process of PMN development. With the overall support provided by PMN, it would consequently accelerate and aggravate metastasis in vivo (Supplementary Fig. 13).

### FR17 administration interrupts the activation of fibroblast induced by tumor-derived factors

According to previous researches on tumor metastasis^18^ and our assessment on MCM-induced PMN mice model, the activation of the resident fibroblasts in distal tissues could be regarded as the tipping point of the beginning of PMN establishing, raising the alarm about laying the foundations of the potential metastasis. It is reported that tumor-educated fibroblasts would serve to construct a tumor-supportive host stroma via STAT3 signaling^17^ and JNK signaling^18^ pathways, promoting ECM degradation and reconstruction, inducing angiogenic and pro-inflammatory response of endothelial cells, recruiting VLA-4^+^ bone marrow-derived cells by localized FN deposition for niche formation^19^. Indeed, lysyl oxidase (LOX) cross-linked collagen surrounding pre-metastasis associated fibroblasts attracts CD11b^+^ myeloid cells invasion in destination organs, which corresponds to metastatic efficiency^47^.

Here in a cell model simulating the impact of secreted factors derived from primary tumor on lung fibroblasts in vitro (Fig. 3b), FR17 cultivation along with MCM stimulation showed an interruption on tumor-derived factors irritating mouse lung fibroblasts (MLF) (Fig. 3a). The treatment with FR17 or sFD17, which would form peptide nano-blanket assembled by the monomer FG8 that was released by enzyme-induced cleavage, successfully prevented the activation of fibroblasts by MCM (Supplementary Fig. 14). The inhibition on the expression of pathologic fibroblast biomarker alpha smooth muscle actin (αSMA) as well as the fibroblasts proliferation and cellular bio-functions (Fig. 3c–i) also substantiated the blocking of lung fibroblasts activity by FR17 or the scrambled control sFD17. The reverse of the increase in cytokines secretion, like MMP9, VEGF, FN, was determined by ELISA kit (Fig. 3d). The qPCR results further suggested that the peptide-assemblies might exert biological regulatory effect on cells while not just acting like a physical shield to wrap on the surface of cells (Fig. 3e). Besides, when irritated by tumor-derived factors to present the activated αSMA^+^ phenotype, the migration ability as well as the collagen gel contracting function of fibroblasts got promoted. By contrast, cultivation with FR17 minified these functional changes to a large extent (Fig. 3f–i). Administration of FR17 to the in vivo PMN model also gave great relief to the activation of the fibroblasts in lung (Fig. 3k). What’s more, the above data also suggested that the “flame-retarding” effect on fibroblast activation was almost completely contributed by peptide nano-blanket on account of the similar outcomes of the scrambled control sFD17 to that of FR17 treatment.

**Fig. 3:**
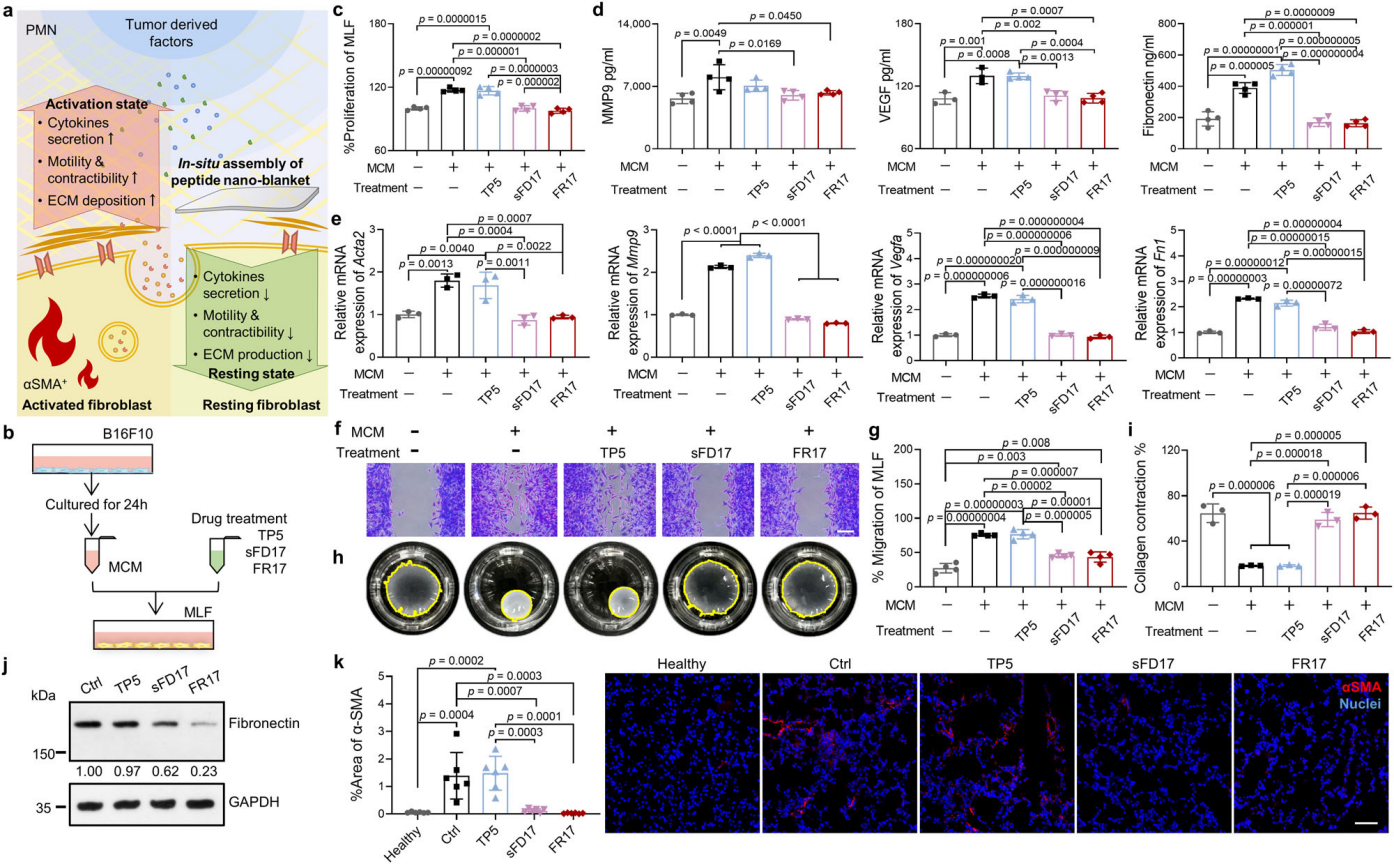
FR17 interrupts the activation of fibroblast induced by tumor-derived factors. **a** Schematic drawing illustrates the in-situ assembled peptide nano-blanket interrupts tumor-derived factors-induced activation of fibroblast. **b** Illustration of the protocol of MCM stimulation and peptide treatment on MLF in vitro. **c** Cell proliferation of MLF after MCM stimulation and peptide treatment. *n* = 4. **d** Secretion of MMP9 (*n* = 4), VEGF (*n* = 4 for peptide treated groups and 3 for the control groups) and fibronectin (*n* = 4) in the culture media of MLF after stimulated by MCM, treated with or without peptide. **e** qPCR analysis of *Acta2* (i.e., *αSma*), *Mmp9*, *Vegfa*, *Fibronectin1* (*Fn1*) expression in MLF after MCM stimulation and peptide treatment. *n* = 3. For *Mmp9*: MCM free vs. MCM, *p* = 0.000000000011; MCM free vs. TP5, *p* = 0.00000000000056; MCM vs. sFD17, *p* = 0.0000000000037; MCM vs. FR17, *p* = 0.0000000000013; TP5 vs. sFD17, *p* = 0.00000000000017; TP5 vs. FR17, *p* = 0.000000000000071. **f**, **g** Migration assay to evaluate MLF migration ability after MCM stimulation and peptide treatment. Scale bar = 100 µm. *n* = 4. **h**, **i** Collagen gel contract assay to evaluate contracting function of MLF after MCM stimulation and peptide treatment. *n* = 3. **j** Expression level of fibronectin in the lung harvested from the PMN model mice administrated with different peptides on day 10. **k** Representative images and semi-quantification of αSMA^+^ fibroblasts in the lung harvested from mice administrated with different peptides on day 10. Scale bar = 50 µm. *n* = 6. Data are presented as mean ± SD for all column charts. One-way ANOVA followed by Tukey’s multiple comparisons test was employed for statistical evaluation for **c**–**e**, **g**, **i**, **k**. Source data are provided as a Source Data file.

The stromal microenvironment, apart from fibroblasts, consisting of ECM and vasculature, could also be re-educated by tumor-derived factors^48^. For ECM would have gone through remodeling to rebuild a supportive niche for tumor colonization in PMN model, Western blot analysis, Masson staining and Sirius Red staining revealed the down-regulation in the expression of FN (Fig. 3j) and collagen (Supplementary Fig. 15a–c) in the lungs of FR17 group and sFD17 group, which would have likely been over-expressed by the activated fibroblasts otherwise. Besides, versican expression in the lung was also lower in the FR17 or sFD17 intervened groups than that of PMN control group and TP5 treated group (Supplementary Fig. 15d), and the elevated expression of which has been reported to contribute to angiogenesis in tumor^49^.

### FR17 protects fibroblasts from activation to inhibit vascular leakage and angiogenesis

The activated fibroblasts in primary tumor, also known as cancer-associated fibroblasts (CAFs), have been reported to produce proangiogenic factors, such as VEGF, so as to promote tumor angiogenesis^17^. What’s more, the secretion of MMPs by CAFs induced tumor vascular leakage, exacerbating MDSCs and tumor cells intravasation into the vascular system. Therefore, we assumed that, as an important participator and vanguard in the construction of PMN, the activated fibroblast may also contribute to angiogenesis and the increased vascular permeability in PMN (Fig. 4a). Further exploration was carried out on mice vascular endothelial cells to find out whether fibroblasts promote angiogenesis and vascular permeability during the arousement induced by MCM (as sketched in Supplementary Fig. 16a). The tube forming assay demonstrated the proangiogenic capability of fibroblasts activated by MCM (Fig. 4b). Meanwhile, the transwell permeability assay (as illustrated in Supplementary Fig. 16b) to mimic the inner layer of blood vessel in vitro verified that the fibroblast-conditioned medium (FCM) collected from activated MLF increased vascular permeability (Fig. 4c), indicated directly by the dismission of endothelial adherence junctions mediated by vascular endothelial cadherin, VE-cadherin (Fig. 4d).

**Fig. 4:**
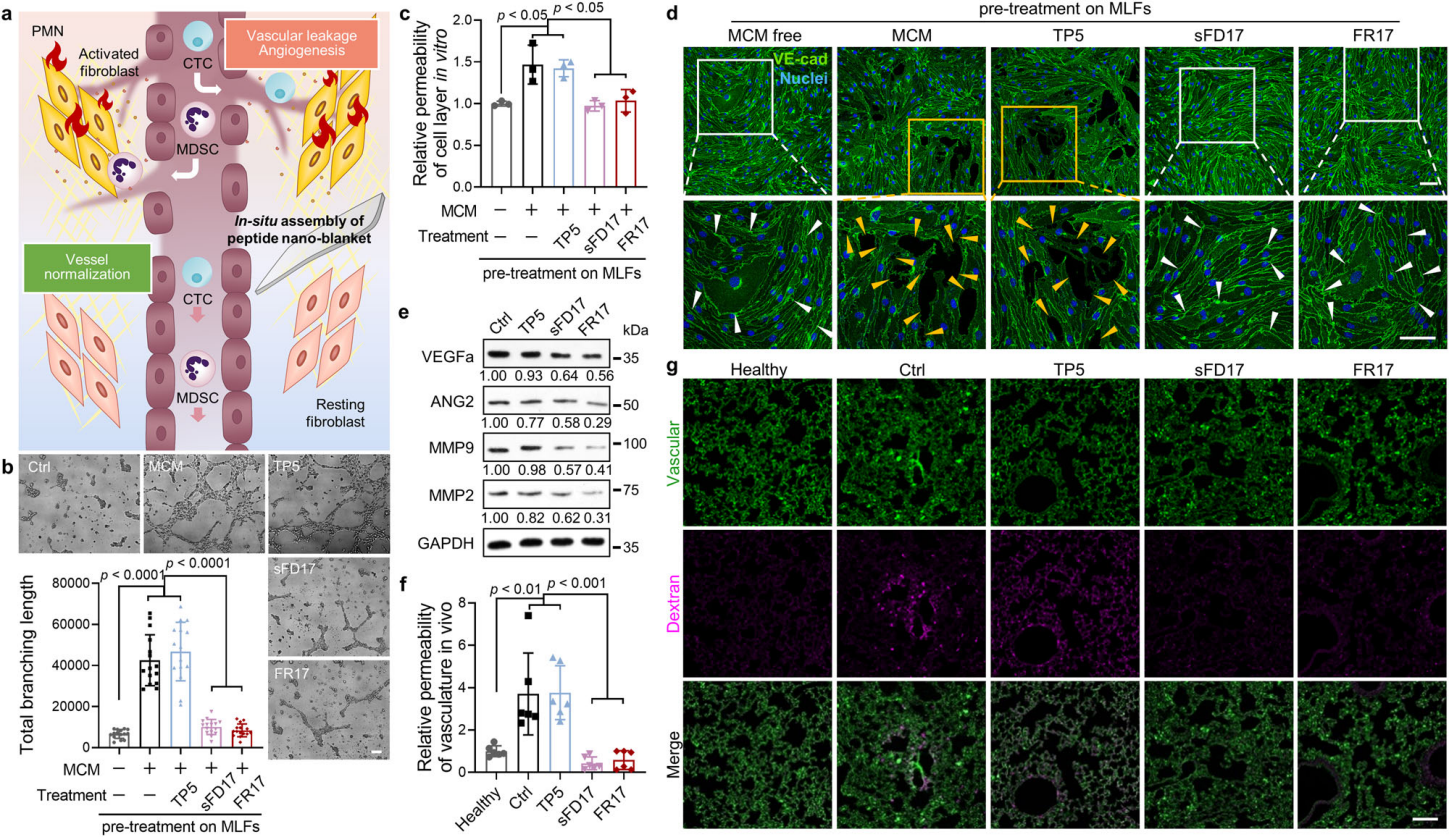
FR17 administration protects fibroblasts from activation to inhibit vascular leakage and angiogenesis. **a** Illustration of the inhibition of vascular leakage and angiogenesis via the peptide nano-blanket protection on fibroblasts from tumor re-education. **b** Tube forming assay evaluating endothelial cells’ neovascularization when treated with conditional FCM. Scale bar = 100 µm. The semi-quantification was calculated from five random fields imaged per well from triplicate wells per group via ImageJ. Data are presented as mean ± SD. **c** Permeability of the endothelial cell layer in vitro when co-cultured with MCM and peptides pre-treated MLF. Data are presented as mean ± SD. *n* = 3. MCM free vs. MCM, *p* = 0.0104; MCM free vs. TP5, *p* = 0.0192; MCM vs. sFD17, *p* = 0.0072; MCM vs. FR17, *p* = 0.0168; TP5 vs. sFD17, *p* = 0.0132; TP5 vs. FR17, *p* = 0.0314. **d** The endothelial cell monolayer’s integrality after cultivated with conditional FCM, indicated by VE-cadherin. The white box and arrows indicate the adherens junction between endothelial cells. While the yellow box and arrows indicate the disruption of adherens junction. Scale bar = 50 µm. **e** Expression level of VEGFa, ANG2, MMP9 and MMP2 in the PMN lungs harvested from mice administrated with different peptides on day 10. **f**, **g** Vascular permeability in the PMN lung after peptide administration. Scale bar = 100 µm. Data are presented as mean ± SD. *n* = 6. Healthy vs. Ctrl, *p* = 0.0016; Healthy vs. TP5, *p* = 0.0013; Ctrl vs. sFD17, *p* = 0.0002; Ctrl vs. FR17, *p* = 0.0003; TP5 vs. sFD17, *p* = 0.0001; TP5 vs. FR17, *p* = 0.002. One-way ANOVA followed by Tukey’s multiple comparisons test was employed for statistical evaluation for **b**, **c**, **f**. Source data are provided as a Source Data file.

For all experiments conducted on endothelial cells, the different conditional FCM was obtained from fibroblasts pre-treated with FR17, sFD17 or TP5 on interrupting MCM stimulation separately. The conditional FCM pre-treated with FR17 or sFD17, rather than TP5, offset the increase in bEnd3 cell proliferation induced by the indirect stimulation of MCM (Supplementary Fig. 16c). The acceleration in neovascularization and the disruption on endothelial cell-cell connection to cause vascular leakage were made up by indirect FR17 or sFD17 treatment on MLF as indicated in Fig. 4b, c.

To examine the influence of FR17 intervention on the expression level of the proangiogenic factors and vascular remodeling enzymes in pulmonary PMN in general, Western blot analysis was carried out. When compared to PMN control group, the increased expression of VEGFa, ANG2, MMP9, MMP2 was reversed by FR17 treatment almost back to normal levels (Fig. 4e and Supplementary Fig. 17). In addition, the scrambled control sFD17, which does not possess the drug-bioactivity of TP5, exhibited similar inhibition result as FR17 while TP5 did not, suggesting the protective effect was contributed by the peptide-assemblies formed by the enzyme-activatable self-assembled monomer. Vascular leakage assay on PMN model in vivo verified that FR17 or sFD17 administration attenuated the enhancement of pulmonary vascular permeability (Fig. 4f, g).

Above data confirmed that FR17 can be employed as an in-situ spontaneously-assembled “flame-retarding blanket” to beat out the “flames” on fibroblasts caused by tumor-derived factors in PMN, preventing pro-metastatic angiogenesis and vascular destabilization.

### FR17 administration impedes MDSC recruitment to pulmonary PMN and modulates the immuno-microenvironment

Given the fact that MDSC occupies a vital position in PMN construction and metastasis formation, MDSC has attracted wide concerns in recent years. It’s firstly reported by David Lyden’s team that VEGFR^+^ myeloid progenitor cells are recruited and formed cell clusters to the sites highly expressing FN, which is most likely produced by resident fibroblasts, in the distal tissues prior to the arrival of tumor cells^14^. The recruitment of MDSC was found to be related to the enhancement of ECM production and remodeling in PMN, including cross-linking collagen by LOX secreted by tumor cells^47^, FN deposition^50^, periostin (POSTN)-enrichment^51^. As MDSC plays a crucial role in developing the immunosuppressive and inflammatory microenvironment, some pioneers have demonstrated that blocking the recruitment of MDSC could be a promising strategy to suppress early metastasis by preventing the development of breeding ground for tumor^52–55^.

In our PMN model, the accumulation of MDSC in lung was decreased in FR17 and sFD17 groups, revealed by immunofluorescent staining (Fig. 5a) and flow cytometry analysis on day 10 (Fig. 5b). Moreover, focal enrichment areas of FN and the co-localization of LOX attracted an increasing number of CD11b^+^Gr^+^ MDSC in serial sections of the PMN lung comparing to healthy lung (Fig. 5a and Supplementary Fig. 18), consistent with the previous reports^47^. The immunofluorescent stains indicated that FR17 intervention successfully down-regulated the expression of LOX, FN and POSTN in the lung induced by tumor-derived factors to impede the construction of PMN, which probably resulted in the decrease in MDSC recruitment (Supplementary Fig. 18). To evaluate prevention of peptide administration on developing PMN immunosuppressive environment, protein level of TGF-β in PMN (Fig. 5c), the well-known immuno-modulator produced by MDSC to regulate the establishment of immunosuppressive tumor-supportive niche, as well as the pro-inflammatory cytokine IL-6 was detected (Fig. 5d). FR17 treatment successfully down-regulated TGF-β and IL-6 expression in lung, so as sFD17. In the meantime, TP5 administration exhibited partial abatement on the expression of these cytokines^56^, suggesting both the enzyme-responsive-assembled peptide nano-blanket and the immunoregulatory agent TP5 facilitated the normalization of immunosuppressive and inflammatory environment of PMN.

**Fig. 5:**
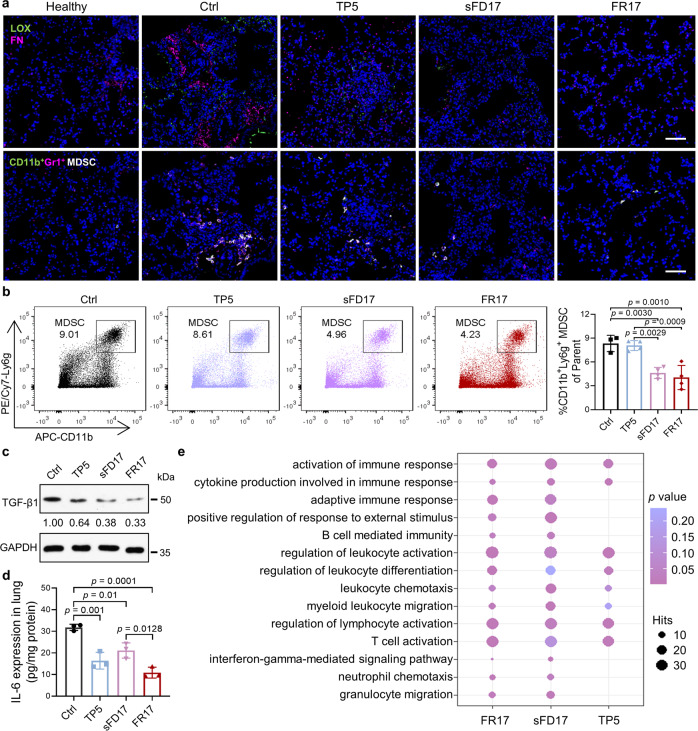
FR17 administration prevents MDSC recruitment, pausing the development of the immunosuppressive microenvironment in PMN. **a** Serial sections of the lungs harvested from the model mice treated with different peptides. Serial sections show the distribution of lysyl oxidase (LOX) and Fibronectin (FN) and the co-location of CD11b^+^Gr1^+^ myeloid-derived suppressor cells (MDSC). Scale bar = 50 µm. **b** Recruitment of CD11b^+^Ly6g^+^ MDSC to the lungs of the model mice treated with different peptides on day 10. Data are presented as mean ± SD. *n* = 4 biologically independent mice for treatment groups, *n* = 3 for the control group. One-way ANOVA followed by Tukey’s multiple comparisons test was employed for statistical evaluation. **c** Expression of TGF-β1 in the lung harvested from PMN model mice administrated with different peptides. **d** IL-6 expression in the lung tissue fluid collected from PMN model mice administrated with different peptides. Data are presented as mean ± SD. *n* = 3 biologically independent mice. One-way ANOVA followed by Tukey’s multiple comparisons test was employed for statistical evaluation. **e** GO enrichment analysis of CD11b^+^Ly6g^+^ MDSC sorted from different treatment groups. RNA preparations were extracted from CD11b^+^Ly6g^+^ MDSCs sorted from lungs pooled from 10–12 mice per sample. The size of the dots corresponds to the number of genes per pathway, and the color indicates *p* value. Statistical significance was considered at least at *p* < 0.05. Source data are provided as a Source Data file.

To find out whether the impact on MDSC-induced immunosuppressive microenvironment in PMN was mainly contributed by TP5 or by the in-situ assembled peptide nano-blanket, cell transcriptomic analysis of MDSCs recruited to the lung was carried out on different treatment groups. 

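Lung CD11b+Ly6g+ MDSCs of 4 groups of PMN model mice were sequenced, with 1 mRNA library per group made from the pooled cells of 10 to 12 mice. The model mice were injected intraperitoneally with MCM, the medium conditioned by B16F10 mouse melanoma cells, at 300 μl per mouse, and received B16F10 cells through the tail vein on day 7. TP5, sFD17 or FR17 was injected under the skin every day, at 40 μM/kg beginning on day 3, and lungs were collected on day 10. TP5 is free thymopentin, FR17 carries TP5 on a peptide that assembles in the lung, and sFD17 is the scrambled control peptide, which assembles but lacks the bioactivity of TP5. The authors deposited the number of reads they counted on each of 54532 genes, without normalization. The paper's text does not name the aligner, the counting program or the genome build. Of the gene identifiers, 54409 are in GENCODE M21 and 53499 have the same coordinates there, which places the coordinates on GRCm38. The library kit keeps the strand of the RNA, but whether the counting used the strand is not named. The total was 17132880 counts in the control library, 17165184 in TP5, 15543071 in sFD17 and 19638228 in FR17. At least 1 count was found on 22352 genes in control, 22203 in TP5, 21835 in sFD17 and 23033 in FR17. The 50 most abundant genes took 19.4% of the counts in control, 18.7% in TP5, 21.2% in sFD17 and 18.1% in FR17. Counts were scaled with edgeR's TMM method, whose factors were 0.986 for control, 1.02 for TP5, 0.849 for sFD17 and 1.17 for FR17. The 3 counts that a gene without any count could still have had correspond to 0.178 CPM in control, 0.171 in TP5, 0.228 in sFD17 and 0.131 in FR17. Log2 fold changes were computed with a prior count of 2 for the 16369 genes with at least 10 counts in at least 1 library. After scaling, the median log2 fold change of all these genes against control was 0.00 in TP5, −0.03 in sFD17 and 0.02 in FR17. Scaling by library size alone moved it to 0.05 in TP5, −0.23 in sFD17 and 0.26 in FR17, so directions of gene lists are given relative to the median of all genes. A gene was called changed when edgeR's exact test for a pair of libraries gave an unadjusted p under 0.05, the threshold the paper states. The dispersion for this test was estimated over the 4 libraries taken as 1 group, with a common biological coefficient of variation of 0.267. With 1 library per group there is no replicate check of any difference, and the test compares those libraries, not the conditions. The 95% Wilson intervals and the floors of 3 counts cover counting error only.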

Given the fact that CD11b^+^Ly6g^+^ MDSC takes the majority (over 90%) of MDSC population in the lung of MCM-induced PMN model (Supplementary Fig. 11a, b), CD11b^+^Ly6g^+^ MDSC were sorted on day 10 from pulmonary PMN after different treatments as the representative subset for further transcription analysis (Supplementary Fig. 19). 

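Both sorting markers were read in every library. Itgam (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491), which encodes CD11b, had 381 CPM in control (95% interval 372 to 390). Its log2 fold change against control was −0.04 in TP5, 0.18 in sFD17 and −0.34 in FR17. The annotation places 3450 of its 5024 exon bases in Gm49368 as well, on the same strand, a gene with 52 to 64 counts per library. Ly6g (ENSMUSG00000022582, chromosome 15 from 75155240 to 75159126) had 73.1 CPM in control (69.2 to 77.3). Its log2 fold change was 0.42 in TP5, 0.61 in sFD17 and 0.31 in FR17. The share of all counts on lists of marker genes was then computed for the cell types a lung pool can hold. The 18 neutrophil markers took 4.10% of counts in control (4.09 to 4.10), 4.39% in TP5, 4.67% in sFD17 and 4.07% in FR17. The 16 markers of alveolar and interstitial macrophages took 0.753% in control (0.749 to 0.758), 0.651% in TP5, 0.305% in sFD17 and 1.11% in FR17. All 16 were lower in sFD17 and higher in FR17 than in control as a share of counts. Shares are relative to library size, under which the median gene stood at 1.04 times control in TP5, 0.850 times in sFD17 and 1.20 times in FR17. Relative to the median gene, 12 of the 16 macrophage markers were higher in FR17, and the ratio of their summed counts was 1.22 in FR17 and 0.477 in sFD17. For the neutrophil markers this ratio was 1.03 in TP5, 1.34 in sFD17 and 0.828 in FR17. Of the 18, all 18 were higher than the median gene in sFD17 and 8 in FR17. Among the remaining cell types the ratios in FR17 relative to the median gene ranged from 0.849 for fibroblasts and smooth muscle to 2.61 for NK cells. Monocyte and melanoma markers were also below the median gene there, at 0.936 and 0.951. B and plasma cell markers took 0.0544% of counts in control, 0.0682% in TP5, 0.0461% in sFD17 and 0.0814% in FR17. For dendritic cell markers the ratios to control were 1.31 in TP5, 0.622 in sFD17 and 1.38 in FR17, and for monocyte markers 0.965, 0.736 and 1.12 in the same order. Endothelial markers stood at 0.608 times control in TP5, 0.630 in sFD17 and 1.45 in FR17. Fibroblast and smooth muscle markers stood at 0.778 times control in TP5 and 0.595 in sFD17. Markers of platelets and megakaryocytes reached 0.619 times control in TP5, 0.454 in sFD17 and 1.47 in FR17. Without their most abundant gene the platelet markers were instead 1.22 times control in TP5 and 1.18 times in sFD17, the alternative that moved the marker shares most.

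**Figure D1:**
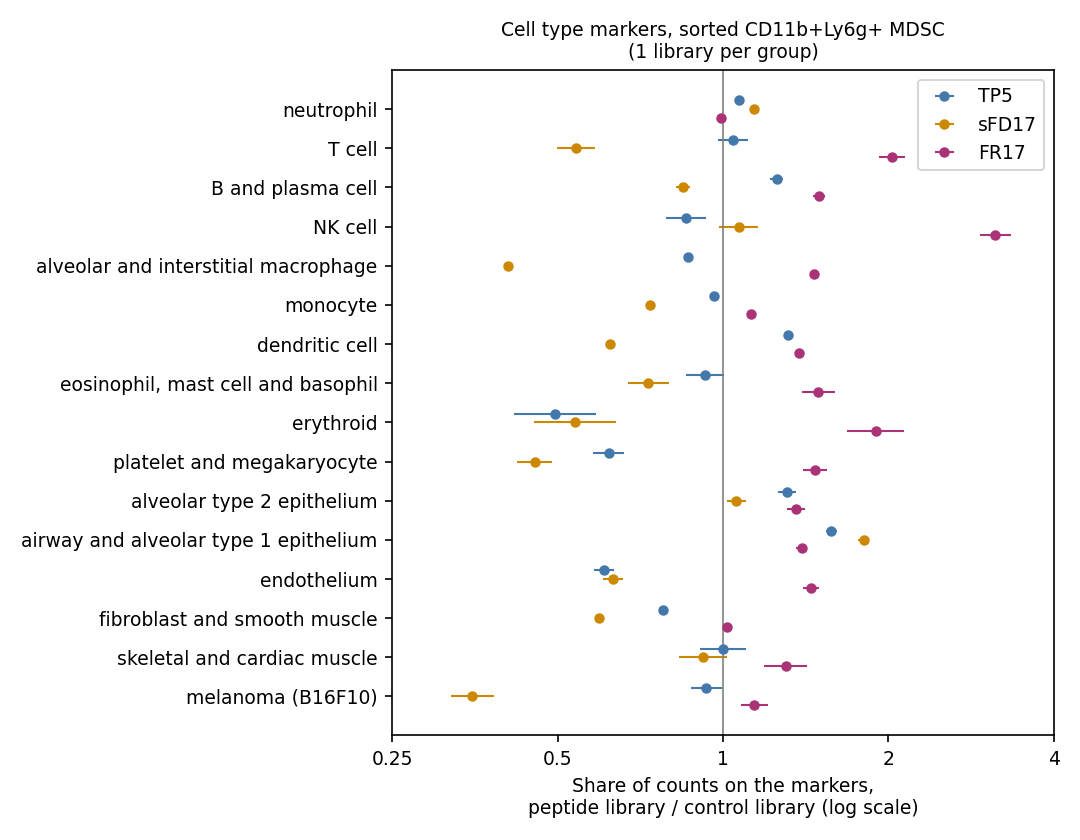
Share of counts on the markers of each cell type, as the ratio of the peptide library to the control library on a log axis. Points are the ratios in TP5, sFD17 and FR17, and bars are 95% intervals from counting error. Shares are relative to library size, under which the median gene stands at 1.04 in TP5, 0.850 in sFD17 and 1.20 in FR17. Macrophage markers stand at 0.405 times control in sFD17 and 1.47 times in FR17; without their most abundant gene, the ratios of platelet markers and of eosinophil, mast cell and basophil markers in TP5 and sFD17, of NK cell and alveolar type 2 markers in sFD17 and of muscle markers in TP5 change sides of 1.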

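Against the control library, 307 genes were called changed in FR17, of which 137 were higher and 170 lower. At least a 2-fold change was found for 1227 genes, 641 higher and 586 lower. The number called depended most on the assumed biological coefficient of variation, and a fixed value of 0.1 gave 3203 genes. Benjamini-Hochberg adjustment over all genes tested left 0 genes in FR17. The larger direction depended on the processing. With a fixed value of 0.4, 98 genes were called higher and 56 lower. With no filter on low counts it was 161 higher and 120 lower, and with DESeq2's Wald test 23 higher and 17 lower. The called genes with the largest rise in FR17 were Prss34, Tnfsf11 and Cenpw. Prss34 (ENSMUSG00000056399, chromosome 17 from 25298394 to 25300161), a serine protease gene, had 18 counts in control and a log2 fold change of 2.97 in FR17 (2.41 to 3.78). Tnfsf11 (ENSMUSG00000022015, chromosome 14 from 78277445 to 78308043), a cytokine gene of the tumor necrosis factor family, had 5 counts in control and 66 in FR17. Cenpw (ENSMUSG00000075266, chromosome 10 from 30194569 to 30200560) had 5 counts in control and 54 in FR17. The largest fall was that of Srp54b (ENSMUSG00000112449, chromosome 12 from 55155104 to 55189573), from 151 counts in control to 20 in FR17, with 17 in TP5 and 12 in sFD17. It has the paralogs Srp54a, with 60 counts in control and 92 in FR17, and Srp54c, with 139 and 222. The processed pseudogene Gm12411 (ENSMUSG00000081559, chromosome 4 from 45550017 to 45550499) fell from 97 counts to 14. The immunoglobulin segment Igkv17-127 (ENSMUSG00000076508, chromosome 6 from 67861153 to 67861659) fell from 93 counts to 23, with 25 in TP5 and 19 in sFD17. Prss34, Srp54b and Igkv17-127 were called in every peptide library, so their changes were not particular to FR17. Reads of a pseudogene, of Srp54b or of an immunoglobulin segment can belong to related genes. Changes of whole pathways were read from gene lists written before the data were examined, and each list median was placed among 10000 random lists of the same size and expression. Of 38 cytokine genes tested, 16 were higher and 22 lower in FR17 than in control. Their median log2 fold change was −0.05, at the 54.9 percentile of random lists, and 1 of them was called. That gene was Csf3 (ENSMUSG00000038067, chromosome 11 from 98701263 to 98703629), with 326 counts in control and 221 in FR17. Ifng (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) rose from 15 counts to 56 without being called, and 336 of its 1295 exon bases also belong to AC153498.1 on the same strand. Csf1 (ENSMUSG00000014599, chromosome 3 from 107741048 to 107760469) had a log2 fold change of −0.98 (−1.03 to −0.92).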

GO enrichment analysis indicated that the regulation effect of FR17 might relate to the activation of immune response pathway, cytokine production involved in immune response, regulation of leukocyte and lymphocyte activation, leukocyte chemotaxis and migration (Fig. 5e). 

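The interferon-γ list held 33 genes, and in FR17 its median log2 fold change against control was −0.15, at the 29.7 percentile of random lists. In FR17 10 of these genes were higher and 23 lower, and 0 were called. Its largest changes in FR17 besides Ifng were those of Txk, with a log2 fold change of 1.01, and Irf8, with 0.55. In sFD17 the median was 0.81, above every random list, and 11 genes were called, all higher. The same list fell in TP5, with a median of −0.30 below every random list and 4 genes called, all lower. The largest rise in sFD17 was that of Gbp2 (ENSMUSG00000028270, chromosome 3 from 142620602 to 142638008), from 1654 counts in control to 15599, against 978 in TP5 and 1605 in FR17. Gbp5 (ENSMUSG00000105504, chromosome 3 from 142493978 to 142522344) rose from 304 counts to 2774 in sFD17, and stood at 188 in TP5 and 306 in FR17. Parp14 (ENSMUSG00000034422, chromosome 16 from 35832874 to 35871544) rose from 2001 to 8670 counts in sFD17. Of the 33 genes 26 were higher and 7 lower in sFD17, where Ifng had 23 counts. Iigp1 and Gbp6 were among the lower ones, with log2 fold changes of −0.82 and −0.69. In TP5 the largest falls were those of Iigp1, from 191 counts to 39, of Gbp6, from 57 to 18, and of Gbp4, from 223 to 82. Members of the Gbp family resemble one another, so their reads could have been divided differently between them, and Gbp4 shares exon bases with Gbp8 and Gbp9. Of 32 chemokine genes tested, 21 were higher and 11 lower in FR17, with a median of 0.13 at the 97.6 percentile. Requiring at least 10 counts in every library moved this to the 97.1 percentile, inside the range of 95% of random lists. The chemokine median was −0.48 in TP5, below every random list, and −0.30 in sFD17, at the 0.03 percentile. By the number of genes called in either direction, chemokines stood at the 100 percentile of random lists in all 3 peptide libraries. Ppbp (ENSMUSG00000029372, chromosome 5 from 90768518 to 90770063) rose from 14 counts in control to 111 in FR17. Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) rose from 387 to 1339 counts in FR17. Ppbp is also a platelet marker and Ccl5 an NK cell marker. Cxcl3 fell from 2054 to 1293 counts in FR17. Ccl8 fell from 1559 counts to 500 in TP5 and to 236 in sFD17, and Pf4 had log2 fold changes of −1.46 and −2.45 in the same libraries. For the 12 tested CXC chemokines that bind CXCR receptors, the median was 0.08 in FR17 at the 85.1 percentile. It was −0.04 in sFD17 at the 30.4 percentile, where Cxcl10 rose from 844 to 3467 counts and Cxcl13 fell from 323 to 56. In TP5 the CXC median was −0.77, below every random list, and −0.58 with genes under the floor at their bound; Cxcl9 fell there from 211 to 94 counts. Cxcl2, the most abundant of these genes, had a log2 fold change of −1.03 in FR17 from 152311 counts in control. The 23 chemokine receptors tested had a median of 0.37 in FR17, above every random list. Their medians were 0.14 in TP5 at the 96.3 percentile and 0.18 in sFD17 at the 89.1 percentile. In FR17 the receptor genes Ccr8, Cxcr6 and Ccr4 rose from 15 to 78, from 42 to 197 and from 13 to 57 counts. T cell and NK cell markers took 2.03 and 3.13 times the control share there. Whether such cells in the pool carried the receptor rise was not tested. Ackr3 had a log2 fold change of −1.72 in TP5 and −1.41 in sFD17. Of the other receptor genes, Xcr1 and Ccr9 had 1.28 and 1.20 in TP5, and Cxcr5 had 0.89 in sFD17, none of them called. The 50 genes of adaptive and B cell mediated immunity had a median of 0.16 in FR17, at the 99.99 percentile. Their medians were −0.06 in TP5 at the 14.8 percentile and 0.13 in sFD17 at the 77.5 percentile. Of the 50 genes, 11 are also B and plasma cell markers. Prf1 rose from 62 to 352 counts in FR17, and Cd40lg from 12 to 61, both called, and Gzmb from 111 to 321 without being called. Prf1 and Gzmb are also NK cell markers, and Cd40lg also stands in the T cell activation list. C4b fell from 5421 counts to 1225 in TP5 and 675 in sFD17. C1qa and C1qc, which are also macrophage markers, had log2 fold changes of −1.75 and −1.86 in sFD17. Ms4a1, a B cell marker, rose from 244 to 604 counts in TP5. Cytokine genes as a list were lower in TP5, with a median of −0.28 below every random list. In sFD17 the cytokine median was 0.26, at the 99.4 percentile, and Il12a rose from 28 to 65 counts. Il10 fell from 608 counts to 276 in TP5 and 228 in sFD17.

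**Figure D2:**
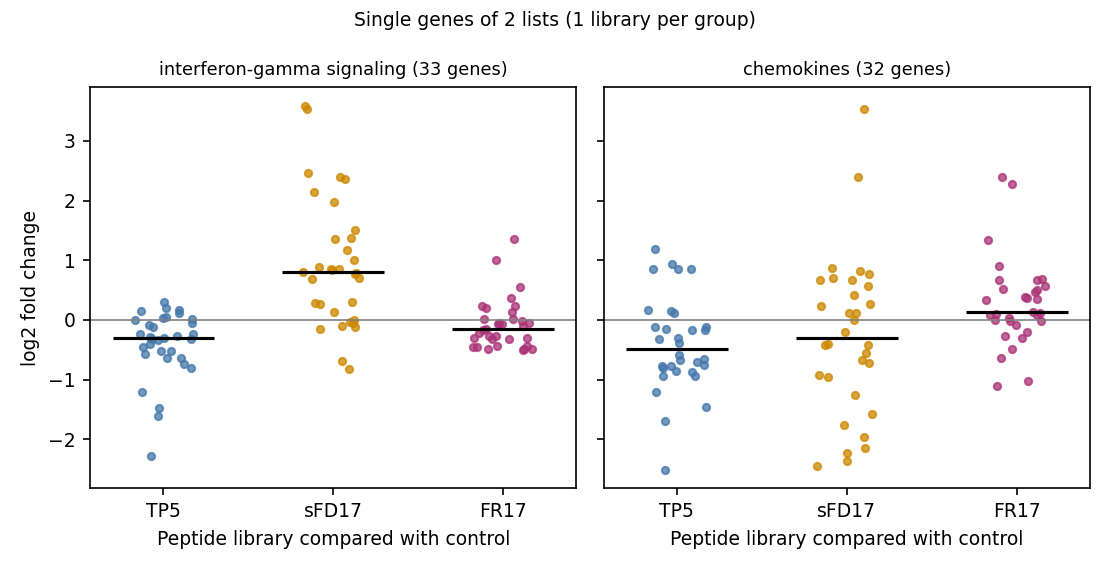
Log2 fold change against control of the single genes of the interferon-γ list and of the chemokine list in TP5, sFD17 and FR17. Each point is a gene and each black line is the list median, which for the interferon-γ list is 0.81 in sFD17 and −0.15 in FR17; with library size alone as scaling, the FR17 median is positive but stays below the median of all genes.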

Relative enriched pathways provided possible comments on the underlying mechanisms, including: regulation on cytokine biosynthetic process, adaptive immune response based on somatic recombination immune receptors built from immunoglobulin super-family domains, interferon-γ-mediated signaling pathway and the impact on chemokine receptor binding as well as CXCR chemokine receptor binding (Supplementary Fig. 20a). From above, when compared with the differential gene enrichment pathway of sFD17 and TP5, we found that the regulation on immune cells chemotaxis and migration pathways was contributed by the in-situ peptide-assemblies, for the peptide nano-blanket would only form in FR17 or sFD17 treated lung while not in free TP5 treated group. 

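The list of leukocyte chemotaxis and migration held 57 tested genes. In FR17 their median log2 fold change against control was −0.30, at the 16.3 percentile of random lists of the same expression, with 18 genes higher and 39 lower. In sFD17 the median was 0.30, at the 99.5 percentile, with 42 higher and 15 lower. In TP5 the median was −0.04, at the 39.9 percentile. Compared with TP5 directly, without the control library, the median was −0.29 in FR17 at the 15.0 percentile and 0.35 in sFD17 at the 98.0 percentile. Between the peptides that assemble, FR17 against sFD17, the median was −0.64 at the 2.56 percentile, and 19 genes were called where random lists had a mean of 11.5. Requiring at least 10 counts in every library moved this last percentile to 2.17, outside the range of 95% of random lists. In FR17 1 gene of the list was called, Fpr3 (ENSMUSG00000079700, chromosome 17 from 17887852 to 17971677), which rose from 15 counts in control to 121. Of its 1268 exon bases, 48 also belong to Fpr2 on the same strand, a gene with 3929 counts in control and 4373 in FR17. In sFD17 the largest changes were a fall of Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) and a rise of Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817). Tgfb2 had 190 counts in control, 39 in TP5, 11 in sFD17 and 189 in FR17. Icam1 had 4657 counts in control, 5922 in TP5, 10967 in sFD17 and 4807 in FR17. C3ar1 fell from 1664 counts in control to 470 in sFD17. Cxadr and Itga9 had log2 fold changes of −0.94 and −0.81 in TP5, and Cxadr had −1.28 in FR17, none of them called. Csf3r, a receptor gene that is also a neutrophil marker, had a log2 fold change of −1.04 in FR17 and 0.26 in sFD17. Chemokine genes compared with TP5 had a median of 0.67 in FR17, above every random list, and −0.09 in sFD17 at the 15.6 percentile. Requiring at least 10 counts in every library moved the sFD17 value to −0.26, at the 0.61 percentile. Interferon-γ genes compared with TP5 had a median of 0.19 in FR17 and 1.21 in sFD17, both above every random list. The paper compares the enriched pathways of the 3 peptide groups, reasons that the nano-blanket forms only in lungs treated with FR17 or sFD17, and concludes that the in-situ assemblies contributed the regulation of chemotaxis and migration.

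**Figure D3:**
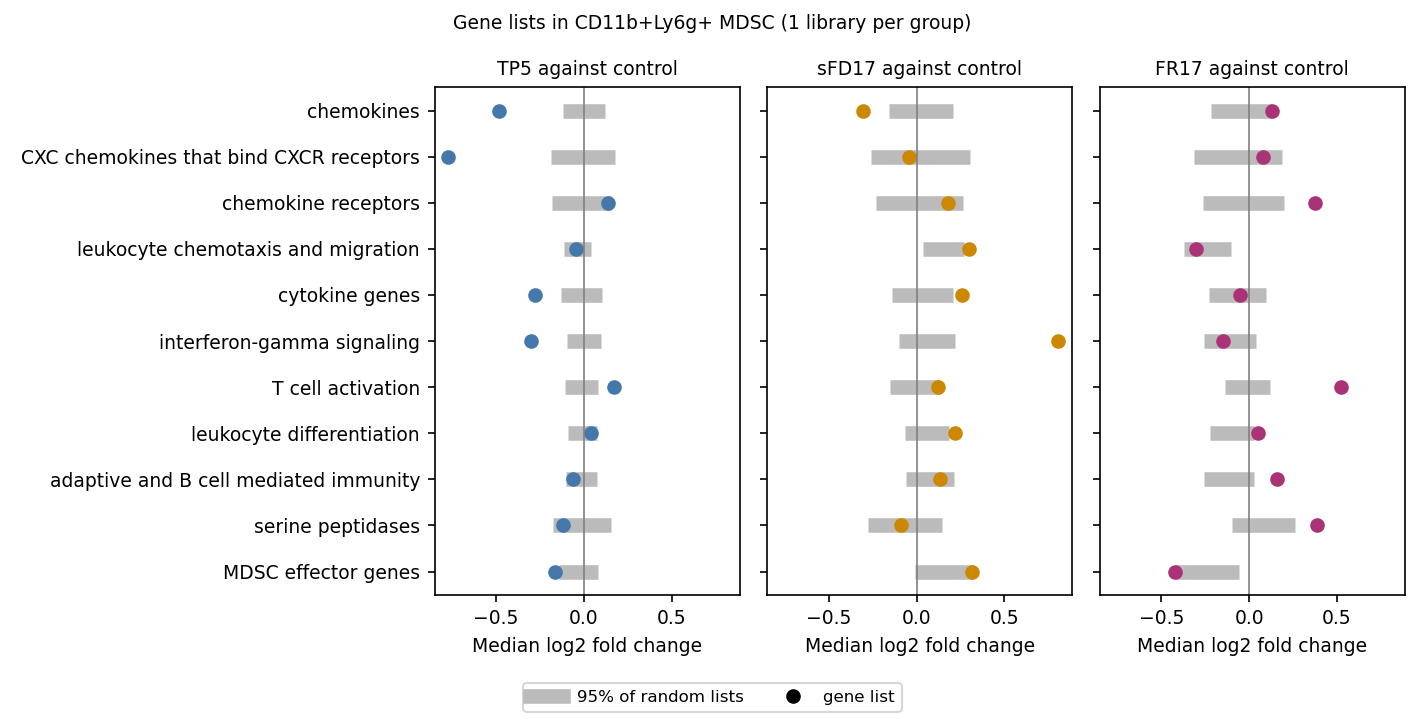
Median log2 fold change of each gene list against control in TP5, sFD17 and FR17 (points), with the range of 95% of random lists of the same size and expression (grey bars). The chemotaxis and migration list is at 0.30 in sFD17, above its grey bar, and at −0.30 in FR17, inside it; directions are relative to the median of all genes, which library-size scaling shifts.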

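Genes called in both FR17 and sFD17 but not in TP5 numbered 18. Of these, 4 were higher in both libraries, 3 were lower in both, and 11 moved in opposite directions. The number depended most on the assumed variation, and a fixed biological coefficient of variation of 0.1 gave 695 genes, 92 of them in the same direction. With 0.4 the overlap held 6 genes, all 6 in the same direction, so the opposite movement was not seen there. The comparisons share the control library, so some overlap arises without any effect. In 100 simulated sets of 4 libraries without differences, with the dispersion of the observed libraries, the same overlap had a mean of 87.4 genes (68 to 110). The observed dispersion also holds the differences between treatments, which lowers the observed calls but not the simulated ones. The overlap of 18 therefore cannot show that FR17 and sFD17 share fewer genes than libraries without differences. The simulated genes vary independently of one another, so these ranges are too narrow. In the simulated sets the share of overlapping genes that moved in the same direction had a mean of 99.9%, against 38.9% observed. With a fixed coefficient of 0.2, chosen after seeing the data, the overlap was 83 genes against a simulated mean of 81.6 (54 to 111), and 36 of the 83 moved in the same direction. Across the genes tested, which are not independent replicates, the log2 fold changes in FR17 and sFD17 had a Pearson correlation of −0.00287, against 0.501 on average in the simulated sets (0.488 to 0.519). With at least 10 counts in every library it was −0.182, and with no filter on low counts 0.203, which moved it most among the alternative settings. Over the 4093 genes with the highest expression alone it was −0.418. The correlation with TP5 was 0.393 for FR17 and 0.393 for sFD17, below the simulated values of 0.510 (0.496 to 0.527) and 0.495 (0.474 to 0.515). Of the 7 genes that moved the same way, those with the largest changes were Gm6264, Igkv4-57-1, Myh6, Nutf2-ps1 and Pdzk1ip1. Myh6 (ENSMUSG00000040752, chromosome 14 from 54941921 to 54966927), a cardiac muscle myosin gene, had 5 counts in control, 28 in sFD17 and 38 in FR17. Pdzk1ip1 (ENSMUSG00000028716, chromosome 4 from 115088708 to 115093899) had 0 counts in control, 9 in sFD17 and 12 in FR17, at least 3.84-fold and 2.94-fold higher. The pseudogene Gm6264 had 1 count in control, 11 in sFD17 and 25 in FR17, at least 4.69-fold and 6.13-fold higher. Nutf2-ps1 fell from 50 counts to 3 in sFD17, at least 13.0-fold lower, and to 20 in FR17. Igkv4-57-1 fell from 15 counts to 1 in each, at least 3.91-fold lower in sFD17 and 6.79-fold lower in FR17. Reads of the pseudogenes and of the immunoglobulin segment can belong to related genes. Among the genes that moved in opposite directions, 9 rose in sFD17 and fell in FR17. The most abundant was Slfn4, with 27013 counts in control, 98289 in sFD17 and 16778 in FR17; it was picked after its values were seen.

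**Figure D4:**
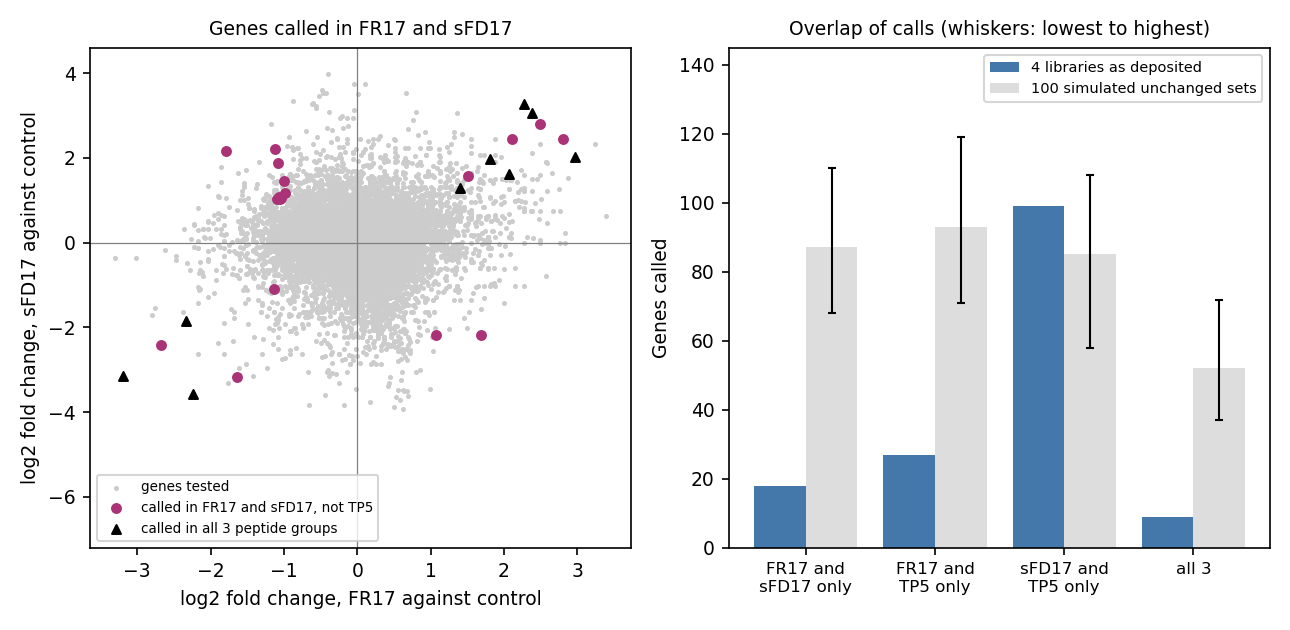
Left, log2 fold change of each tested gene in sFD17 against that in FR17, with the 18 genes called in both but not in TP5 and the 9 called in all 3 peptide groups marked. Right, number of genes called in each overlap in the 4 libraries and mean number in 100 simulated sets without differences. Bars of the simulated sets run from the lowest to the highest set. The first pair is 18 against 87.4. The dispersion holds the differences between treatments, which lowers the observed calls, so this pair cannot show fewer shared genes than without differences.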

And the Venn diagram and further enrichment analysis to put TP5 aside suggested these would correspond to the regulation on cell surface receptor signaling pathway by peptide-assemblies (Supplementary Fig. 20b, c). In addition, the regulation on leukocyte differentiation and T cell activation pathway was mainly contributed by TP5 (Supplementary Fig. 20d), which has been commonly accepted as one of the mechanisms for TP5 to exert immune regulation effect^57–59^.

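The T cell activation list held 62 genes. Its median log2 fold change against control was 0.52 in FR17, above every random list, with 50 genes higher and 12 lower. In TP5 the median was 0.17, also above every random list, with 45 higher and 17 lower. In sFD17 it was 0.12, at the 96.3 percentile, and requiring at least 10 counts in every library moved it to the 97.6 percentile. FR17 compared with TP5 had a median of 0.43, above every random list, and sFD17 compared with TP5 had −0.16, at the 4.79 percentile. In FR17 11 genes were called, all higher, against a mean of 0.976 in random lists. In TP5 2 genes were called, 1 higher and 1 lower, and in sFD17 5, of which 3 were higher and 2 lower. Of the 62 genes, 9 are also T cell markers, and 3 of these were called in FR17. Il2ra (ENSMUSG00000026770, chromosome 2 from 11642807 to 11693193), the interleukin 2 receptor gene, had 20 counts in control, 75 in TP5, 51 in sFD17 and 122 in FR17. Gata3 (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034) had 21 counts in control, 35 in TP5, 33 in sFD17 and 110 in FR17. Cd3e (ENSMUSG00000032093, chromosome 9 from 44998740 to 45009627) had log2 fold changes of 0.19 in TP5, 0.04 in sFD17 and 1.80 in FR17. Il4 and Il12b, the next largest changes in TP5, rose from 20 to 52 and from 55 to 131 counts without being called. Cd4 fell from 398 counts to 192 in TP5 and 93 in sFD17, called in both. In sFD17 Cd274 rose from 5399 to 11398 counts. The 58 tested genes of leukocyte differentiation had a median of 0.05 in FR17 at the 99.1 percentile. Their medians were 0.04 in TP5 at the 89.0 percentile and 0.22 in sFD17 at the 99.2 percentile. In FR17 7 of them were called, all higher, in TP5 6 and in sFD17 4. Flt3 (ENSMUSG00000042817, chromosome 5 from 147330741 to 147400489), which is also a dendritic cell marker, rose from 271 counts in control to 688 in TP5. Maf fell from 1933 counts to 996 in TP5 and 403 in sFD17. Serine peptidase genes, of which 41 were tested, had a median of 0.39 in FR17 at the 99.98 percentile. Their medians were −0.12 in TP5 at the 9.46 percentile and −0.09 in sFD17 at the 44.4 percentile. Mcpt8 rose from 18 counts to 57 in TP5 and 105 in FR17, and Gzma had a log2 fold change of 1.69 in FR17; they are markers of basophils and of NK cells. F7 fell from 761 to 124 counts in sFD17, Fap rose there from 25 to 61, and C1ra fell from 271 to 107 in TP5. Genes called in both FR17 and TP5 but not in sFD17 numbered 27, of which 14 were higher in both libraries and 13 lower in both. The simulated sets without differences had a mean of 93.2 genes in this overlap (71 to 119). This order depended on the dispersion: with a fixed coefficient of 0.2, chosen after seeing the data, 121 genes overlapped against a simulated mean of 89.1 (68 to 111).

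**Figure D5:**
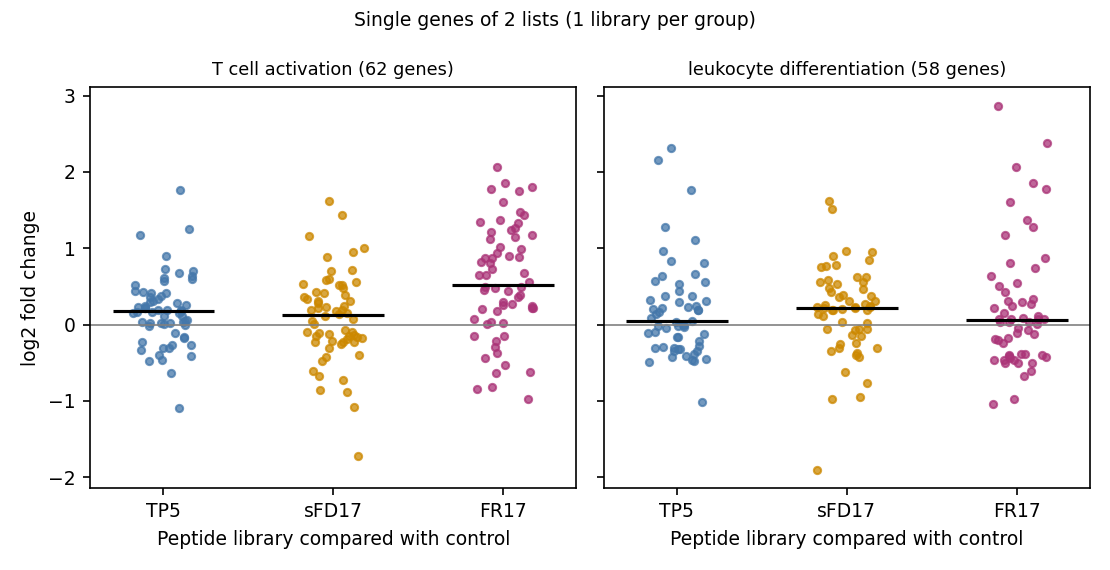
Log2 fold change against control of the single genes of the T cell activation list and of the leukocyte differentiation list in TP5, sFD17 and FR17. Each point is a gene and each black line is the list median; the T cell activation medians are 0.17 in TP5, 0.12 in sFD17 and 0.52 in FR17, where library-size scaling makes the sFD17 median negative but leaves it above the median of all genes.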

Moreover, the in-situ assembled peptide nano-blanket formed by FR17 inhibited tumor cells migration as well (Supplementary Fig. 21c), with hardly any inhibition on cell viability (Supplementary Fig. 21a).

### FR17 administration inhibits melanoma lung metastasis in vivo

First, we evaluated the anti-metastasis efficacy of FR17 on MCM-induced lung metastasis model. C57BL/6 mice were pre-induced by MCM administration for 10 days to set up the tumor-supportive PMN in lung. Tumor cells were then injected through the tail vein on day 7 to simulate the CTC wandering through blood vessels and eventually settled down in pulmonary PMN. As illustrated in Fig. 6a, peptide subcutaneous administration started from day 3 and ended at 2 weeks-post lung tumor inoculation. The metastasis inhibition efficacy was evaluated in terms of the tumor nodule number on day 28. FR17 effectively suppressed tumorigenesis and the development of metastasis in lung, compared to both the control and TP5 groups (Fig. 6b–d). Moreover, the good outcomes of sFD17 treatment which was close to that of FR17 group emphasized the main role of nano-blanket assembled by the enzyme-activated released monomer in intervening PMN construction. Therefore, the in-situ assembled nano-blanket also played a part in inhibiting metastasis development and growth. Preliminary safety evaluation on these model mice at the end of the experiment revealed no severe safety concerns of FR17 administration (Supplementary Figs. 22 and 23). The systemic immune modulation effect of TP5 was reflected on the recovery of thymus shrinking as well (Supplementary Figs. 22d and 23). What’s more, peptide administration prevented tumor cells infiltration into the spleen (Supplementary Fig. 23).

**Fig. 6:**
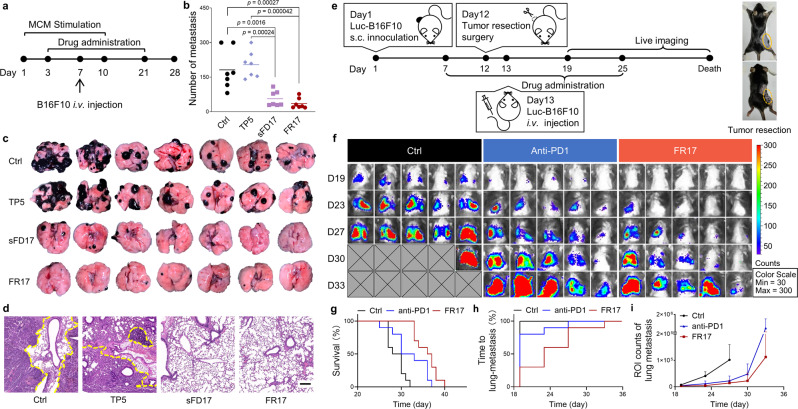
FR17 administration inhibits lung metastasis in vivo by retarding PMN formation. **a** Schedule of MCM-induced lung metastasis model with peptide treatment. Peptide administration started from day 3 for metastasis prevention. **b** Number of the metastatic nodules in the lung of different treatment groups. *n* = 7. Data are presented as mean ± SD. One-way ANOVA followed by Tukey’s multiple comparisons test was employed for statistical evaluation. **c** Images of the lung metastasis harvested on day 28 from different treatment groups. **d** Representative images of Hematoxylin and Eosin staining of lung sections from different treatment groups. The lung metastasis is circled by yellow dotted lines. Scale bar = 200 µm. **e** Schedule of post-surgery metastasis model. Peptide administration started from day 7 to 25. **f** Representative in vivo bioluminescent images of mice without treatment or treated with FR17 or anti-PD1. *n* = 5. The gray patches represent dead mice in the control group. **g** Survival curves of the mice treated with FR17 or anti-PD1 or without treatment. *n* = 10. **h** The cumulative incidence of new pulmonary metastases in the mice treated with FR17 or anti-PD1 or without treatment. *n* = 10. **i** Semi-quantification of the in vivo bioluminescent signals in the lungs of the mice treated with FR17 or anti-PD1 or without treatment. *n* = 5. Data are presented as mean ± SD. Source data are provided as a Source Data file.

The anti-metastasis activity of FR17 was further verified on a post-surgery metastasis model^52^ (illustrated by Fig. 6e), which is closer to the clinical treatment of resectable melanoma followed-up with adjuvant therapy for patients at high risk of recurrence. Here we compared FR17 therapy with the rising-star of checkpoint inhibitors, PD1 antibody^60,61^, which was approved by FDA as adjuvant therapy on primary tumor excised with lymph node management or metastatic melanoma^62^. As demonstrated in Fig. 6f, the recurrence of lung metastasis was put off and the overall survival was greatly improved by FR17 therapy when compared with control (Fig. 6g–i). The median overall survival prolonged for 25.9% (from 29 days to 36.5 days), catching up with the outcomes of anti-PD1 treatment (from 29 days to 31.5 days). And the median lung metastasis-free survival prolonged from less than 19 days of both control group and anti-PD1 treated group to 23 days of FR17 treated group. At the first time-point for lung metastasis monitoring via bioluminescence imaging, lung metastasis has been observed in all of the 10 mice from the control group, 8 mice from anti-PD1 treated group while only 3 mice from FR17 treated group on day 19. The retard of the occurrence of lung metastasis after FR17 administration emphasized the importance of PMN intervention. What’s more, the relapse rate of the primary tumor post-resection was reduced from 10/10 in the control group to 4/10 in FR17 treated group (Supplementary Fig. 24).

## Discussion

Though emerging technologies provided early detection of tumor metastasis^63^ or even warning of high metastatic risk before the actual occurrence of metastasis^64^, clinical treatment on metastasis prevention lags far behind. The contemporary therapeutic strategies against metastasis in clinic mainly focus on the later time period of macroscopic metastases development, or at least after the arrival and colonization of disseminated tumor cells to the distal organs, which have gained unsatisfied clinical outcomes^65–67^. As scientists further understanding the pathological process of tumor metastasis, the formation of PMN in distal organs arises by pro-metastatic factors produced by primary tumor has drawn more and more attention^13^.

With plenty of studies emphasized the vital role of MDSC in PMN^25,51–54^, little has been explored on the contribution of stromal cells to re-educate the stromal microenvironment for the further development of PMN. Therefore, we would like to turn a spotlight on the pre-metastasis associated fibroblasts, the bugler who sounds the charge for the army of metastasis. Here, we have explored the magical retarding effect of the PMN microenvironment responsive-assembled peptide nano-blanket on fibroblasts activation, impeding PMN development. The enzyme-activatable assembled peptide FR17 can be enzyme-cleaved to release the self-assembled monomer FG8 to construct a lamellar structure, which is named as peptide nano-blanket. Experiments demonstrated that FR17 administration not only beat out the “flame” set up on resident fibroblasts induced by tumor-derived factors, but also interrupted the subsequent PMN formation, including preventing pro-metastatic angiogenesis and vascular destabilization, and then intervening MDSCs’ recruitment as well as their bio-functions. Astonishingly, when treated with sFD17, tumor-induced fibroblast activation was also impeded by peptide-assemblies without the assistance of TP5 so as to arrest the following pro-metastatic pathological process. This finding illustrated that the “flame-retarding” effect on fibroblast activation could be contributed by the drug-free peptide nano-blanket alone, presenting a broad application prospect of drug-free peptide-assemblies to regulate PMN microenvironment and to prevent tumor distant metastasis. This work also elucidated the important role of pre-metastasis associated fibroblast in the complex interactions between major participators in PMN formation and metastasis development, suggesting that reprogramming or intervention on the key juncture could make a big difference on fighting against tumor metastasis.

## Methods

### Ethical statement

The animal study protocols (approval number: 21856) were approved by the Institutional Animal Care and Use Committee (IACUC) of Zhejiang University, and we have complied with all relevant ethical regulations.

#### Characterization of FR17, sFD17 and FG8

Peptide FR17, sFD17 and FG8 were synthesized via Fmoc solid-phase peptide synthesis technology by APeptide Shanghai. The molecule structure and amino acid sequence of peptide were confirmed by mass and tandem mass spectra (Analyst TF v1.6 and PeakView software v1.2, AB Sciex). The purity of the peptides was analyzed by HPLC to be over 95% (Data provided in Supplementary Figs. 25–27).

#### Mass and tandem mass spectrometry

Mass spectrometry was conducted using AB Triple TOF 5600plus System (AB SCIEX, Framingham, USA), operated in the positive ion mode. File was created in Analyst TF (version 1.6). The exact mass calibration was performed automatically before each analysis using the Automated Calibration Delivery System. The data acquisition and analysis were performed by PeakView software (version 1.2, AB Sciex, USA).

#### Liquid chromatography-tandem mass spectrometry

To verify the enzymatic cleavage of FR17 and sFD17 to release FG8, peptide FR17 or sFD17 (200 µM, HBS buffer) was cultivated with pre-activated hMMP2 (200 ng/ml) for 10 min. The reaction was terminated by adding 3 volume of methanol and centrifuged at 13,000 rpm for 15 min to discard the protein precipitation. LC-MS/MS analyses were performed using an Agilent 6460 triple quadrupole mass spectrometer (Agilent Technologies, USA) equipped with an electrospray ionization source, operated in the positive ion multiple-reaction monitoring mode. Agilent MassHunter Workstation was used for data acquisition and processing. Chromatographic separation was carried out on a Zorbax SB C18 column (150 × 2.1 mm, 3.5 µm). Peptide alone was analyzed as standard control. The ion pairs to identify specific peptide sequence were auto-optimized by MassHunter Workstation Software, Optimizer for 6400 Series Triple Quadrupole (version B.09.00, Agilent Technologies, USA).

#### Peptide self-assembly of FG8 in different pH conditions

FG8 was dissolved in methanol, water, PBS buffer (pH 7.4) and PBS buffer (pH 6.8). Size distribution of peptide assemblies was measured by Zetasizer Nano ZS (Malvern Instruments). The assembly morphology of the assembled nano-blanket was observed with TEM (FEI Tecnai G2 spirit) for TEM image.

#### Enzyme induced assembly of FR17 and sFD17

Peptide FR17 or sFD17 was dissolved in HBS buffer (pH 7.4, containing 50 mM HEPES, 150 mM NaCl, 10 mM CaCl_2_) at 500 µM. Activated hMMP2 was added to the peptide solution at the working concentration of 1 μg/ml. The solutions were then incubated in 37 °C air-bath for 24 h. The size of the enzyme treated sample, which has formed the peptide nano-blanket, was measured by Zetasizer Nano ZS (software version 7.13, Malvern Instruments). The assembly morphology of the assembled nano-blanket was observed with TEM (FEI Tecnai G2 spirit) for TEM image and 200kv TEM (FEI Talos F200C) for Cryo-TEM image.

#### All-atom molecular dynamics simulation

The molecular structures of peptide FFKY and FG8 monomer were first constructed via AMBERTOOL based on the AMBER14SB force field. Dynamics simulation runs were performed utilizing Gromacs 2018.4 package^68^. System configurations were visualized using VMD software^69^, and generated into images mainly employing GRACE and PyMOL v1.8.2.2 software. The simulation was performed in water boxes containing 16 FFKY or FG8 molecules. FFKY system was simulated containing NaCl to neutralize electric charge of the amidogen on the side-chain of Lys. Energy was minimized according to the steepest-descent method. Bond lengths were constrained by the LINCS algorithms. The non-bonded LJ interactions were cut off at 1.2 nm. Electrostatics was treated utilizing the Particle Mesh Ewald scheme. All production runs were simulated in the NPT ensemble using V-rescale coupling scheme with the temperature maintained at 298.15 K and parrinello-rahman coupling scheme with pressure kept at 1.0 bar and isotropic coupling type. The time constants for the pressure and temperature couplings were respectively set to 2.0 and 0.2 ps. Besides, the compressibility value was 4.5 × 10^−5^ bar^−1^. Periodic boundary conditions with a time step of 0.002 ps were adopted. Simulations were carried out for 200 ns and the structural coordinate information was recorded per 50 ps.

#### Peptide self-assembly of TPE-FG8

The AIE luminogens TPE was linked to the N-terminal of Phe of peptide, i.e. FFKY or FG8 or FR17, via glycine (synthesized via Fmoc solid-phase peptide synthesis technology by APeptide Shanghai, with >95% purity. Purity and MS identity are provided in Supplementary Figs. 28–31). For measurement of the AIE effect, TPE modified peptides were firstly dissolved in methanol as stock solution and then diluted with 99 volumes of water or PBS buffer (pH 6.8 or 7.4) to achieve self-assembly. The emission spectrum of final suspensions was detected using fluorescence spectrophotometer under the excitation wavelength at 405 nm. The microstructure of the assemblies was observed by Tecnai G2 spirit TEM (Thermo FEI, Czech Republic).

#### Cell lines and cell culture

B16F10 cells were purchased from Cell Bank of Chinese Academy of sciences (Cat. TCM36, Shanghai, China) which was originally obtained from the American Type Culture Collection (RRID:CVCL_0159, Manassas, USA) and cultured in Dulbecco’s Modified Eagle Medium (DMEM, Cienry, China) containing 10% (v/v) fetal bovine serum (FBS, Gibco, Grand Island, USA) and penicillin-streptomycin Solution (100×, TBD, Tianjin, China) at 1% (v/v). And the luciferase transfected B16F10 (Luc-B16F10) was kindly gifted by Qichun Wei’s lab, the Second Affiliated Hospital, Zhejiang University. The mouse lung fibroblasts (MLF) were purchased from iCell Bioscience Inc. (Cat. iCell-0033a, Shanghai, China) and cultured in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12, 1:1 mixture (DMEM/F12 medium, Multicell, Wisent Int., Canada) containing 10% (v/v) FBS (Gibco, Grand Island, USA) and penicillin-streptomycin Solution (100×, TBD, Tianjin, China) at 1% (v/v). The mouse endothelial cells bEnd3 were kindly gifted by Fuqiang Hu’s lab, Institution of Pharmaceutics, College of Pharmaceutical Sciences, Zhejiang University, who originally purchased the cell from the Cell Bank of Chinese Academy of sciences (Cat. TCM40, Shanghai, China) which was originally obtained from the American Type Culture Collection (Cat. CRL-2299, RRID:CVCL_0170, Manassas, USA). The bEnd3 cells were cultured in the same medium as B16F10. Cells were cultured in a cell incubator containing 5% CO_2_ at 37 °C and passaged when reached 80%-90% confluence. The MCM was obtained as follows: when B16F10 reached 70–80% confluence, washed with PBS and changed the medium to serum-free medium and incubated for 24 h. The cell supernatants were collected, centrifuged at 400 × *g* for 10 min to discard the cell debris. The MLF-conditioned medium (FCM) was obtained as follows: MLFs were stimulated by MCM (supplemented with 10% (v/v) FBS) with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM) for 48 h, the original medium was discard, then replaced with fresh complete medium after PBS rinsing to eliminate the direct influence of MCM and peptide drugs on the later experiment subject. After incubated for another 24 h, the cell supernatants were collected, centrifuged at 400 × *g* for 10 min to discard the cell debris.

#### Cell proliferation assays

MLFs in rapid proliferation were plated in 96-well plates at the density of 4 × 10^3^ per well and cultured overnight. Former media were removed and the cells were cultivated with 100 μl MCM supplemented with 10% (v/v) FBS, treated with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM). Cells cultivated with fresh complete medium were set up as control. After incubation for 48 h, cell proliferation was measured using a Cell Counting Kit-8 assay (Cat. 13E02A60, Boster Biotech., China) according to the manufacturer’s instructions. The optical density at 450 nm (OD_450_ nm) was measured using a multiwell plate reader (ELX800, BioTek, USA). Each group was repeated at least 4 times, and cell proliferation was presented as mean ± SD.

#### The responsive-assembled peptide nano-blanket inhibiting fibroblasts activation

MLFs were plated on round cover-slips at proper density and cultured overnight in 24-well plates. Former media were removed and replaced by conditional MCM, which contained with or without different peptides (TP5, sFD17, FR17 at the concentration of 100 μM). Fibroblasts cultured with fresh media were set as untreated control. After 24-h treatment, the fibroblasts attached on round cover-slips were solidified with glutaraldehyde (2.5%) overnight, fixed with osmium tetroxide, dehydrated and then coated with gold for SEM (Nova Nano 450, Thermo FEI, Czech Republic) observation.

#### Cytokine secretion and gene expression of MLFs

An equal number of MLFs in rapid proliferation were seeded in a 24-well plate per well, cultivated with MCM supplemented with 10% (v/v) FBS, treated with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM) for 48 h in at least triplicate. Cells cultivated with fresh complete medium were set up as control. The cell supernatants were collected, centrifuged at 400 × *g* for 5 min to discard cell debris. MMP9 ELISA kit (EK0466, Boster Biotech., China) and VEGF ELISA kit (EK0541, Boster Biotech., China) were employed to measure the secretion level of MMP9 and VEGF in the cell supernatant. An equal number of MLFs in rapid proliferation were seeded in 24-well plate cultivated with (serum-free) MCM, treated with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM) for 48 h in quadruplicate. Cells cultivated with fresh DMEM/F12 medium were set up as control. The cell supernatants were collected, centrifuged at 300 × *g* for 5 min to discard cell debris. The secretion of FN was measured by FN ELISA kit (EK0351, Boster Biotech., China) according to the manufacturer’s instructions. Cells with different treatments were harvested for RT-qPCR analysis to determine the gene expression level of *M-Acta2* (Mouse αSMA), *M-Mmp9*, *M-Vegfa* and *M-Fn1*. The primer sequences are provided in Supplementary Table 1.

#### Cell migration assays

MLFs in rapid proliferation were plated in Culture-Inserts (2 Well, Ibidi, Germany) at the density of 1 × 10^5^ in 70 μl per well and grew to confluence overnight. Culture-Inserts as well as the former medium were gently removed. Then the MLFs were cultivated with MCM supplemented with 10% (v/v) FBS, treated with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM) in triplicate. Cells cultivated with fresh complete medium was set up as control. Pictures of the cell scratches were taken under the microscope at 0 h. After incubated for 24 h, MLFs were fixed and stained with crystal violet. Pictures were taken and analyzed with ImageJ (version 1.51j8).

#### Collagen gel contraction assay

An equal number of MLFs seeded in 6 cm dishes were cultivated with MCM supplemented with 10% (v/v) FBS, treated with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM) for 48 h. Cells cultivated with fresh complete medium was set up as control. The pre-treated MLFs were digested and re-suspended at the density of 2 × 10^6^ per ml, kept on ice for later use. The neutral collagen solution was prepared as follows: 224 μl type I collagen gel (3 mg/ml, Cat. C8062, Solarbio, China) was quickly mixed with 100 μl conditional medium and 8 μl NaOH (0.1 N) on ice. Then 300 μl of the pre-treated MLFs suspension was added to the collagen solution on ice immediately. And the neutral cell-collagen mixture was added to 48-well plates 200 μl per well in triplicate and allowed to solidify for 45 min at room temperature. After incubated at 37 °C for 12 h, the gels were photographed. ImageJ software (version 1.51j8) was used to measure gel area and evaluate contraction. Gel contraction was assessed as the ratio of the gel area to the area of the well.

#### Peptides inhibiting MLF stimulation on the proliferation of bEnd3 cells

bEnd3 cells in rapid proliferation were plated in 96-well plates at proper density and cultured overnight. Former media were removed and replaced by conditional FCM, which was obtained from MLFs stimulated by MCM with or without the treatment of different peptides (TP5, sFD17, FR17 at the concentration of 100 μM) as illustrated above. Cell cultivated with normal FCM was set up as control. Cell proliferation was measured after incubated for 48 h using a Cell Counting Kit-8 (CCK8) assay (Cat. 13E02A60, Boster BioTech., China), OD_450 nm_ was read by a multiwell plate reader (ELX800, Biotek, USA).

#### Tube forming assay

Mouse endothelial bEnd3 cells seeded in 6 cm dishes were cultivated with conditional FCM (from MLF previously stimulated by MCM with or without TP5, sFD17 or FR17 peptide as illustrated in Supplementary Fig. 16a) for 24 h. The cells were harvested and seeded in 48-well plates pre-coated with Matrigel (Cat. 356230, BD, USA) in triplicate for each group. After 6 h incubation, five visual fields were randomly chosen from each well and photographed by microscope (CKX53, OLYMPUS, Japan). The tube forming results were analyzed by ImageJ (version 1.51j8).

#### Transwell permeability assay

An equal number of MLFs seeded in 6 cm dishes were cultivated with MCM supplemented with 10% (v/v) FBS, treated with or without peptide drugs (TP5, sFD17, FR17 at the concentration of 100 μM) for 48 h. Cells cultivated with fresh complete medium were set up as control. The pre-treated MLFs were digested and seeded at the lower well of a 24-well transwell plate at 2.5 × 10^5^ cells per well. Each group was triplicate. Then, 7000 Mouse endothelial bEnd3 cells were seeded on a 0.4 μm Transwell insert (Cat. 3413, Corning Costar, USA) above the top of the well until grown to confluence. Rhodamine B-dextran (70 kDa, Cat. R9379, Sigma-Aldrich, USA) was added to the upper insert on the endothelial cell layer. After 1 h incubation, the translocation of Rhodamine B-dextran from the insert to the lower well passing through the endothelial cell layer was measured by a microplate reader (SPARK, TECAN, Switzerland) at an excitation/emission wavelength of 540/625 nm. The relative permeability of the cell layer was normalized by diving the fluorescence signals of the treatment groups by the control group.

#### Integrality of the endothelial cell monolayer

Mouse endothelial bEnd3 cells grown in 35-mm confocal dishes to 100% confluence were treated with conditional FCM, which was obtained from MLFs stimulated by MCM with or without the treatment of different peptides (TP5, sFD17, FR17 at the concentration of 100 μM) as illustrated above. After incubated with conditional FCM for 24 h, the single endothelial cell layer was gently washed with PBS and fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.2% Triton X-100 for 15 min and blocked with 2% bovine serum albumin (BSA) for another 15 min. Cells were incubated with anti-VE-cadherin antibody (1:1000, Cat. Ab205336, Abcam, UK) containing 0.2% BSA and 0.1% Triton X-100 in PBS at 4 °C overnight. Cells were washed with PBS for three times and incubated for 1 h with AF647 labeled goat anti-rabbit IgG (H + L) (1:100, Cat. 33113ES60, Yeasen, China). The nuclei were labeled by DAPI solution (ready-to-use) (Solarbio, China). Images were taken by confocal microscope (Leica, German).

#### Proliferation and migration of tumor cells with FR17 treatment

B16F10 cells in rapid proliferation were plated in 96-well plates at proper density and cultured overnight. FR17 at various concentrations (0–1000 μM) was cultivated with B16F10 for 24 or 72 h. Cell proliferation was measured by CCK8 assay (Cat. 13E02A60, Boster BioTech., China) as formerly introduced. Cell viability was normalized by the reads from untreated wells. For migration assay, tumor cells were plated in Culture-Inserts (2 Well, Ibidi, Germany) at proper density and grew to confluence overnight. Culture-Inserts as well as the former medium were gently removed. And the cells were cultivated with low, medium and high concentration of FR17 at 40, 200, 1000 μM in triplicate. Cell cultivated with fresh complete medium was set up as control. Pictures of the cell scratches were taken under the microscope at 0, 6, 12, 24 h respectively. After incubated for 24 h, cells were fixed and stained with crystal violet. Images were analyzed with ImageJ (version 1.51j8).

#### Mice and animal models

C57BL/6 mice (male, 5-week-old) purchased from Slaccas (Shanghai, China) were adaptive fed for more than 1 week for subsequent experiments. The animals were maintained under standard laboratory housing conditions (25 ± 1 °C, 50% relative humidity and 12 h/12 h dark/light cycle where foods and water can be reached freely). All the animal experiments were conducted following the guidelines which have been approved by the IACUC of Zhejiang University.

For MCM-induced lung metastasis model, MCM (300 μl per mice) was intraperitoneally injected to the mice (male, 6-week-old) for 10 consecutive days from day 1 to 10. On day 7, a tail vein injection of B16F10 or Luc-B16F10 cells (1 × 10^5^ per mice) was given to the mice. Lung metastasis was monitored twice a week by bioluminescence imaging (IVIS® Spectrum In Vivo Imaging System, PerkinElmer, USA) if viable. For bioluminescence imaging, mice were intraperitoneally injected with D-luciferin potassium salt (150 mg/kg, Gold Biotechnology, USA). The bioluminescence of pulmonary metastases was detected by Living Image® v4.3.1 10 min later.

For post-surgery metastasis model, 1 × 10^6^ B16F10 cells were subcutaneously inoculated in the back of 30 C57BL/6 mice (male, 6-week-old) above the right hindlimb on day 1. On day 12, tumor resection surgery was conducted on mice to remove the entire tumor tissues as well as the skin cover the tumor under anesthesia. On the next day, 1 × 10^5^ luciferase-expressing B16F10 cells were injected into mice through tail vein. The tumor recurrence and lung metastasis were monitored twice a week. The tumor volume and body weight were recorded twice a week. Tumor volume was calculated as (width^2^ × length)/2. Mice were immediately executed once the tumor volume exceeded permitted maximal tumor size (tumor average diameter > 15 mm) according to the ethical regulations provided by the the IACUC of Zhejiang University.

#### Pre-metastatic niche study

MCM (300 μl per mice) was intraperitoneally injected to the mice (male, 6-week-old) for 10 consecutive days. On day 7, a tail vein injection of B16F10 (1 × 10^5^ per mice, 12 mice) was given to the mice. On day 3, 6, 10, 13, mice were euthanized for cardiac perfusion and the lung tissues were collected for further analysis.

For Western blot analysis, total proteins from the lung tissues were extracted using Tissue Protein Extraction Reagent (T-PER^TM^, Cat. 78510, Thermo Pierce, Thermo Scientific, USA) and quantified with a Bradford Protein Assay Kit (Cat. P0010, Beyotime, Beijing, China). Samples (60 μg) were separated on 10% or 8% SDS-PAGE gels, then transferred to PVDF nitrocellulose membrane (Cat. IPVH00010, Merck Millipore). Membranes were incubated with the appropriate primary antibodies in 3% BSA, including FN (1:500, Cat. ab2413, Abcam, UK), MMP9 (1:1000, Cat. ab38898, Abcam, UK), VEGFa (1:500, Cat. ab119, Abcam, UK), TGF-β1 (1:1000, Cat. ab179695, Abcam, UK), iNOS (1:1000, Cat. ab204017, Abcam, UK), Arginase 1 (1:1000, Cat. ab124917, Abcam, UK). Antibody against GAPDH (1:10,000, Cat. ab181602, Abcam) was used as control. After incubation with appropriate secondary antibody Goat anti-Mouse IgG (H + L) (1:5000, Cat. 31160, Thermo Pierce) or Goat anti-Rabbit IgG (H + L) (1:5000, Cat. 31210, Thermo Pierce), the intensity of the immunoreactive proteins was stabilized by SuperSignal® West Dura Extended Duration Substrate (Cat. 34075, Thermo Pierce) and visualized on X-ray film.

For ELISA analysis, the lung tissues were ground and centrifuged at 10,000 × *g* to gain supernatant to measure the MMP2 (Cat. OM457413, Omnimabs, USA) and ROS (Cat. OM641674, Omnimabs, USA) level.

For immunofluorescence staining, the left lung was fixed with 4% paraformaldehyde and 30% sucrose solution overnight, and embedded into paraffin and sliced into sections. The paraffin lung sections were deparaffinized and rehydrated, then stained with primary antibodies: αSMA (1:500, Cat. Ab7817, Abcam, UK), or CD34 (1:500, Cat. Ab81289, Abcam, UK). Secondary antibody Cy3 conjugated goat anti-rabbit IgG (1:500, Cat. 111-165-003, Jackson, USA) was utilized in 1:500 dilution and stained with DAPI before observation.

For flow cytometry analysis, lung tissues harvested from 5 PMN model mice were mechanically minced into 1–2 mm pieces using scissors and then dissociated into single-cell suspension at 37 °C on a shaker for 30 min by enzymes. The digesting solution contains 2 mg/ml collagenase I (Cat. BS163, BioSharp, Germany), 2 mg/ml collagenase II (Cat. BS164, BioSharp, Germany) and DNase I (Cat. KGF008, KeyGEN BioTech., China). Digestion was stopped by adding 2 volumes PBS and filtered through a 70 μM cell strainer (Cat. CSS013070, Jet BIOFIL®, China). The cell suspension was centrifuged at 400 × *g* for 5 min to discard the supernatant. Cell precipitations were then resuspended in 5 ml RBC lysis buffer (Cat. R1010, Solarbio, China) and centrifuged again to discard the supernatant. The single-cell-suspensions washed with PBS and resuspended were incubated with FITC-antimouse-CD45 (1:500, Cat. 553079, BD, USA), PE-antimouse-NK1.1 (1:500, Cat. 108708, Biolegend, USA), PE-antimouse-CD3 (1:500, Cat. 100205, Biolegend, USA), PE-antimouse-TER119 (1:500, Cat. 116207, Biolegend, USA), PE-antimouse-CD19 (1:500, Cat. 152407, Biolegend, USA), APC-antimouse-CD11b (1:250, Cat. 101211, Biolegend, USA), BV605-antimouse-MHC II (1:150, Cat. 107639, Biolegend, USA), BB700-CD11c (Cat. 566505, BD, USA), BV421-antimouse-Ly6c (1:100, Cat. 562727, BD, USA) and PE/CF594-antimouse-Ly6g (1:150, Cat. 562700, BD, USA), BV711-antimouse-F4/80 (1:150, Cat. 123147, Biolegend, USA), PE/Cy7-antimouse-CD103 (1:100, Cat. 121426, Biolegend, USA) antibodies in 100 μl 1% BSA containing 50 μl BD Brilliant Stain Buffer for 30 min at 4 °C in dark. After centrifuged and washed with PBS, cell pellets were fixed and membrane were perforated with Fix/Perm Buffer (Cat. 562574, BD, USA). The cell pellets were then stained with BV650-antimouse-CD206 (1:50, Cat. 141723, Biolegend, USA) for 40 min in the dark at room temperature. After centrifuged and washed with PBS, the stained cell pellets were analyzed by BD Fortessa flow cytometry. The data were analyzed using FlowJo software v10.6.2.

To investigate the impact of PMN formation induced by MCM injection, metastasis development and mice survival were monitored on MCM-induced PMN model and on the mice (male, 6-week-old) that did not receive MCM injection but were inoculated directly with Luc-B16F10 cells (1 × 10^5^ per mice) on day 7. Lung metastasis was monitored twice a week by bioluminescence imaging (IVIS Spectrum, USA).

#### STEM observation of the in situ assembly of peptide nano-blanket in vivo

FR17 was subcutaneously administrated to PMN mice (day 10) at the dose of 100 µM/kg. In total, 12 h-post peptide administration, mice were euthanized for cardiac perfusion and lung tissues were collected and fixed with 2.5% glutaraldehyde, embedded and sliced for further STEM observation.

#### The aggregation-induced emission effect of the in situ assembly of peptide nano-blanket in vivo

TPE modified FR17 was subcutaneously administrated to PMN mice (day 10) or healthy mice at the dose of 100 µM/kg. In total, 12 h-post peptide administration, mice were euthanized for cardiac perfusion and major organs were collected for frozen sections. The frozen sections were observed under high-resolution laser confocal microscopy (Leica, Germany) excited by 405 nm laser.

### Influence of peptide interference on mice PMN

Twelve PMN model mice were randomly divided into four groups, namely control, TP5, sFD17 and FR17. Peptides, including TP5, sFD17 and FR17, were administrated separately to the mice subcutaneously from day 3 at 40 μM/kg/day. On day 10, mice were euthanized for cardiac perfusion and the lung tissues were collected for further analysis.

The lung tissues harvested from different groups were fixed, embedded into paraffin and sliced into sections. To visualize the activation of lung fibroblasts and angiogenesis in pulmonary PMN, the paraffin lung sections after deparaffinization and rehydration, were stained with primary antibodies: αSMA (1:500, Cat. ab7817, Abcam, UK), Vimentin (1:2000, Cat. Cy5134, Abways, China) or CD34 (1:500, Cat. ab81289, Abcam, UK). Secondary antibody Cy3 conjugated goat anti-rabbit IgG (Cat. 111-165-003, Jackson, USA) was utilized in 1:500 dilution and stained with DAPI before observation. To visualize the ECM environment alteration in pulmonary PMN, the lung sections were stained with appropriate primary antibodies: MMP2 (1:200, Cat. 10373-2-ap, PTG, USA), or MMP9 (1:1000, Cat. ab228402, Abcam, UK), Secondary antibody Cy3 conjugated goat anti-rabbit IgG (1:500, Cat. 111-165-003, Jackson, USA) and DAPI. To visualize the collagen deposition in pulmonary PMN, Masson’s trichrome staining of the lung sections were imaged and analyzed by ImageJ (version 1.51j8) to calculate the collagen volume fraction by dividing the blue collagen area by total tissue area. And the Sirius Red Staining was also carried out and the sections were visualized under the polarizing microscope (Nikon Eclipse Ci). To investigate the recruitment of MDSC in PMN, serial sections of lung tissues were stained with periostin (1:200, Cat. 19899-1-AP, PTG, USA), or co-stained with LOX (1:200, Cat. ab174316, Abcam, UK) and FN (1:200, Cat. ab92572, Abcam, UK) antibody, or CD11b (1:2000, Cat. ab133357, Abcam, UK) and Gr-1 (1:200, Cat. ab25377, Abcam, UK) antibody separately. Secondary antibody Cy3 conjugated goat anti-rabbit IgG (1:500, Cat. 111-165-003, Jackson, USA), goat anti-rabbit IgG conjugated to HRP (1:2000, Cat. ab6721, Abcam, UK) and fluorescent TSA-488 (1:200, Wuhan Pinuofei, China) were applied according to Tyramide Signal Amplification technology. The stained sections were observed and imaged under the confocal microscope (ECLIPSE, Nikon). Images were analyzed by ImageJ (version 1.51j8) if necessary.

To investigate the alteration of protein expression level in PMN, Western blot or ELISA experiments were carried out. For Western blot assay, protein samples were extracted separately from 3 independent mice from each group. Total proteins from the lung tissues were extracted using Tissue Protein Extraction Reagent (T-PERTM, Cat. 78510, Thermo Pierce, Thermo Scientific, USA) and quantified with a Bradford Protein Assay Kit (Cat. P0010, Beyotime, Beijing, China). Samples (60 μg) were separated on 10% or 8% SDS-PAGE gels, then transferred to PVDF nitrocellulose membrane (Cat. IPVH00010, Merck Millipore). Membranes were incubated with the appropriate primary antibodies in 3% BSA, including FN (1:500, Cat. ab2413, Abcam, UK), Versican (1:1000, Cat. ab270445, Abcam, UK), VEGFa (1:500, Cat. ab119, Abcam, UK), ANG2 (1:500, Cat. ab155106, Abcam, UK), MMP9 (1:1000, Cat. ab38898, Abcam, UK), MMP2 (1:500, Cat. ab97779, Abcam, UK), TGF-β1 (1:1000, Cat. ab179695, Abcam, UK). Antibody against GAPDH (1:10,000, Cat. ab181602, Abcam) was used as control. After incubation with secondary antibody Goat anti-Mouse IgG (H + L) (1:5000, Cat. 31160, Thermo Pierce) or Goat anti-Rabbit IgG (H + L) (1:5000, Cat. 31210, Thermo Pierce), the intensity of the immunoreactive proteins was stabilized by SuperSignal® West Dura Extended Duration Substrate (Cat. 34075, Thermo Pierce) and visualized on X-ray film. For ELISA assay, lung tissues were ground and centrifuged to gain supernatant to measure the IL-6 (Cat. EK0411, Boster, China) level.

#### In vivo vascular permeability assay

MCM (300 μl per mice) was intraperitoneally injected to 12 mice (male, 6-week-old) for 7 consecutive days. And the mice were randomly divided into four groups, namely control, TP5, sFD17 and FR17. Peptides, including TP5, sFD17 and FR17, were administrated separately to the mice subcutaneously from day 3 at 40 μM/kg/day. On day 7, 100 mg/kg Rhodamine B-dextran (70 kDa, Cat. R9379, Sigma-Aldrich, USA) was intravenously injected to the mice. After 3 h, mice were injected with FITC-lectin (Cat. L0770, Sigma-Aldrich, USA) at 10 mg/kg through the tail vein. Ten minutes later, each mouse was anesthetized and transcardiac perfused with 20 ml saline to remove the excess dye and followed by 5 ml of 4% formaldehyde. The lung tissues were formaldehyde-fixed and cryo-sectioned. Slices were observed and imaged by fluorescence microscopy (Leica, German) for vascular leakage. There were three mice in each group and five visual fields were randomly chosen and images were taken by Leica Application Suite X for each section. The relative vascular permeability was analyzed by dividing the dye leakage of each group by healthy control.

#### Recruitment of MDSC to PMN

On day 10 of PMN mice model, lung tissues were harvested from different treatment groups and mechanically minced and digested to obtain the single-cell-suspensions as described above. The single-cell suspensions washed with PBS and resuspended were incubated with APC-antimouse-CD11b (1:250, Cat. 101211, Biolegend, USA) and PE/Cy7-antimouse-Ly6g (1:150, Cat. 127617,Biolegend, USA) antibodies in 100 μl 1% BSA for 30 min at 4 °C in dark. After centrifuged at 400 × *g* and washed with PBS, cell pellets were analyzed by BD Fortessa flow cytometry. The data were analyzed using FlowJo software v10.6.2.

#### mRNA sequencing of CD11b^+^Ly6g^+^ MDSC recruited to PMN

On day 10 of PMN mice model, lung tissues were harvested from different treatment groups and digested into single cells as introduced as above. The single-cell suspensions after washing with PBS and re-suspension were incubated with APC-antimouse-CD11b (1:250, Cat. 101211, Biolegend, USA) and PE/Cy7-antimouse-Ly6g (1:150, Cat. 127617, Biolegend, USA) antibodies in 100 μl 1% BSA for 30 min at 4 °C in the dark. After centrifuged at 400 × *g* and washed with PBS, CD11b^+^Ly6g^+^ MDSCs were sorted from the PMN lungs of 10–12 individual mice from each group per sample by FACS (Beckman moflo Astrios EQ). Total RNA was extracted by TRIzol for cDNA preamplification using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina®, then analyzed using Qubit2.0 Fluorometer, Agilent 2100 bioanalyzer and qRT-PCR. Significantly enriched gene sets were defined as *p* values < 0.05 comparing to the control group.

#### Inhibition of tumor metastasis on MCM-induced PMN lung metastasis model

The PMN models were established as introduced above, 28 PMN model mice were randomly divided into four groups (*n* = 7), namely control, TP5, sFD17 and FR17. From day 3 to 21, mice from different groups were subcutaneously administrated with saline, TP5 (40 μM/kg per day), sFD17 (40 μM/kg per day) and FR17 (40 μM/kg per day) separately. Body weight was recorded every 3 days. On day 20, blood was collected from the submarginal ocular venous plexus under anesthesia for blood tests including complete blood count, alanine aminotransferase, aspartate aminotransferase, blood urea nitrogen and serum creatinine (CREA). On day 28, mice were euthanized and major organs, such as heart, liver, spleen, lung, kidney and thymus were collected after cardiac perfusion. Lung tumor nodules were then counted under the stereo microscope. The major organs were fixed, embedded into paraffin for Hematoxylin and Eosin staining. The thymus coefficient was calculated as the thymus weight divided by the body weight and the spleen coefficient was calculated as the spleen weight divided by the body weight.

#### Inhibition of tumor metastasis post-surgery

The post-surgery metastasis model was established as illustrated above. Thirty C57BL/6 mice (male, 6-week-old) were randomly divided into three groups, namely control, anti-PD1 and FR17. For FR17 treatment, peptide was subcutaneously administrated to the mice from day 7 to day 25 at the dose of 40 μM/kg per day. For anti-PD1 treatment, 100 mg anti-PD1 (Cat. BE0146, Bio X Cell, USA) was given by i.p. injection twice per week starting from day 3 post tumor resection and given two times per week from day 15 to day 25 for a total of four times. Lung metastasis was monitored twice a week by bioluminescence imaging (IVIS Spectrum, USA) until death. The recurrence of the excised subcutaneous tumor was closely monitored and tumor volume was measured and calculated following the ellipsoid volume formula: (width^2^ × length)/2.

### Statistics and reproducibility

Statistical analysis was performed using GraphPad Prism 8.0.1 (GraphPad Software, CA, USA). Data were presented as means ± SD. Statistical evaluation of differences between two experimental groups was performed by two-tailed *t* test. Statistical evaluation of differences between more than three experimental groups was performed by one-way ANOVA followed by Tukey’s multiple comparisons test. Statistical significance was considered at least at *p* < 0.05. Representative images including micrographs and scans of blots such as Figs. 2a, 3j, 4e, 5a, c, 6d and Supplementary Figs. 4a, 5c, 6c–e, 7, 8, 10a, g, 14, 15, 17, 23 were representative for at least three independent experiments with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Data Availability

The mRNA-seq datasets generated in this study have been deposited in the NCBI GEO database under accession code GSE181898. All other data generated in this study are provided in the article, Supplementary Information files, Source Data file, or are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Gdowski AS, Ranjan A, Vishwanatha JK (2017). Current concepts in bone metastasis, contemporary therapeutic strategies and ongoing clinical trials. J. Exp. Clin. Cancer Res..

[2] Pashayan N, Paul PDP (2020). The challenge of early detection in cancer. Science.

[3] Rodriguez-Ruiz A (2019). Stand-alone artificial intelligence for breast cancer detection in mammography: comparison with 101 radiologists. J. Natl Cancer Inst..

[4] Poudineh M, Sargent EH, Pantel K, Kelley SO (2018). Profiling circulating tumour cells and other biomarkers of invasive cancers. Nat. Biomed. Eng..

[5] Christensen E (2019). Early detection of metastatic relapse and monitoring of therapeutic efficacy by ultra-deep sequencing of plasma cell-free DNA in patients with urothelial bladder carcinoma. J. Clin. Oncol..

[6] Abbosh C (2017). Phylogenetic ctDNA analysis depicts early-stage lung cancer evolution. Nature.

[7] Curti BD, Faries MB (2021). Recent advances in the treatment of melanoma. N. Engl. J. Med..

[8] Sartor, de Bono JS (2018). Metastatic prostate cancer. N. Engl. J. Med..

[9] Zhang C (2021). Radiotherapy and cytokine storm: risk and mechanism. Front. Onco.

[10] Cardoso F (2016). 70-Gene signature as an aid to treatment decisions in early-stage breast cancer. N. Engl. J. Med..

[11] Peinado H (2017). Pre-metastatic niches: organ-specific homes for metastases. Nat. Rev. Cancer.

[12] Liu Y, Cao X (2016). Characteristics and significance of the pre-metastatic niche. Cancer Cell.

[13] Zhou Y, Han M, Gao JQ (2020). Prognosis and targeting of pre-metastatic niche. J. Control. Release.

[14] Kaplan RN (2005). VEGFR1-positive haematopoietic bone marrow progenitors initiate the pre-metastatic niche. Nature.

[15] Gabrilovich DI (2007). The terminology issue for myeloid-derived suppressor cells. Cancer Res..

[16] Gabrilovich DI (2017). Myeloid-derived suppressor cells. Cancer Immunol. Res..

[17] Zhou X (2018). Melanoma cell-secreted exosomal miR-155-5p induce proangiogenic switch of cancer-associated fibroblasts *via* SOCS1/JAK2/STAT3 signaling pathway. J. Exp. Clin. Cancer Res..

[18] Pein M (2020). Metastasis-initiating cells induce and exploit a fibroblast niche to fuel malignant colonization of the lungs. Nat. Commun..

[19] Kong J (2019). Extracellular vesicles of carcinoma-associated fibroblasts creates a pre-metastatic niche in the lung through activating fibroblasts. Mol. Cancer.

[20] Ekiz MS, Cinar G, Khalily MA, Guler MO (2016). Self-assembled peptide nanostructures for functional materials. Nanotechnology.

[21] Loo Y (2015). Self-assembled proteins and peptides as scaffolds for tissue regeneration. Adv. Health. Mater..

[22] Abbas M, Zou Q, Li S, Yan X (2017). Self-assembled peptide- and protein-based nanomaterials for antitumor photodynamic and photothermal therapy. Adv. Mater..

[23] Tanaka A (2015). Cancer cell death induced by the intracellular self-assembly of an enzyme-responsive supramolecular gelator. J. Am. Chem. Soc..

[24] Feng Z, Han X, Wang H, Tang T, Xu B (2019). Enzyme-instructed peptide assemblies selectively inhibit bone tumors. Chem.

[25] Guo WW (2020). Intracellular restructured reduced glutathione-responsive peptide nanofibers for synergetic tumor chemotherapy. Biomacromolecules.

[26] Hu XX (2017). Transformable nanomaterials as an artificial extracellular matrix for inhibiting tumor invasion and metastasis. ACS Nano.

[27] Ben-Nun Y (2017). Cathepsin nanofiber substrates as potential agents for targeted drug delivery. J. Control Release.

[28] Chen W (2020). Combined tumor environment triggered self-assembling peptide nanofibers and inducible multivalent ligand display for cancer cell targeting with enhanced sensitivity and specificity. Small.

[29] Wang TT (2020). AIE/FRET-based versatile PEG-Pep-TPE/DOX nanoparticles for cancer therapy and real-time drug release monitoring. Biomater. Sci..

[30] Truex NL, Wang Y, Nowick JS (2016). Assembly of peptides derived from beta-sheet regions of beta-amyloid. J. Am. Chem. Soc..

[31] Tjernberg LO (1996). Arrest of beta-amyloid fibril formation by a pentapeptide ligand. J. Biol. Chem..

[32] Chandra Saha P (2020). Supramolecular β-sheet forming peptide conjugated with near-infrared chromophore for selective targeting, imaging, and dysfunction of mitochondria. Bioconjug Chem..

[33] Cheng DB (2019). Endogenous reactive oxygen species-triggered morphology transformation for enhanced cooperative interaction with mitochondria. J. Am. Chem. Soc..

[34] Pederzoli F (2019). Nanomedicine against Aβ aggregation by β-sheet breaker peptide delivery: in vitro evidence. Pharmaceutics.

[35] Luo S (2020). Targeting self-assembly peptide for inhibiting breast tumor progression and metastasis. Biomaterials.

[36] Reches M, Gazit E (2003). Casting metal nanowires within discrete self-assembled peptide nanotubes. Science.

[37] Versluis F, van Esch JH, Eelkema R (2016). Synthetic self-assembled materials in biological environments. Adv. Mater..

[38] Mao L (2012). Conjugation of two complementary anti-cancer drugs confers molecular hydrogels as a co-delivery system. Chem. Commun..

[39] Wang H (2016). Integrating enzymatic self-assembly and mitochondria targeting for selectively killing cancer cells without acquired drug resistance. J. Am. Chem. Soc..

[40] Gao Y (2012). Imaging enzyme-triggered self-assembly of small molecules inside live cells. Nat. Commun..

[41] Zeng FL (2019). Clinical efficacy and safety of synthetic thymic peptides with chemotherapy for non-small cell lung cancer in China: a systematic review and meta-analysis of 27 randomized controlled trials following the PRISMA guidelines. Int. Immunopharmacol..

[42] Li S (2021). Supramolecular nanofibrils formed by coassembly of clinically approved drugs for tumor photothermal immunotherapy. Adv. Mater..

[43] Qin SY (2014). Theranostic GO-based nanohybrid for tumor induced imaging and potential combinational tumor therapy. Small.

[44] Lardner A (2001). The effects of extracellular pH on immune function. J. Leukoc. Biol..

[45] Riemann A (2015). Acidic environment activates inflammatory programs in fibroblasts *via* a cAMP-MAPK pathway. Biochim. Biophys. Acta.

[46] Engblom C, Pfirschke C, Pittet MJ (2016). The role of myeloid cells in cancer therapies. Nat. Rev. Cancer.

[47] Erler JT (2009). Hypoxia-induced lysyl oxidase is a critical mediator of bone marrow cell recruitment to form the premetastatic niche. Cancer Cell.

[48] Paolillo M, Schinelli S (2019). Extracellular matrix alterations in metastatic processes. Int. J. Mol. Sci..

[49] Asano K (2017). Stromal versican regulates tumor growth by promoting angiogenesis. Sci. Rep..

[50] Murgai M (2017). KLF4-dependent perivascular cell plasticity mediates pre-metastatic niche formation and metastasis. Nat. Med..

[51] Wang Z (2016). Periostin promotes immunosuppressive premetastatic niche formation to facilitate breast tumour metastasis. J. Pathol..

[52] Long Y (2020). Self-delivery micellar nanoparticles prevent premetastatic niche formation by interfering with the early recruitment and vascular destruction of granulocytic myeloid-derived suppressor cells. Nano Lett..

[53] Jiang T (2019). Metformin and docosahexaenoic acid hybrid micelles for premetastatic niche modulation and tumor metastasis suppression. Nano lett..

[54] Lu Z (2020). Epigenetic therapy inhibits metastases by disrupting premetastatic niches. Nature.

[55] Kaczanowska S (2021). Genetically engineered myeloid cells rebalance the core immune suppression program in metastasis. Cell.

[56] Lunin SM (2013). Thymic peptides restrain the inflammatory response in mice with experimental autoimmune encephalomyelitis. Immunobiology.

[57] Cascinelli N (1998). Evaluation of clinical efficacy and tolerability of intravenous high dose thymopentin in advanced melanoma patients. Melanoma Res..

[58] Wang Y (2014). The novel role of thymopentin in induction of maturation of bone marrow dendritic cells (BMDCs). Int. Immunopharmacol..

[59] Lunin SM (2011). Thymus peptides regulate activity of RAW 264.7 macrophage cells: inhibitory analysis and a role of signal cascades. Expert Opin. Ther. Targets.

[60] Rizvi NA (2015). Activity and safety of nivolumab, an anti-PD-1 immune checkpoint inhibitor, for patients with advanced, refractory squamous non-small-cell lung cancer (CheckMate 063): a phase 2, single-arm trial. Lancet Oncol..

[61] Gong N (2020). Proton-driven transformable nanovaccine for cancer immunotherapy. Nat. Nanotechnol..

[62] NIH. National Cancer Institute, Melanoma Treatment (PDQ®)-Health Professional Version. https://www.cancer.gov/types/skin/hp/melanoma-treatment-pdq#_402 (2021).

[63] Routman DM, Chera BS, Gupta GP (2020). Circulating tumor DNA biomarkers for early detection of oligometastasis. Cancer J..

[64] Nakagawa T (2007). Detection of circulating tumor cells in early-stage breast cancer metastasis to axillary lymph nodes. Clin. Cancer Res.

[65] Coussens LM, Fingleton B, Matrisian LM (2002). Matrix metalloproteinase inhibitors and cancer: trials and tribulations. Science.

[66] Naumov GN (2003). Ineffectiveness of doxorubicin treatment on solitary dormant mammary carcinoma cells or late-developing metastases. Breast Cancer Res. Treat..

[67] Wan L, Pantel K, Kang Y (2013). Tumor metastasis: moving new biological insights into the clinic. Nat. Med..

[68] Abraham MJ (2015). GROMACS: High performance molecular simulations through multi-level parallelism from laptops to supercomputers. SoftwareX.

[69] Humphrey W, Dalke A, Schulten K (1996). VMD: visual molecular dynamics. J. Mol. Graph..

# Supplementary material for: Peptide nano-blanket impedes fibroblasts activation and subsequent formation of pre-metastatic niche
**Source:** Nat Commun. 2022 May 25;13:2906. doi: 10.1038/s41467-022-30634-8
**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary Information

## Peptide nano-blanket impedes fibroblasts activation and subsequent formation of pre-metastatic niche

Yi Zhou<sup>1</sup>, Peng Ke<sup>1 2</sup>, Xiaoyan Bao<sup>1</sup>, Honghui Wu<sup>1</sup>, Yiyi Xia<sup>1</sup>, Zhentao Zhang<sup>1</sup>, Haiqing Zhong<sup>1</sup>, Qi Dai<sup>1 3</sup>, Linjie Wu<sup>1</sup>, Tiantian Wang<sup>1</sup>, Mengting Lin<sup>1</sup>, Yaosheng Li<sup>1</sup>, Xincheng Jiang<sup>1</sup>, Qiyao Yang<sup>1 3</sup>, Yiyang Lu<sup>1</sup>, Xincheng Zhong<sup>1</sup>, Min Han<sup>1 4 5</sup>, Jianqing Gao<sup>1 4 5</sup>

# Contents

|                                                                                                                                                                                                            |    |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| Supplementary Figure 1. Mass chromatogram of FR17, sFD17 and FG8 .....                                                                                                                                     | 4  |
| Supplementary Figure 2. Tandem mass chromatogram of FR17, sFD17 and FG8.....                                                                                                                               | 5  |
| Supplementary Figure 3. Enzyme cleavage of FR17 and sFD17 to release the self-<br>assembled monomer FG8. ....                                                                                              | 6  |
| Supplementary Figure 4. Self-assembly of FG8 in different pH conditions .....                                                                                                                              | 7  |
| Supplementary Figure 7. The aggregation-induced emission effect of the in-situ assembly<br>of peptide nano-blanket in the lung <i>in vivo</i> .....                                                        | 10 |
| Supplementary Figure 8. The aggregation-induced emission effect of the in-situ assembly<br>of peptide nano-blanket in heart, spleen, kidney and liver <i>in vivo</i> .....                                 | 11 |
| Supplementary Figure 9. Hydrogen Bonds formed in FFKY or FG8 system as a function of<br>time.....                                                                                                          | 11 |
| Supplementary Figure 10. The pathological process in the lung of MCM-induced PMN<br>model <i>in vivo</i> .....                                                                                             | 12 |
| Supplementary Figure 11. Immune cell population analysis during the pathological process<br>in the lung of MCM-induced PMN model <i>in vivo</i> .....                                                      | 13 |
| Supplementary Figure 12. Flow cytometry gating strategy for the analysis of immune cell<br>population in pulmonary PMN.....                                                                                | 14 |
| Supplementary Figure 13. MCM-induced PMN formation aggravated metastasis <i>in vivo</i> .                                                                                                                  | 15 |
| Supplementary Figure 14. The peptide nano-blanket inhibits the activation of lung<br>fibroblasts when induced by MCM .....                                                                                 | 15 |
| Supplementary Figure 15. FR17 administration inhibited extracellular matrix remodeling in<br>pulmonary PMN.....                                                                                            | 16 |
| Supplementary Figure 16. FR17 protected fibroblasts from being irritated by MCM to<br>prevent the disrupting endothelial cell-cell connection and cell proliferation.....                                  | 17 |
| Supplementary Figure 20. The alleviation of PMN development by FR17 administration<br>could be correlated to the cell pathway of myeloid leukocyte migration and the activation<br>of immune response..... | 21 |
| Supplementary Figure 21. Effect of FR17 treatment on the proliferation of tumor cells and<br>MLF, and on tumor cell's migration. ....                                                                      | 22 |
| Supplementary Figure 25. HPLC of FR17 (%Purity = 98.70). ....                                                                                                                                              | 26 |
| Supplementary Figure 26. HPLC of sFD17 (%Purity = 98.33). ....                                                                                                                                             | 26 |
| Supplementary Figure 27. HPLC of FG8 (%Purity = 98.15).....                                                                                                                                                | 27 |
| Supplementary Figure 28. Mass chromatogram of TPE-FR17 (MW. 2390.78). ....                                                                                                                                 | 28 |

|   |                                                                                     |    |
|---|-------------------------------------------------------------------------------------|----|
| 1 | Supplementary Figure 29. Mass chromatogram of TPE-FG8 (MW. 1343.59). ....           | 28 |
| 2 | Supplementary Figure 30. HPLC of TPE-FR17 (%Purity = 98.73).....                    | 29 |
| 3 | Supplementary Figure 31. HPLC of TPE-FG8 (%Purity = 99.24).....                     | 29 |
| 4 | Supplementary Figure 32. The uncropped scans of all blots and gels in Supplementary |    |
| 5 | Figure 10a and Supplementary Figure 15d.....                                        | 30 |
| 6 | Supplementary Table 1. The primer sequences for RT-qPCR analysis. ....              | 31 |
| 7 |                                                                                     |    |
| 8 |                                                                                     |    |

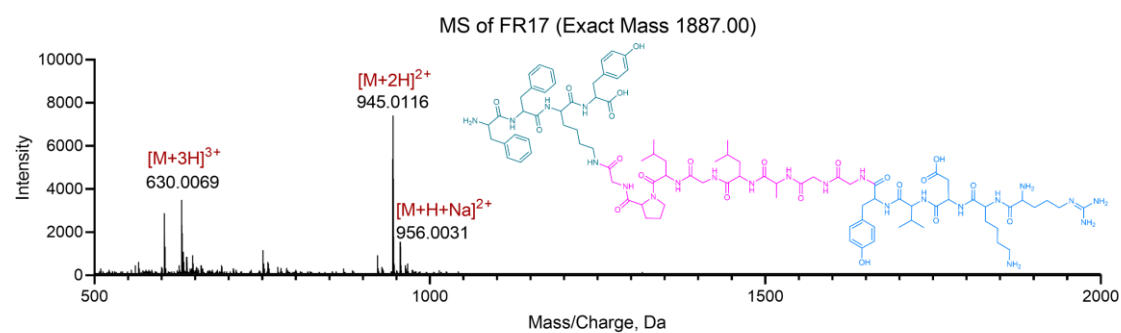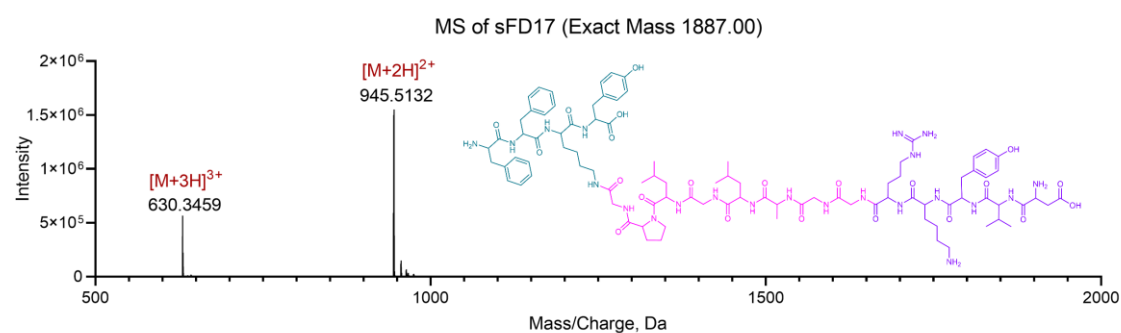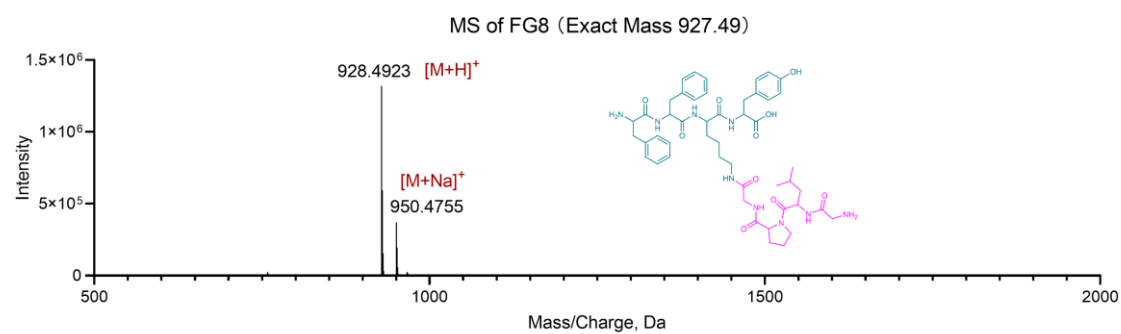

- 1 **Supplementary Figure 1. Mass chromatogram of FR17, sFD17 and FG8.** Mass spectrum and
- 2 the molecular structure of FR17 (Exact Mass 1887.00), sFD17 (Exact Mass 1887.00) and FG8
- 3 (Exact Mass 927.49).

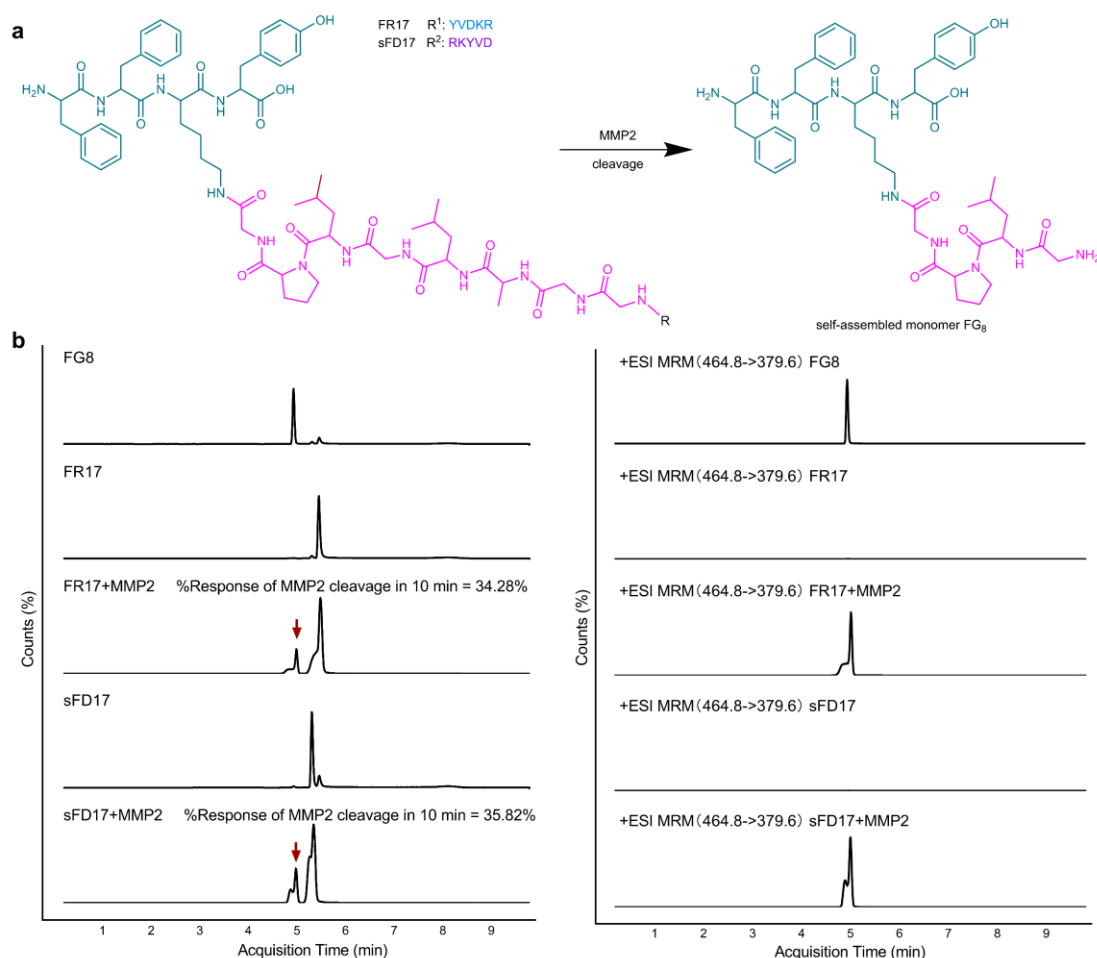

**Supplementary Figure 3. Enzyme cleavage of FR17 and sFD17 to release the self-assembled monomer FG8.** **a**, Schematic of the enzyme cleavage of FR17 or sFD17. **b**, Liquid chromatography-tandem mass spectrometry (LC-MS/MS) of FR17 and sFD17 (200  $\mu$ M) before and after MMP2 (200 ng/ml) treatment. The characteristic peak of FG8 was acquired under the auto-optimized condition of the ion pair 464.8/379.6, in which 464.8 represents  $[M+2H]^{2+}$  of FG8 (Exact mass 927.49) and 379.6 represents  $[M+2H]^{2+}$  of FFK(GP)Y (Exact mass 757.38).

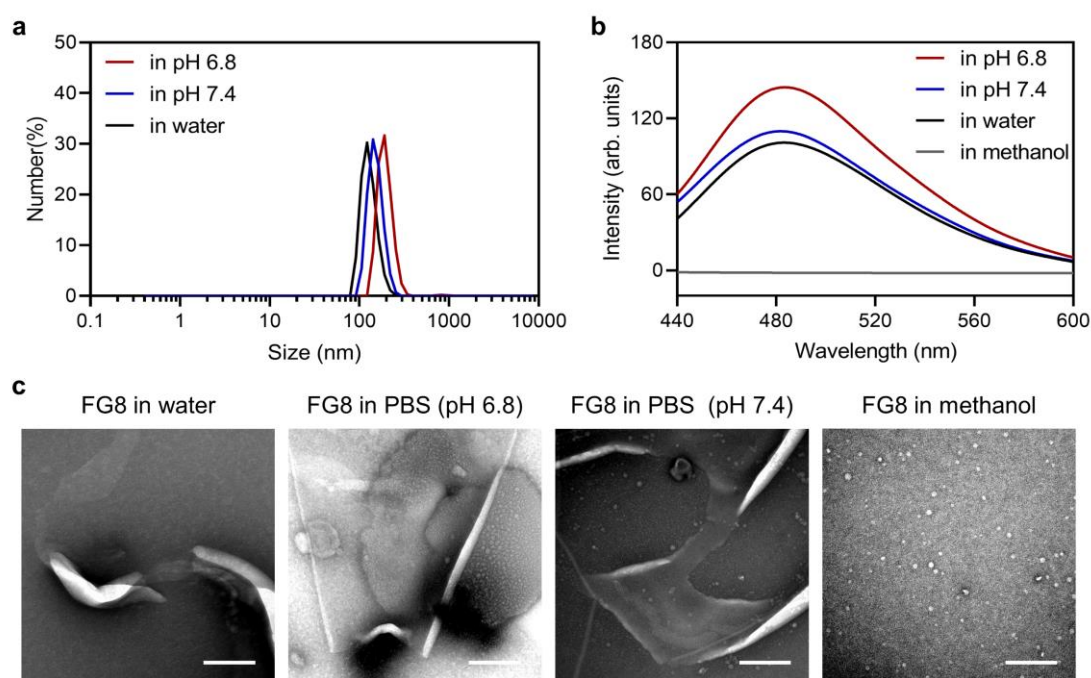

**Supplementary Figure 4. Self-assembly of FG8 in different pH conditions.** **a**, Size distribution of the peptide assemblies of FG8 formed in water or PBS (pH 6.8 or pH 7.4). **b**, Fluorescence spectra of the TPE-FG8 (100  $\mu$ M) in water, PBS (pH 6.8 or pH 7.4) or methanol (dissolved) excited by 405 nm. **c**, TEM images of FG8 assemblies in water, PBS (pH 6.8 or pH 7.4) or methanol (dissolved). Scale bar = 200 nm. Source data are provided as a Source Data file.

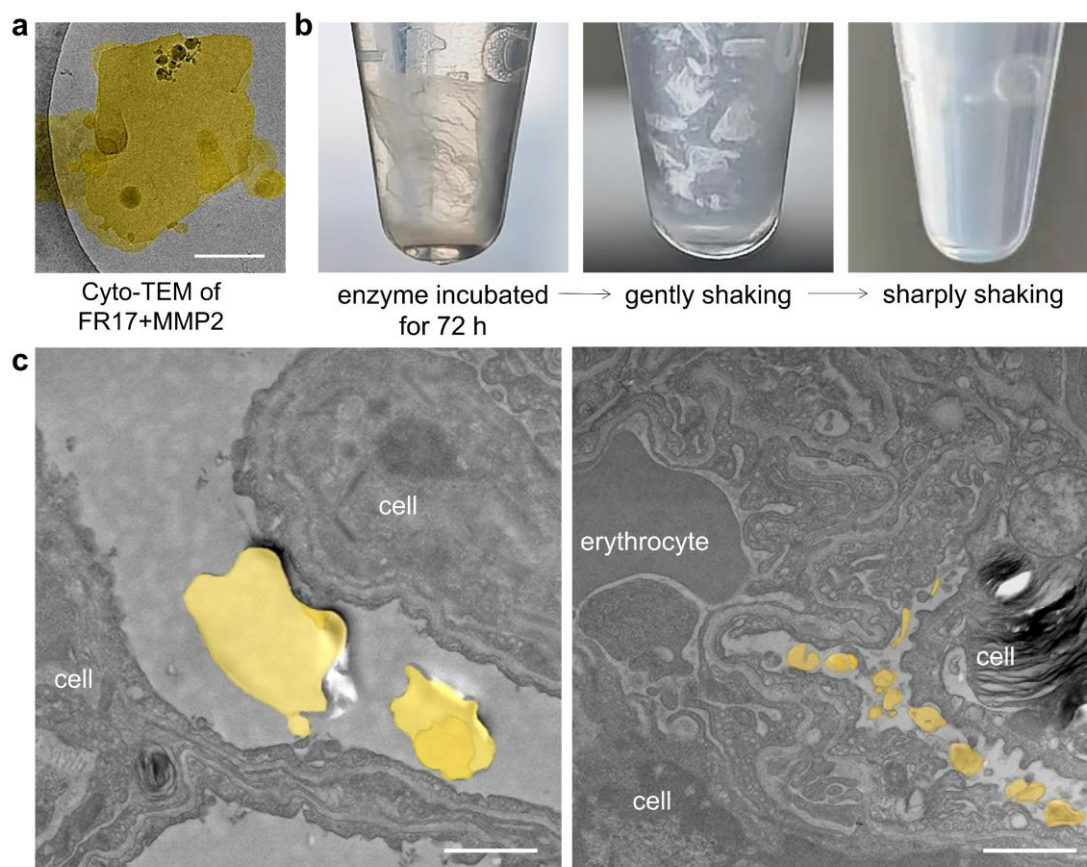

**Supplementary Figure 5. Enzyme-activated assembly of FR17 and sFD17.** **a**, Cryo-TEM image of the peptide nano-blanket assembled by FR17 (500  $\mu$ M) treated with MMP2 (1  $\mu$ g/ml) for 24 h. Scale bar = 200 nm. **b**, Macroscopic images of the thin layer formed by FR17 treated with enzyme and let stand for 72 h. The soft thin layer broke into pieces after gently shaking and dispersed into nanoscale fragments after sharply shaking. **c**, STEM images of the peptide nano-blanket in the intercellular substance in PMN lung, which was collected from PMN mouse at 12 h-post subcutaneous administration of FR17. Scale bar = 1  $\mu$ m. The lamellar structure of the peptide nano-blanket was pseudo-colored in gold.

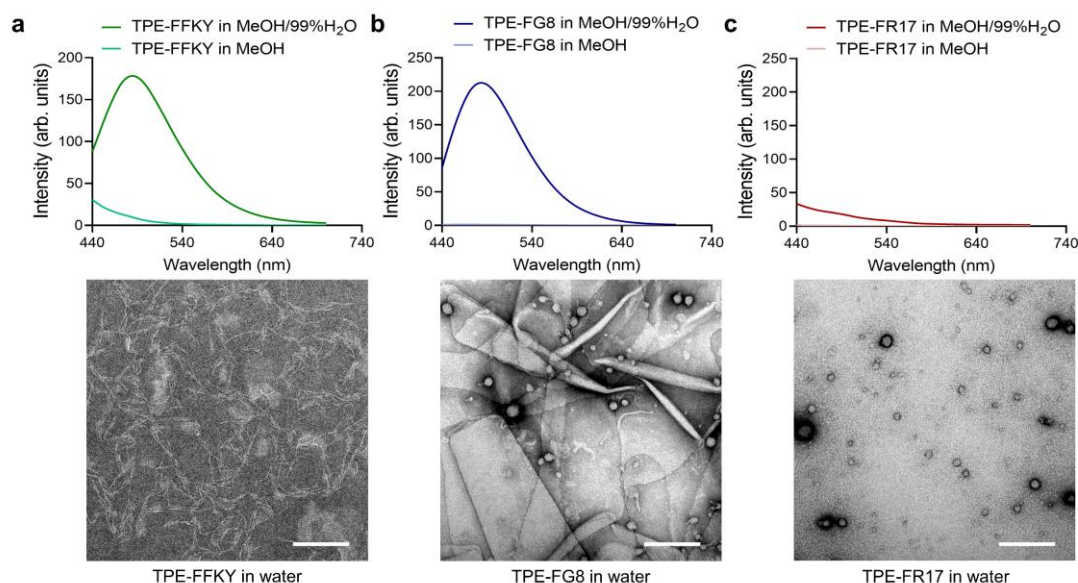

**Supplementary Figure 6. The aggregation-induced emission (AIE) effect of TPE-FFKY, TPE-FG8 and TPE-FR17. a,** Fluorescence spectra of the TPE-FFKY in methanol (abbreviated as MeOH) (dissolved) and water at methanol fraction of 1% (assembled as illustrated in the TEM image below) excited by 405 nm. Scale bar = 200 nm. **b,** Fluorescence spectra of the TPE-FG8 in methanol (dissolved) and water at methanol fraction of 1% (assembled as illustrated in the TEM image below) excited by 405 nm. Scale bar = 200 nm. **c,** Fluorescence spectra of the TPE-FR17 in methanol and water at methanol fraction of 1% (dispersed as illustrated in the TEM image below). Scale bar = 200 nm. Source data are provided as a Source Data file. Image was representative for 3 independent experiments with similar results.

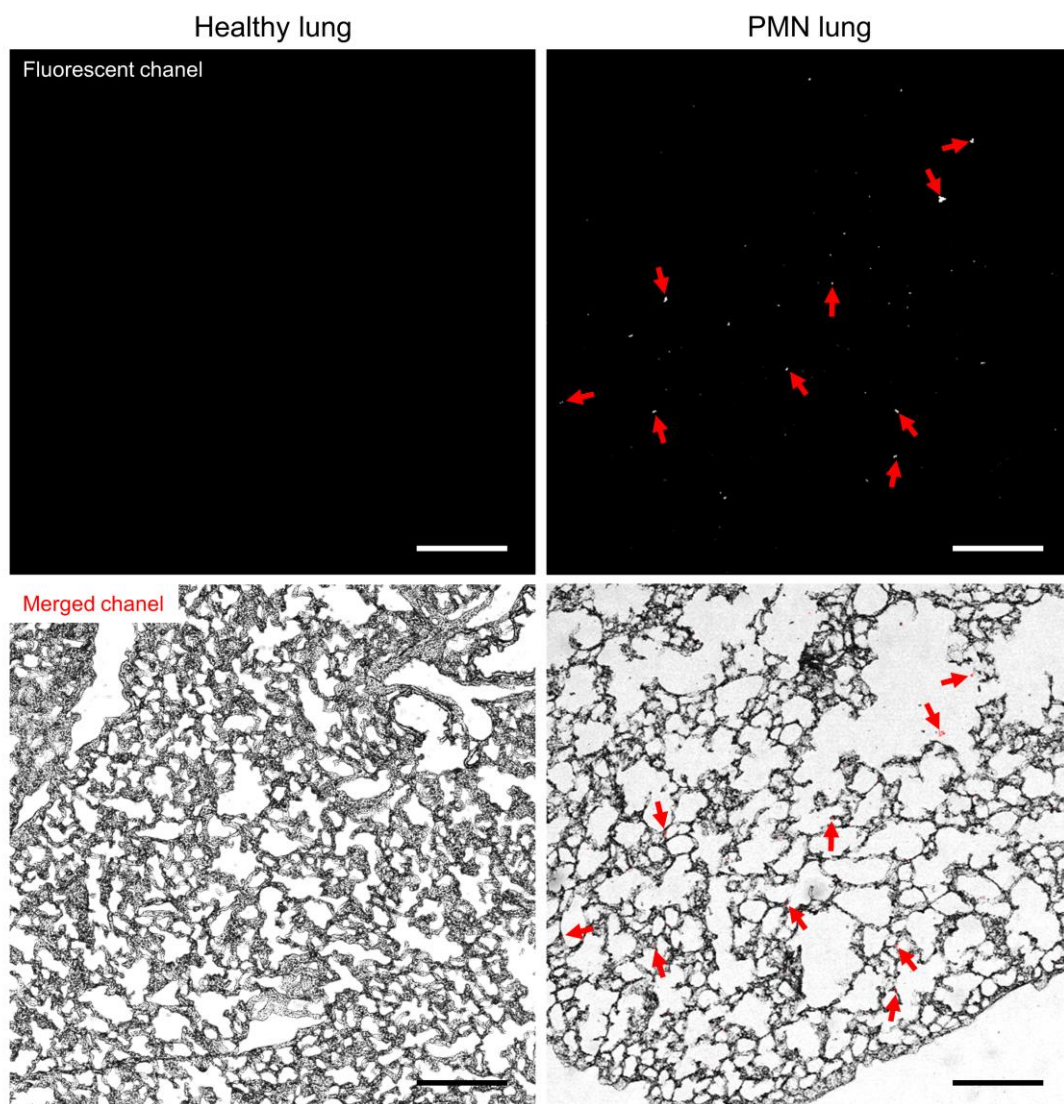

**Supplementary Figure 7. The aggregation-induced emission effect of the in-situ assembly of peptide nano-blanket in the lung *in vivo*.** Lung secessions at 12 h-post subcutaneous administration of TPE-FR17 (100  $\mu$ M/kg) in healthy or PMN lung. Peptide assemblies of the monomer TPE-FG8 released from TPE-FR17 in PMN were pseudo-colored in white on the upper panel and pseudo-colored in red in the merged images, and indicated by red arrows for contrast. Scale bar = 200  $\mu$ m.

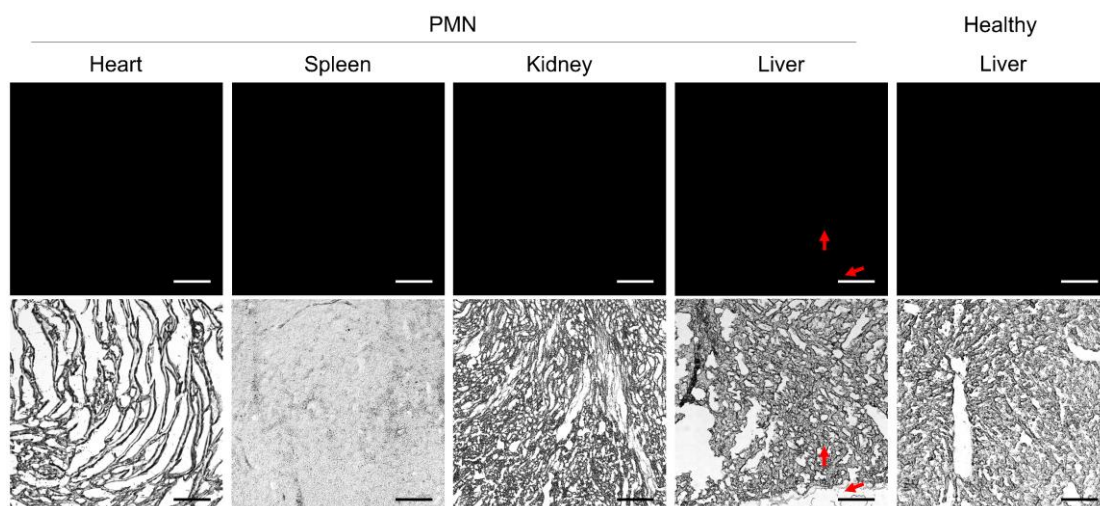

**Supplementary Figure 8. The aggregation-induced emission effect of the in-situ assembly of peptide nano-blanket in heart, spleen, kidney and liver *in vivo*.** Organs were collected at 12 h post subcutaneous administration of TPE-FR17 (100  $\mu$ M/kg) to healthy or PMN mice. Peptide assemblies of the monomer TPE-FG8 released from TPE-FR17 in PMN were pseudo-colored in white on the upper panel and pseudo-colored in red in the merged images, and indicated by red arrows for contrast. Scale bar = 200  $\mu$ m.

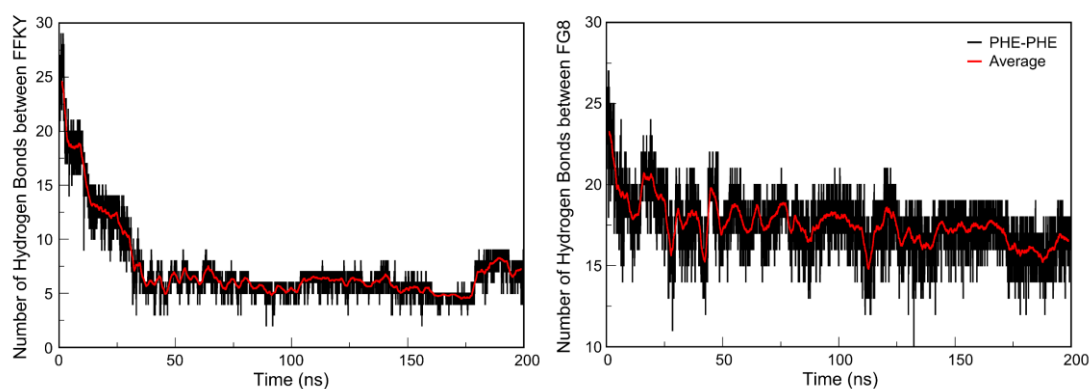

**Supplementary Figure 9. Hydrogen Bonds formed in FFKY or FG8 system as a function of time.**

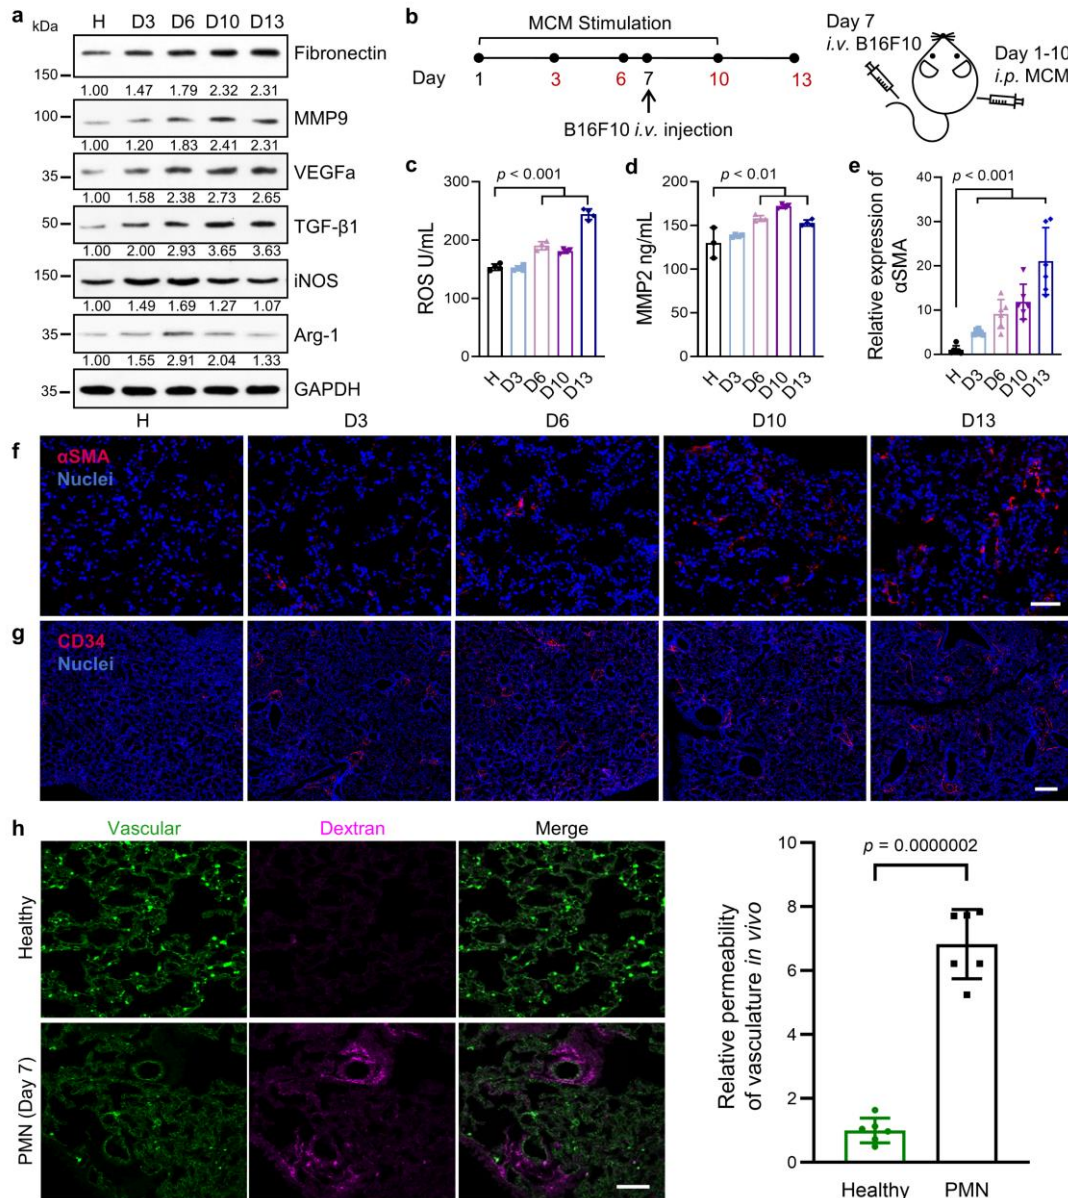

**Supplementary Figure 10. The pathological process in the lung of MCM-induced PMN model *in vivo*.** **a**, The alteration of Fibronectin, MMP9, VEGFa, TGF-β1, iNOS and Arg-1 expression level in the lung during the development of PMN. **b**, The timeline of MCM-induced PMN model. **c & d**, ROS and MMP2 level in the lung during the development of PMN. Data is presented as mean ± SD.  $n = 4$ . One-way ANOVA followed by Tukey's multiple comparisons test was performed. For ROS: H vs. D6,  $p = 0.000005$ ; H vs. D10,  $p = 0.000146$ ; H vs. D13,  $p = 0.000000000022$ . For MMP2: H vs. D6,  $p = 0.0011$ ; H vs. D10,  $p = 0.000018$ ; H vs. D13,  $p = 0.0067$ . **e & f**, Representative immunofluorescence images of the lung during the PMN development showing activation of fibroblasts indicated by αSMA<sup>+</sup> labeling. Scale bar = 50 μm. Semi-quantification was gained from six random fields *via* ImageJ. Two-tail *t*-test was performed for statistical evaluation compared to Healthy group. H vs. D3,  $p = 0.000007$ ; H vs. D6,  $p = 0.0002$ ; H vs. D10,  $p = 0.000067$ ; H vs. D13,  $p = 0.000073$ . **g**, Representative immunofluorescence images of the lung during the PMN development showing angiogenesis indicated by CD34<sup>+</sup> labeling. Scale bar = 250 μm. "H", "D3", "D6", "D10", "D13" are the abbreviations of "Healthy", "Day 3", "Day 6", "Day 10", "Day 13" in

the figure labeling. **h**, Vascular permeability of the pulmonary PMN on Day 7. Scale bar = 50  $\mu$ m. Data is presented as mean  $\pm$  SD. Semi-quantification was gained from six random fields *via* ImageJ.  $n = 3$  biologically independent mice. Two-tailed unpaired t-test was performed. Source data are provided as a Source Data file.

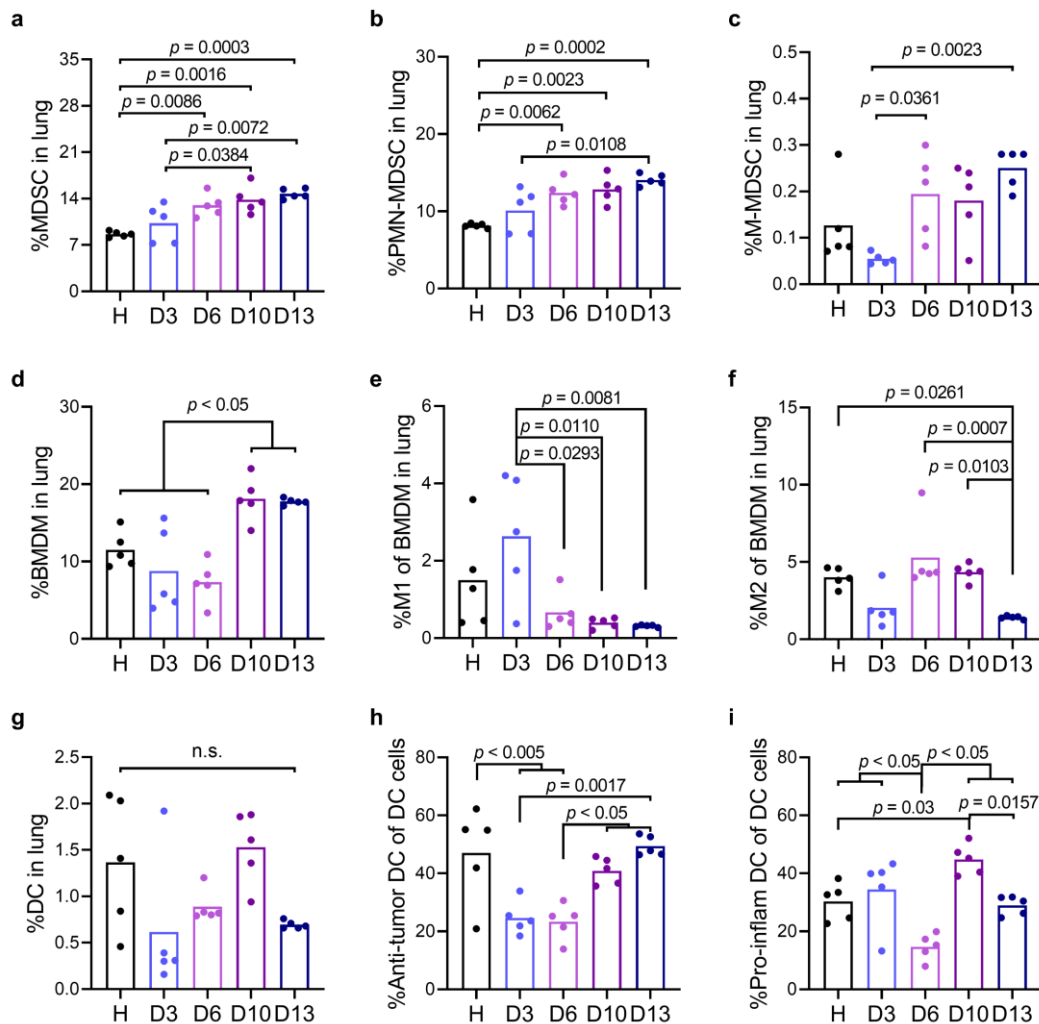

**Supplementary Figure 11. Immune cell population analysis during the pathological process in the lung of MCM-induced PMN model *in vivo*.** **a**, MDSC recruited to the lung and the alteration of the CD11b<sup>+</sup>Ly6g<sup>+</sup>Ly6c<sup>int</sup> cell population PMN-MDSC subtype (**b**) as well as the CD11b<sup>+</sup>Ly6g<sup>-</sup>Ly6c<sup>+</sup> subtype M-MDSC (**c**) during the development of PMN. **d**, BMDM cells recruited to the lung and its sub phenotype M1 (**e**) and M2 (**f**) along with the development of PMN. **g**, Dendritic cell (DC) population in the lung and its sub phenotype CD103<sup>+</sup> DC, *i.e.* anti-tumor DC (**h**) and CD11b<sup>+</sup> DC, *i.e.* pro-inflam DC (**i**) along with the development of PMN. “H”, “D3”, “D6”, “D10”, “D13” are the abbreviations of “Healthy”, “Day 3”, “Day 6”, “Day 10”, “Day 13” in the figure labeling. Data is presented as mean  $\pm$  SD.  $n = 5$  biologically independent mice. One-way ANOVA followed by Tukey’s multiple comparisons test was performed for data analysis. For BMDM in lung: H vs. D10,

1  $p = 0.0280$ ; H vs. D13,  $p = 0.0407$ ; D3 vs. D10,  $p = 0.0014$ ; D3 vs. D13,  $p = 0.0021$ ; D6 vs. D10,  $p$   
 2  $= 0.0003$ ; D6 vs. D13,  $p = 0.0004$ . For Anti-tumor DC of DC cells: H vs. D3,  $p = 0.0045$ ; H vs. D6,  
 3  $p = 0.0026$ ; D3 vs. D13,  $p = 0.0017$ ; D6 vs. D10,  $p = 0.0314$ ; D6 vs. D13,  $p = 0.0010$ . For Pro-  
 4 inflam DC of DC cells: H vs. D6,  $p = 0.0174$ ; H vs. D10,  $p = 0.0300$ ; D3 vs. D6,  $p = 0.0023$ ; D6 vs.  
 5 D10,  $p = 0.000014$ ; D6 vs. D13,  $p = 0.0332$ ; D10 vs. D13,  $p = 0.0157$ . Source data are provided as  
 6 a Source Data file.

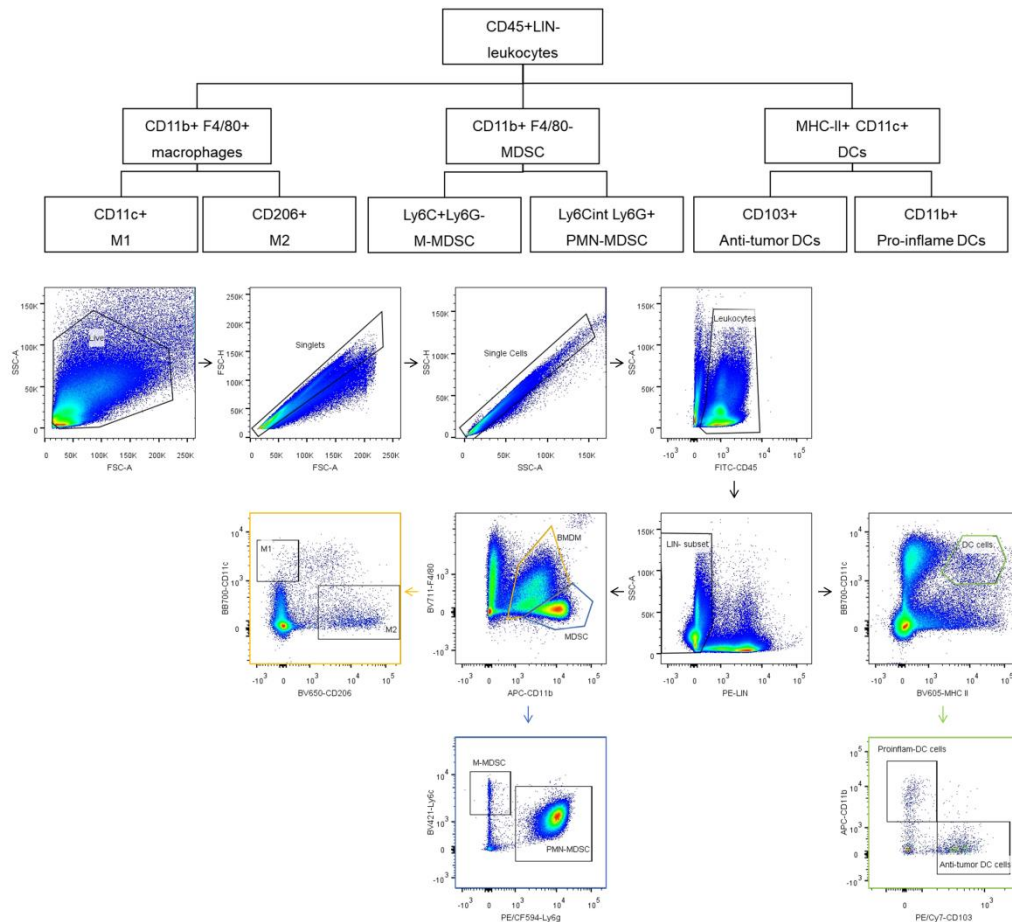

7  
 8 **Supplementary Figure 12. Flow cytometry gating strategy for the analysis of immune cell**  
 9 **population in pulmonary PMN.**

10

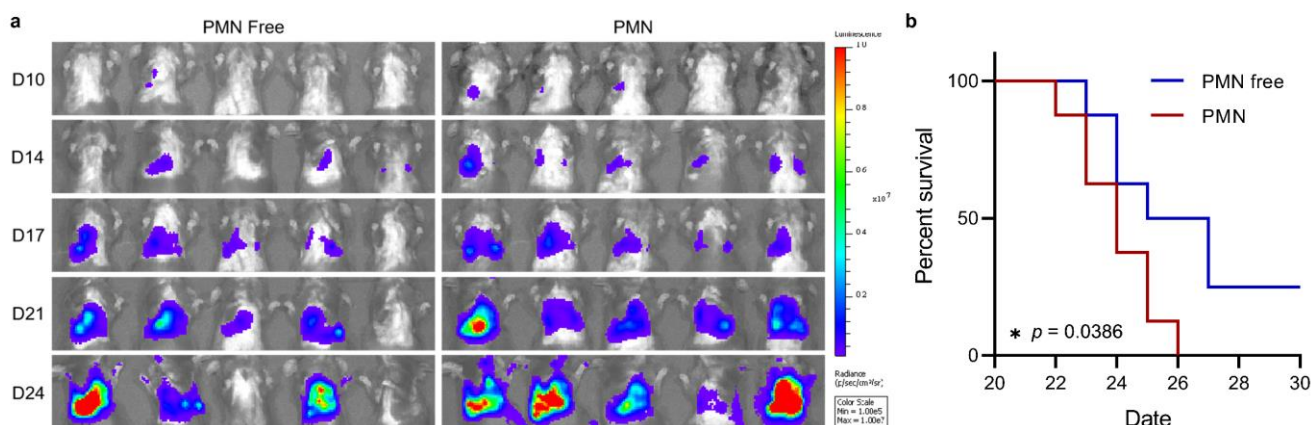

1 **Supplementary Figure 13. MCM-induced PMN formation aggravated metastasis *in vivo*.** *a*, *In*  
2 *vivo* bioluminescent images of the lungs of mice with or without MCM-induced PMN.  $n = 5$ . *b*,  
3 Survival curves of the lung metastatic mice with or without PMN in 30 days.  $n = 8$ . Logrank  
4 (Mantel-Cox test) was performed for curve comparison. Source data are provided as a Source Data  
5 file.

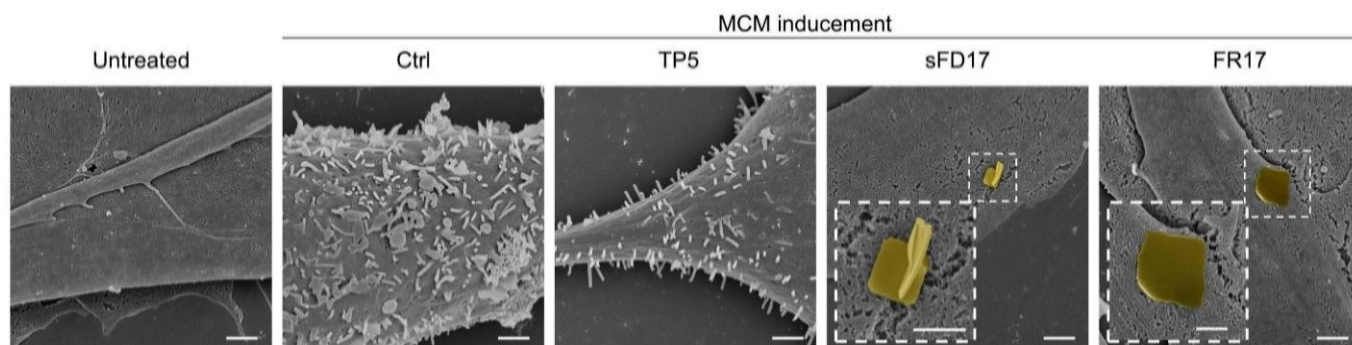

6 **Supplementary Figure 14. The peptide nano-blanket inhibits the activation of lung fibroblasts**  
7 **when induced by MCM.** The enhanced microvilli on the cell surface suggest the activation state  
8 of fibroblasts aroused by tumor-derived factors contained in MCM, while the smooth surface  
9 indicates the resting state of fibroblasts. The specifically assembled peptide nano-blanket on the  
10 surface of fibroblasts is pseudo-colored in gold. Scale bar = 1  $\mu\text{m}$  in the macro images. Scale bar =  
11 500 nm in the enlarged images circled with dash line.

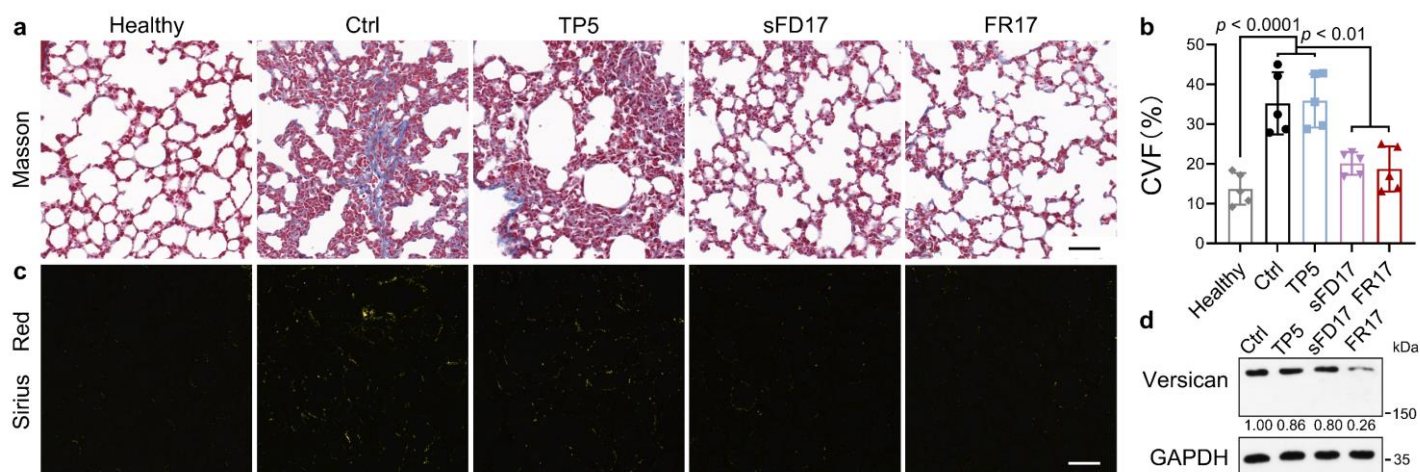

1 **Supplementary Figure 15. FR17 administration inhibited extracellular matrix remodeling in**  
2 **pulmonary PMN. a, b,** Representative images of collagen deposition in the lung harvested from  
3 the model mice administrated with different peptides by Masson staining. Scale bar = 50  $\mu$ m. Semi-  
4 quantification was gained from five random fields *via* ImageJ. Collagen volume fraction (CVF) was  
5 calculated by normalizing the blue collagen area to the total tissue area. Data is presented as mean  
6  $\pm$  SD. One-way ANOVA followed by Tukey's multiple comparisons test was employed for data  
7 analysis. Healthy vs. Ctrl,  $p = 0.000071$ ; Healthy vs. TP5,  $p = 0.000048$ ; Ctrl vs. sFD17,  $p = 0.0037$ ;  
8 Ctrl vs. FR17,  $p = 0.0016$ ; TP5 vs. sFD17,  $p = 0.0024$ ; TP5 vs. FR17,  $p = 0.0010$ . **c,** Representative  
9 images of the Sirius Red Staining sections of the lung harvested from the model mice administrated  
10 with different peptides on Day 10 taken by polarizing microscope to show the deposited collagen is  
11 mainly collagen fiber IV. Scale bar = 50  $\mu$ m. **d,** Expression of versican in the lung harvested from  
12 the PMN model mice administrated with different peptides on Day 10. Source data are provided as  
13 a Source Data file.

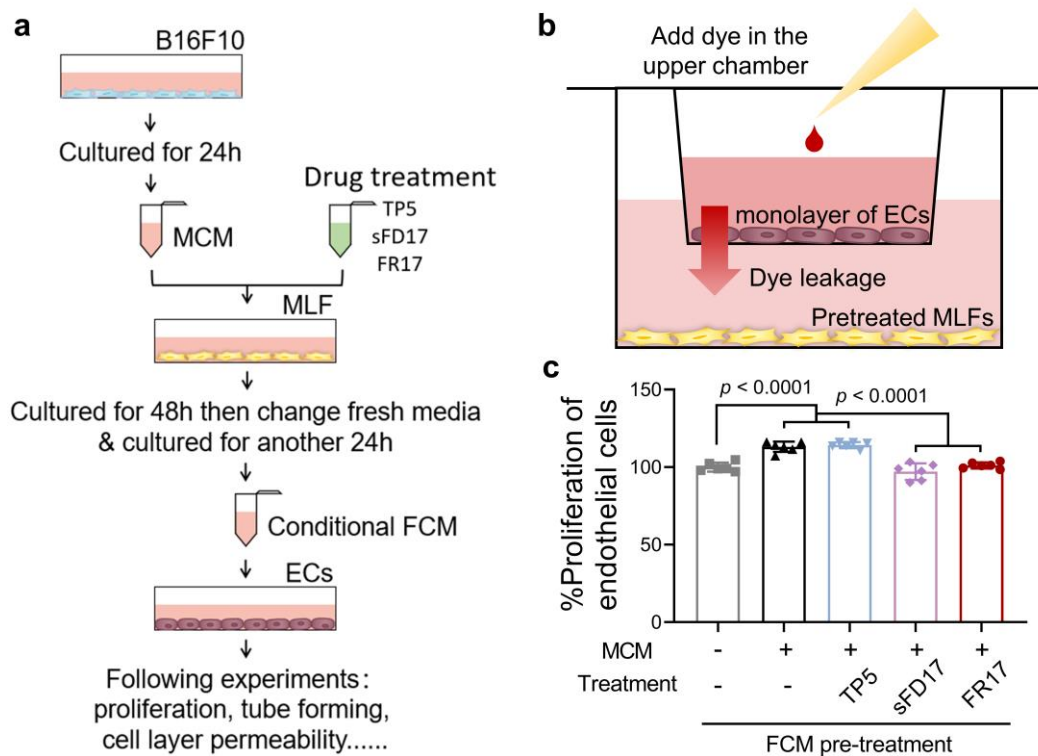

1  
2 **Supplementary Figure 16. FR17 protected fibroblasts from being irritated by MCM to**  
3 **prevent the disrupting endothelial cell-cell connection and cell proliferation. a,** The  
4 experimental procedure to obtain the conditional FCM after MCM stimulation and the peptide  
5 treatment on MLF *in vitro* for further experiments on endothelial cells. **b,** Schematic illustration of  
6 the transwell permeability assay. **c,** Proliferation of the endothelial cells cultivated with conditional  
7 FCM. Data is presented as mean  $\pm$  SD.  $n = 6$ . One-way ANOVA followed by Tukey's multiple  
8 comparisons test was employed for data analysis. FCM vs. MCM,  $p = 0.000004$ ; FCM vs. TP5,  $p =$   
9  $0.000001$ ; MCM vs. sFD17,  $p = 0.00000012$ ; MCM vs. FR17,  $p = 0.000016$ ; TP5 vs. sFD17,  $p =$   
10  $0.00000007$ ; TP5 vs. FR17,  $p = 0.000004$ . Source data are provided as a Source Data file.

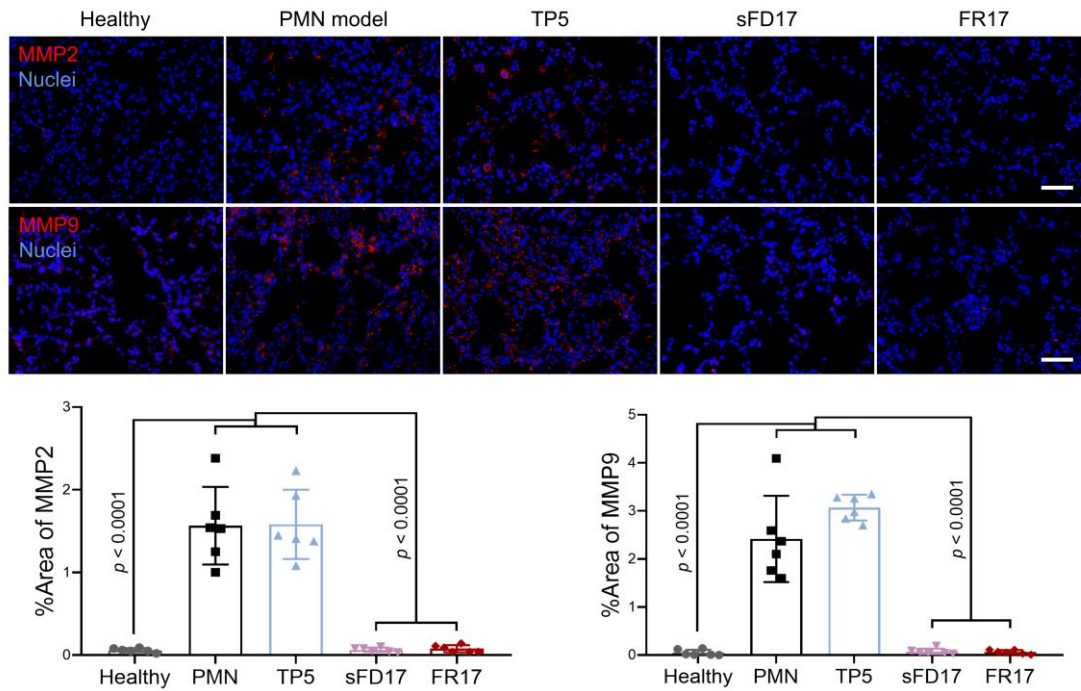

**Supplementary Figure 17. FR17 administration down-regulated matrix metalloproteinase in pulmonary PMN.** Representative images of MMP2 and MMP9 in the lung harvested from the PMN model mice administrated with different peptides. Scale bar = 50  $\mu$ m. Semi-quantification was calculated from six random fields *via* ImageJ. Data is presented as mean  $\pm$  SD. One-way ANOVA followed by Tukey's multiple comparisons test was employed for data analysis. For Area of MMP2: Healthy vs. PMN,  $p = 0.00000002$ ; Healthy vs. TP5,  $p = 0.00000001$ ; PMN vs. sFD17,  $p = 0.00000002$ ; PMN vs. FR17,  $p = 0.00000002$ ; TP5 vs. sFD17,  $p = 0.00000001$ ; TP5 vs. FR17,  $p = 0.00000002$ . For Area of MMP9: Healthy vs. PMN,  $p = 0.0000000052$ ; Healthy vs. TP5,  $p = 0.00000000034$ ; PMN vs. sFD17,  $p = 0.0000000065$ ; PMN vs. FR17,  $p = 0.0000000058$ ; TP5 vs. sFD17,  $p = 0.00000000041$ ; TP5 vs. FR17,  $p = 0.00000000037$ . Source data are provided as a Source Data file.

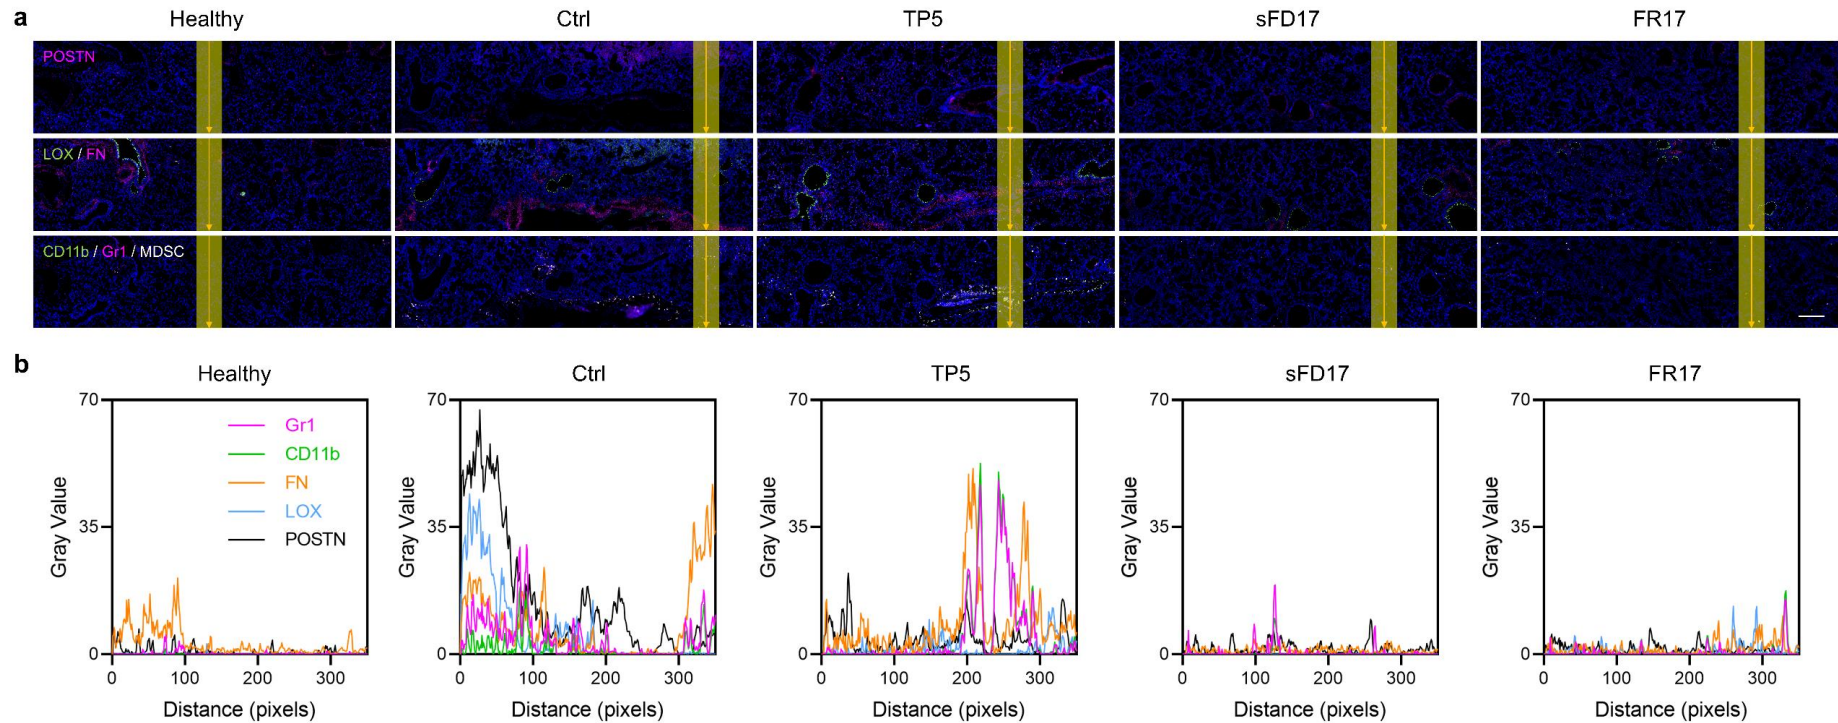

1

2 **Supplementary Figure 18. FR17 administration prevented MDSC recruitment to pulmonary PMN by influencing the extracellular matrix remodeling.** **a,**  
3 Images under low magnification ratio of the serial sections of the lungs harvested from the model mice treated with different peptides were taken. Serial sections show  
4 the co-location and distribution of periostin (POSTN, magenta), lysyl oxidase (LOX, green) and Fibronectin (FN, magenta), CD11b<sup>+</sup>Gr1<sup>+</sup> MDSC (white merged from  
5 green and magenta). Scale bar = 200  $\mu$ m. **b,** The co-location analysis of CD11b<sup>+</sup>Gr1<sup>+</sup> MDSC and POSTN, LOX, FN alongside the yellow arrow marked on the above  
6 panel *via* ImageJ. Source data are provided as a Source Data file.

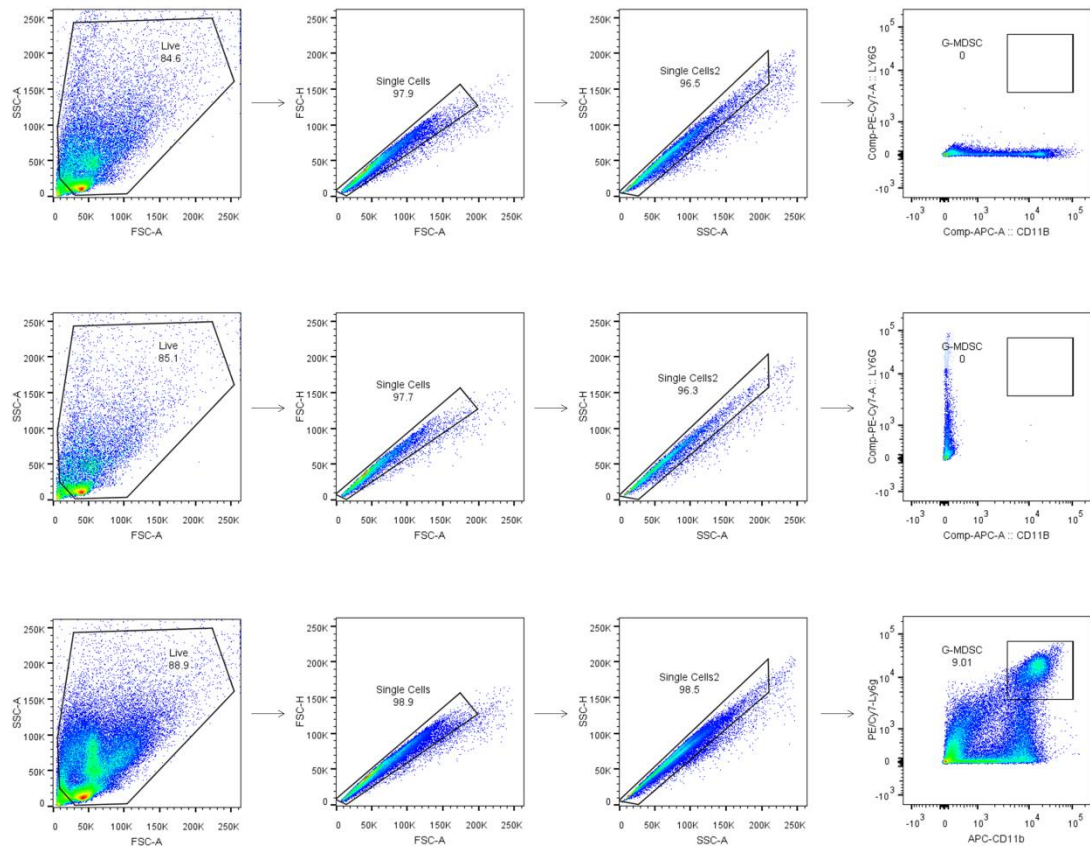

1  
2 **Supplementary Figure 19. Flow cytometry gating strategy for the analysis of CD11b<sup>+</sup>Ly6g<sup>+</sup>**  
3 **MDSC recruited to the pulmonary PMN.**

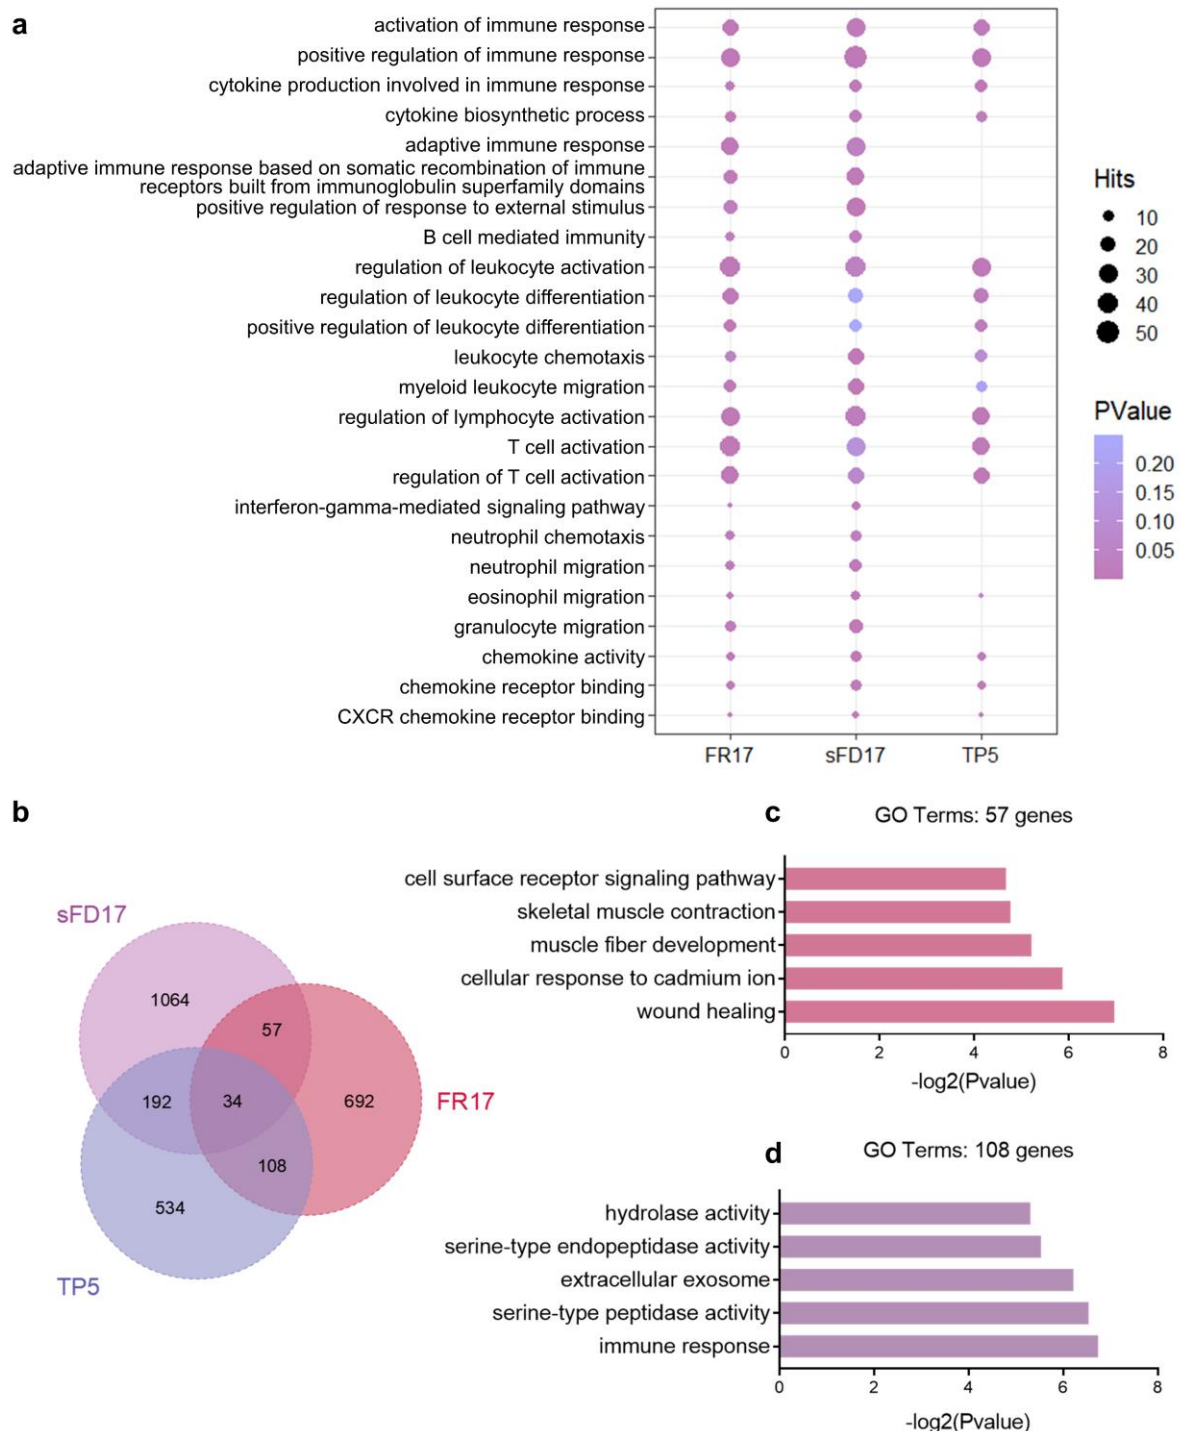

1 **Supplementary Figure 20. The alleviation of PMN development by FR17 administration could**  
2 **be correlated to the cell pathway of myeloid leukocyte migration and the activation of immune**  
3 **response.** GO functional analysis was performed in the DAVID database<sup>1</sup>, using Fisher's Exact test  
4 to compare differently expressed genes and gene backgrounds to measure the gene-enrichment in  
5 annotation terms. **a**, GO enrichment analysis of CD11b<sup>+</sup>Ly6g<sup>+</sup> MDSC sorted from different  
6 treatment groups on Day 10. RNA preparations were extracted from CD11b<sup>+</sup>Ly6g<sup>+</sup> MDSCs sorted  
7 from lungs pooled from 10–12 mice per sample. The bubble plot was drawn by ggplot2 package<sup>2</sup> in  
8 R software. The size of the dots corresponds to the number of genes per pathway, and the color  
9 indicates *p*-value. **b**, Venn diagram of the data gained from mRNA sequencing of CD11b<sup>+</sup>Ly6g<sup>+</sup>

MDSC sorted from different treated mice. Numbers of mRNA whose expressions altered and had significance with the control group are shown in the blue, purple and red regions respectively.  $P$  values was calculated according to negative binomial distribution. Significance was determined as  $p < 0.05$ . The diagram was drawn using the VennDiagram package<sup>3</sup>. **c**, GO Enrichment analysis of the 57 mRNA regulated by the peptide nano-blanket (*i.e.*, the overlapping alteration in sFD17 and FR17 treated groups while excluding TP5 effect). **d**, GO Enrichment analysis of the 108 mRNA regulated by the amino acid sequence of TP5 (*i.e.*, the overlapping alteration in TP5 and FR17 treated groups while excluding sFD17 effect). 

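In TP5 324 genes were called changed against control, 126 higher and 198 lower, and in sFD17 791 genes, 318 higher and 473 lower. The larger direction reversed in TP5 with DESeq2's Wald test (33 higher, 30 lower) and in sFD17 with a fixed coefficient of 0.1 (1910 higher, 1896 lower). A change of at least 2-fold was found for 1339 genes in TP5 and 1929 in sFD17. After adjustment for multiple tests, 5 genes were left in TP5 and 160 in sFD17. Genes called in a single peptide group numbered 189 in TP5, 665 in sFD17 and 253 in FR17. A further 99 genes were called in sFD17 and TP5 but not in FR17, of which 15 were higher in both, 82 lower in both and 2 opposite. In all 3 peptide groups 9 genes were called, 6 higher and 3 lower in each. The simulated sets without differences had a mean of 748 called genes for TP5 (676 to 818), 734 for sFD17 (679 to 794) and 758 for FR17 (710 to 801). They had a mean of 85.1 genes called in sFD17 and TP5 but not in FR17 (58 to 108), and 52.2 genes called in all 3 (37 to 72). With a fixed coefficient of 0.2, chosen after seeing the data, the called genes were above every simulated set. They were 884 in TP5 against a mean of 709 (641 to 774), 1519 in sFD17 against 705 (631 to 760) and 983 in FR17 against 722 (646 to 788). In that setting 226 genes were called in sFD17 and TP5 but not in FR17, against a mean of 78.7 (58 to 105), and 38 in all 3, against 47.0 (31 to 64). The largest rises in TP5 were those of immunoglobulin segments, which differ between clones of B cells. Ighv5-17 (ENSMUSG00000095571, chromosome 12 from 113859149 to 113859670) rose from 13 counts to 165, Ighv8-8 from 12 to 115 and Igkv8-19 from 8 to 58. The largest falls in TP5 were those of Srp54b, to 17 counts, of Wnt2 (ENSMUSG00000010797, chromosome 6 from 17988940 to 18030585), from 62 counts to 6, and of C6, from 119 to 16. In sFD17 Ifit2 (ENSMUSG00000045932, chromosome 19 from 34550694 to 34576419), an interferon-induced gene, rose from 260 counts to 3217. Lipg rose from 54 counts to 585 in sFD17. Olfr56 rose from 17 to 198, and 111 of its 4537 exon bases also belong to Ifi47 on the same strand, which rose from 461 to 4130. In sFD17 Vstm2a fell from 64 counts to 2, at least 16.7-fold lower, and Wnt2 also to 2, at least 16.1-fold lower. Prg4 (ENSMUSG00000006014, chromosome 1 from 150449412 to 150466165) had 3226 counts in control and a log2 fold change of −2.60 in TP5, −3.82 in sFD17 and −0.67 in FR17, and 204 of its exon bases lie opposite exons of Tpr. Of the genes called in FR17 and TP5 but not in sFD17, those with the largest changes were Tnfsf11, Gm36947, Gm43712, Ighv5-9-1 and Mybphl. Tnfsf11 had 30 counts in TP5 and 14 in sFD17. Gm36947, Gm43712 and Mybphl each had 0 counts in control and 9 in TP5, at least 2.89-fold higher. Gm36947 had 12 counts in FR17 and 6 in sFD17, Gm43712 had 11 and 1, and Mybphl had 22 and 6. Ighv5-9-1 fell from 42 counts to 8 in TP5, 9 in sFD17 and 6 in FR17.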

Source data are provided as a Source Data file. The mRNA-seq datasets are available in the NCBI GEO repository, accession code [GSE181898](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181898).

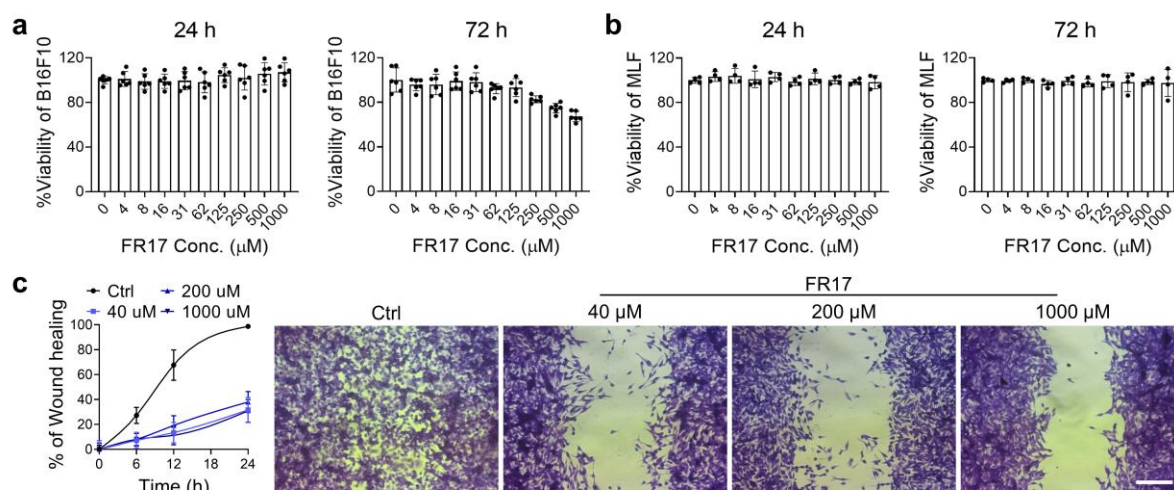

**Supplementary Figure 21. Effect of FR17 treatment on the proliferation of tumor cells and MLF, and on tumor cell's migration.** **a**, Proliferation of B16F10 treated with FR17 at different concentrations for 24 h or 72 h. Data is presented as mean  $\pm$  SD.  $n = 6$ . **b**, Proliferation of MLF treated with FR17 at different concentrations for 24 h or 72 h. Data is presented as mean  $\pm$  SD.  $n = 4$ . **c**, Migration of B16F10 when treated with FR17 at different concentrations for 24 h. Data is presented as mean  $\pm$  SD.  $n = 3$ . Scale bar = 200  $\mu$ m. Source data are provided as a Source Data file.

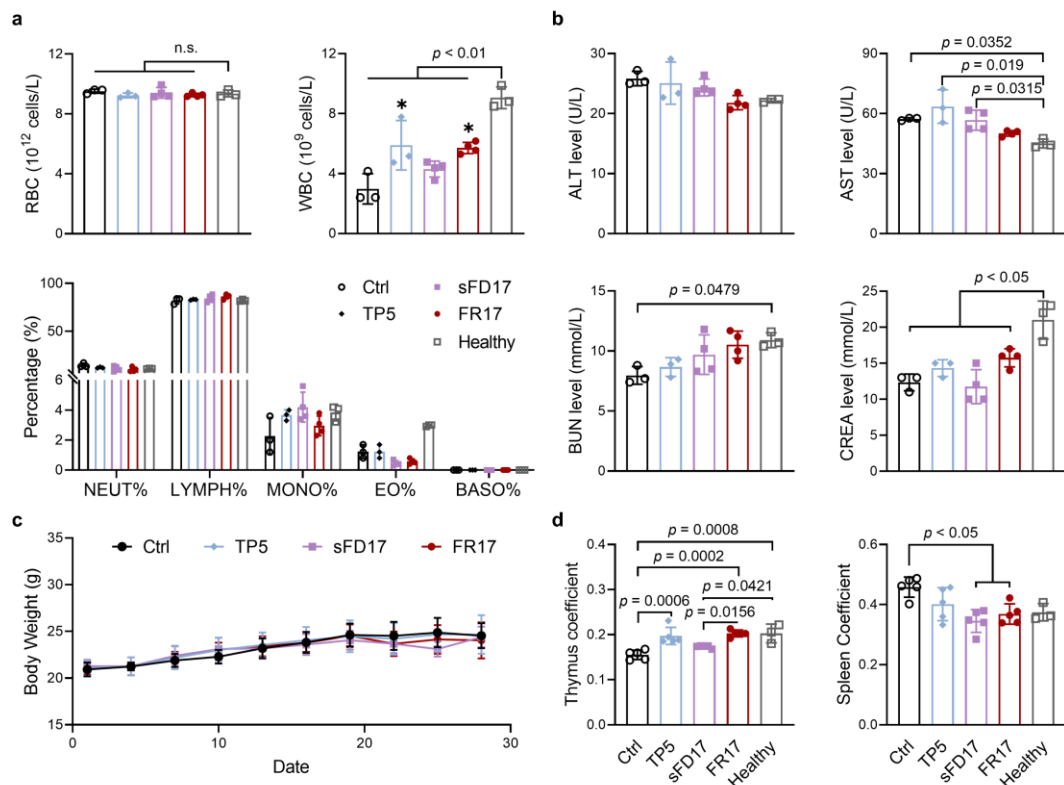

**Supplementary Figure 22. Preliminary safety evaluation of peptide administration on lung metastasis model with MCM-induced PMN *in vivo*.** **a**, Complete blood count conducted on the peripheral blood including red blood cell (RBC), white blood cell (WBC), neutrophil (NEUT), lymphocyte (LYMPH), monocyte (MONO), eosinophil (EO), basophil (BASO). For WBC: Ctrl vs. Healthy,  $p = 0.000023$ ; TP5 vs. Healthy,  $p = 0.0075$ ; sFD17 vs. Healthy,  $p = 0.0001$ ; FR17 vs. Healthy,  $p = 0.0029$ . **b**, Hepatic and renal function reflected by alanine aminotransferase (ALT), aspartate aminotransferase (AST), blood urea nitrogen (BUN) and serum creatinine (CREA). Blood samples were collected on Day 20 from the lung metastasis model mice administrated with different peptides. Data is presented as mean  $\pm$  SD.  $n = 4$  biologically independent mice for peptide treated groups and 3 for control and healthy groups. For CREA level: Ctrl vs. Healthy,  $p = 0.0007$ ; TP5 vs. Healthy,  $p = 0.0060$ ; sFD17 vs. Healthy,  $p = 0.0002$ ; FR17 vs. Healthy,  $p = 0.0199$ . **c**, Weight curve of the lung metastasis model mice administrated with different peptides. Data is presented as mean  $\pm$  SD.  $n = 7$ . **d**, Thymus coefficient and spleen coefficient of the lung metastasis model mice administrated with different peptides at the end of the experiment. The organ coefficient was calculated by normalizing the organ's weight to the body weight. Data is presented as mean  $\pm$  SD.  $n = 5$  for peptide treated groups and control group.  $n = 3$  for healthy group. For Spleen Coefficient: Ctrl vs. sFD17,  $p = 0.0024$ ; Ctrl vs. FR17,  $p = 0.0167$ . One-way ANOVA followed by Tukey's multiple comparisons test was employed for data analysis in **a**, **b** & **d**. Source data are provided as a Source Data file.

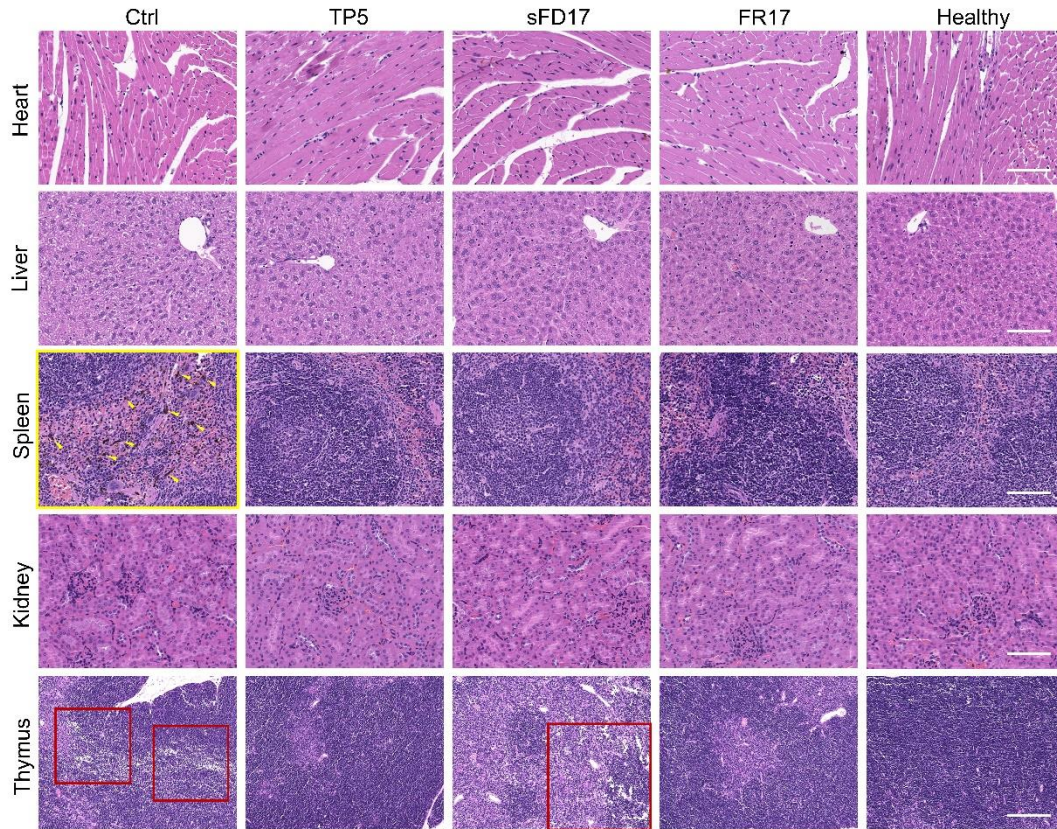

**Supplementary Figure 23. Preliminary safety evaluation of peptide administration by the Hematoxylin & Eosin staining of major organs.** The yellow arrows indicate the infiltrated B16F10 cells into the spleen of the control mice. The red boxes show slightly atrophied of the thymuses with the unoccupied zones. Scale bar = 100  $\mu$ m for heart, liver, spleen and kidney sections. Scale bar = 200  $\mu$ m for thymus sections.

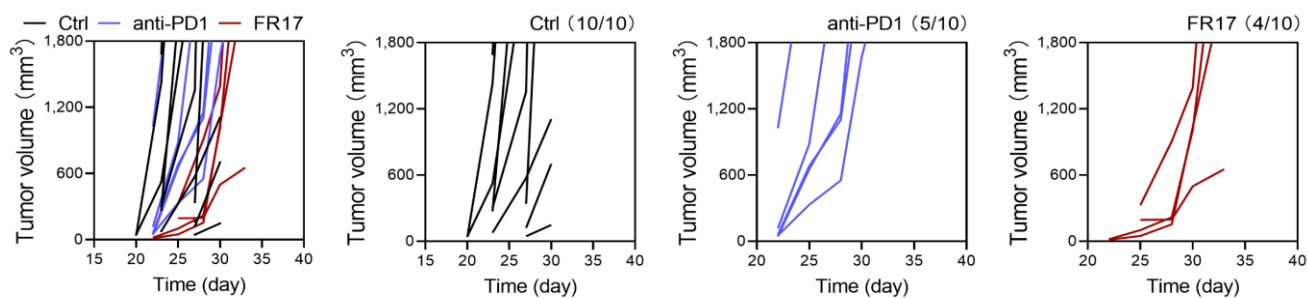

- 1 **Supplementary Figure 24. Tumor volume curve of the recurrent tumor on the back of mice**
- 2 **post-surgery.** n = 10 relapses after the surgery in 10 mice for the control group, n = 5 relapses after
- 3 the surgery in 10 mice for anti-PD1 group, n = 4 relapses after the surgery in 10 mice for FR17
- 4 group. Source data are provided as a Source Data file.

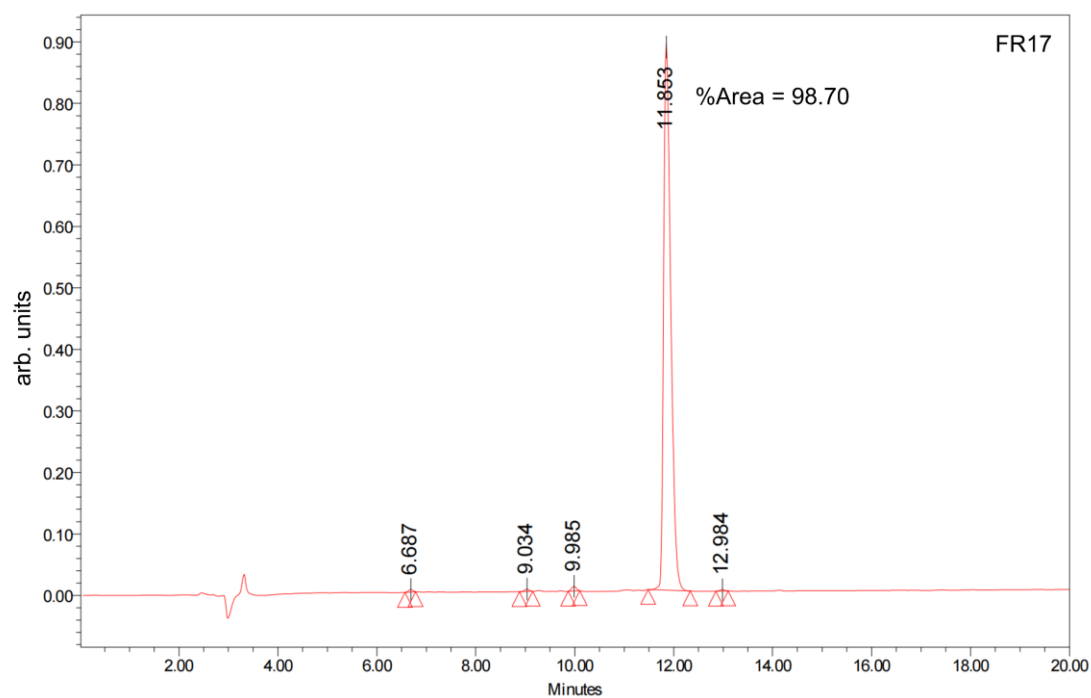

Supplementary Figure 25. HPLC of FR17 (%Purity = 98.70).

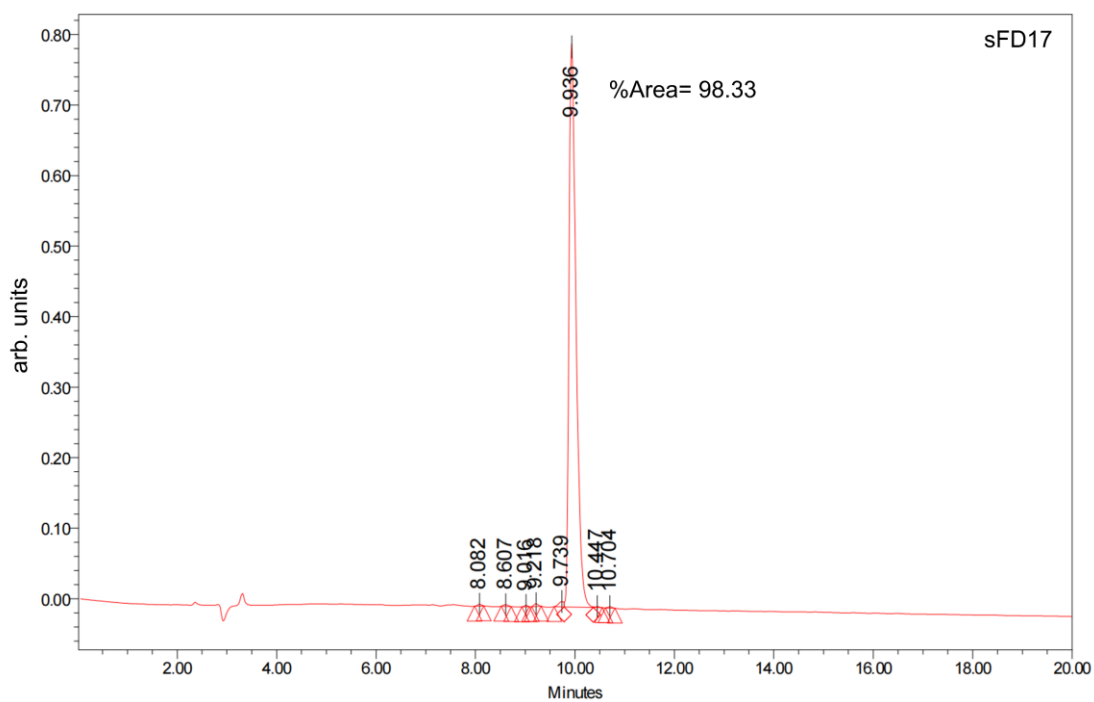

Supplementary Figure 26. HPLC of sFD17 (%Purity = 98.33).

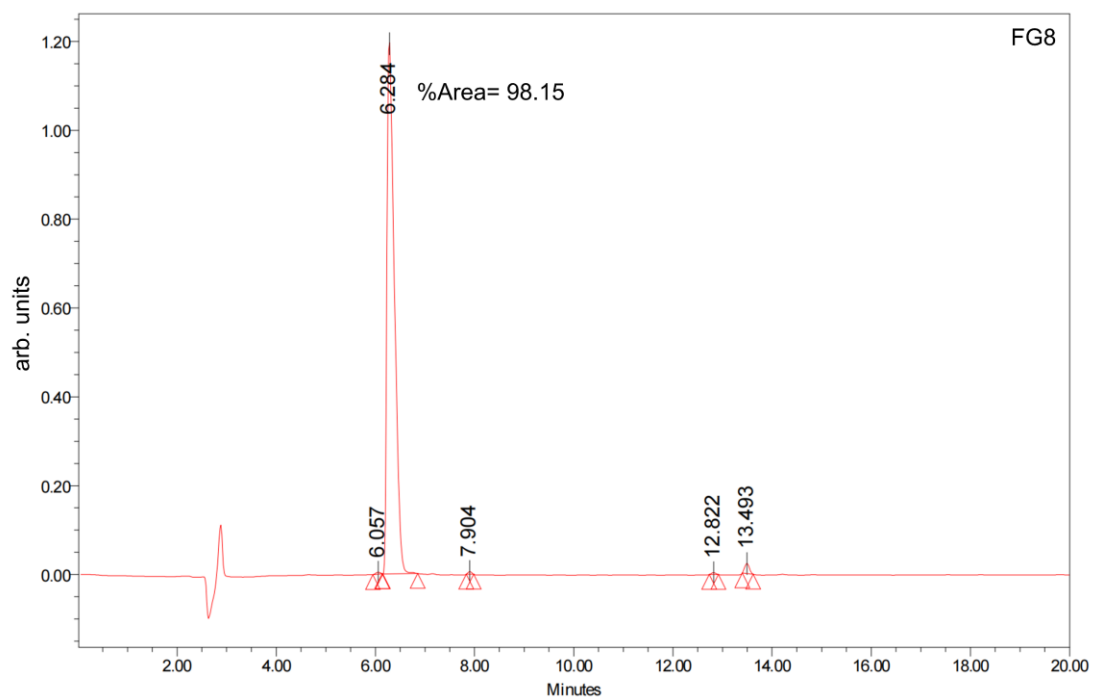

1

2 **Supplementary Figure 27. HPLC of FG8 (%Purity = 98.15).**

3

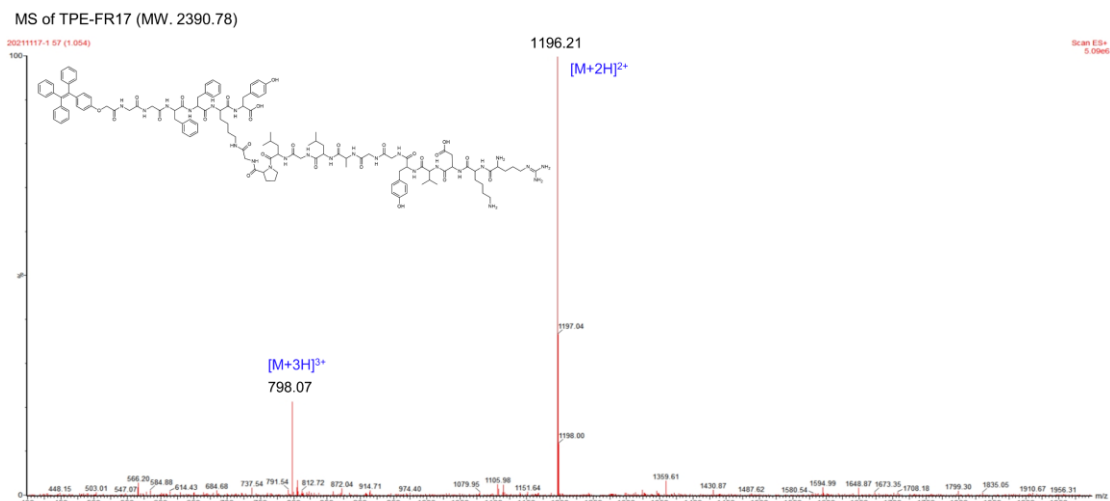

1

2 **Supplementary Figure 28. Mass chromatogram of TPE-FR17 (MW. 2390.78).**

3

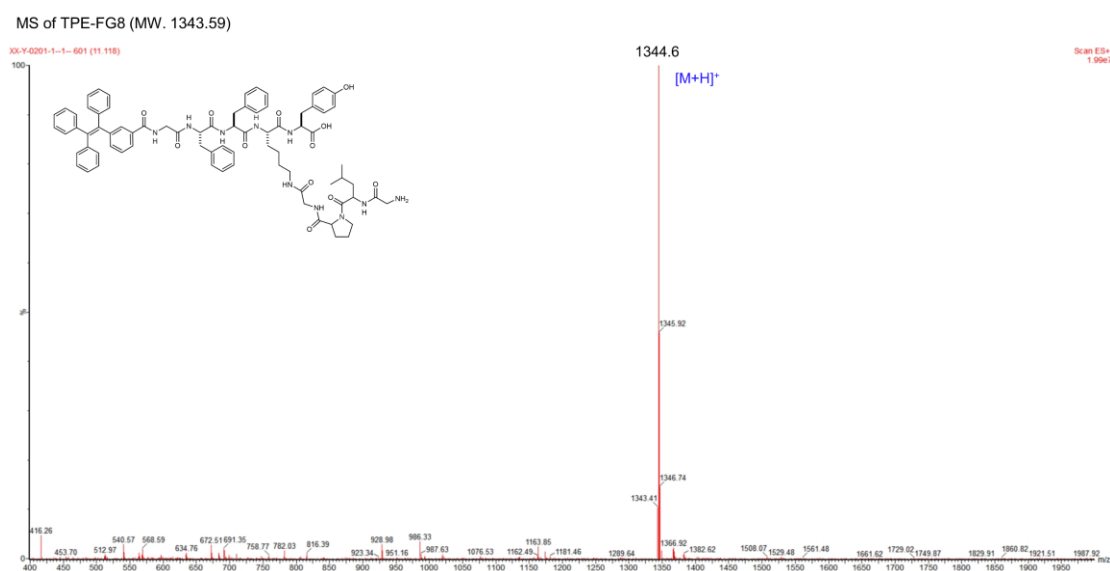

4

5 **Supplementary Figure 29. Mass chromatogram of TPE-FG8 (MW. 1343.59).**

6

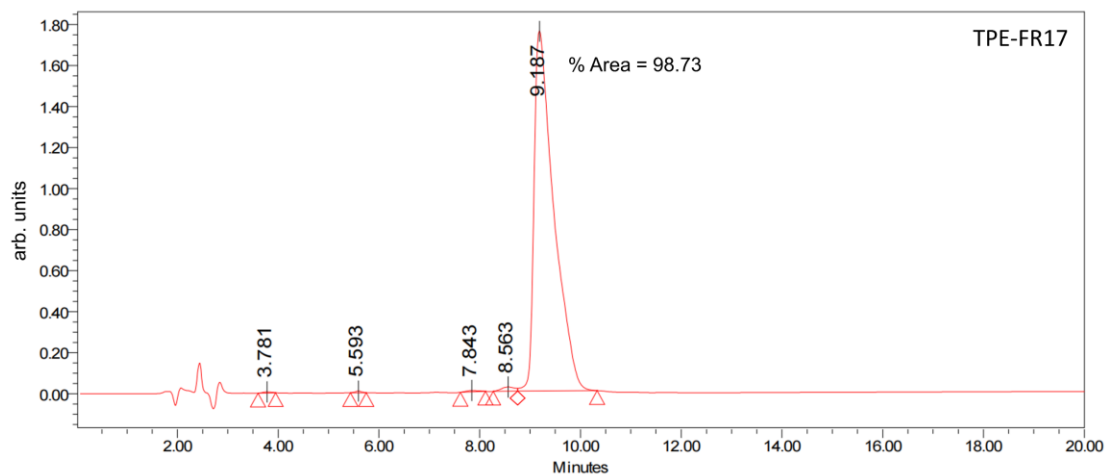

1

2 **Supplementary Figure 30. HPLC of TPE-FR17 (%Purity = 98.73).**

3

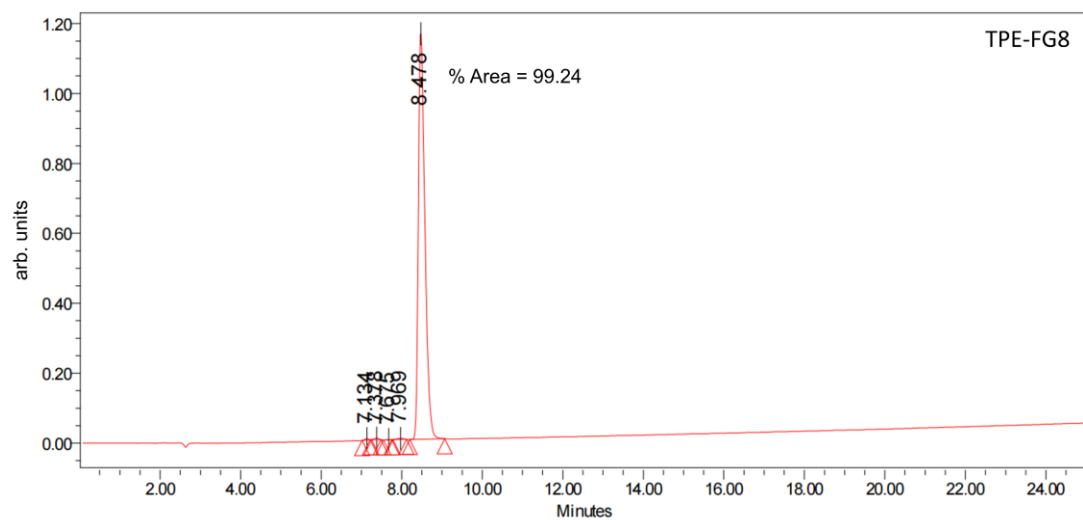

4

5 **Supplementary Figure 31. HPLC of TPE-FG8 (%Purity = 99.24).**

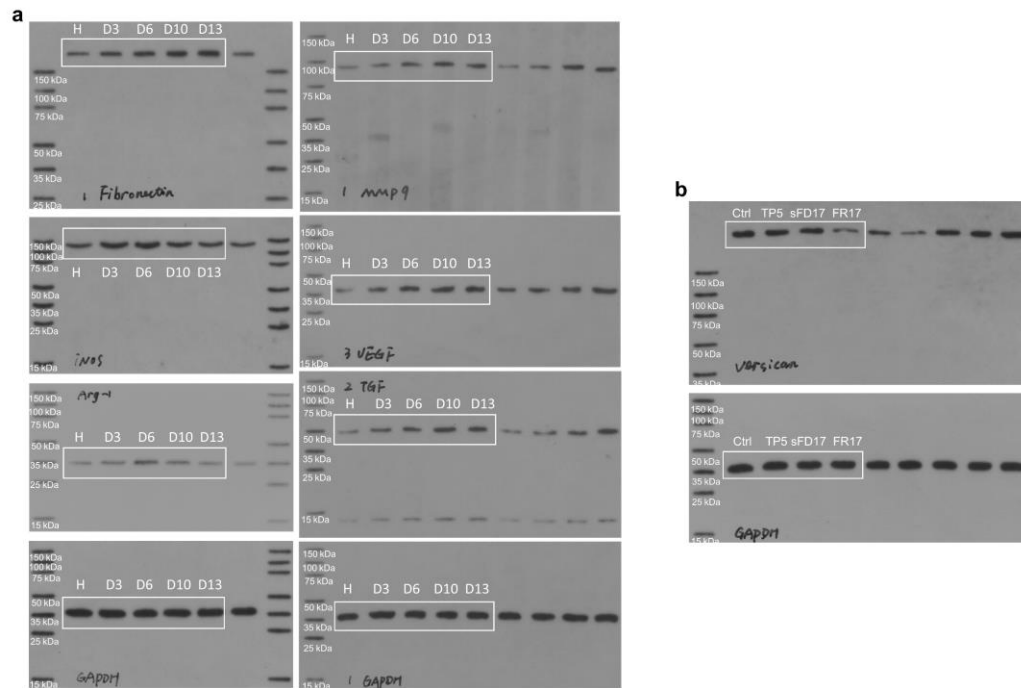

1

2 **Supplementary Figure 32. The uncropped scans of all blots and gels in Supplementary Figure**  
 3 **10a and Supplementary Figure 15d.**

4

1 **Supplementary Table 1. The primer sequences for RT-qPCR analysis.**

| Target gene    | F/R | Sequence (5' → 3')      |
|----------------|-----|-------------------------|
| <i>M-Gapdh</i> | F   | GGTTGTCTCCTGCGACTTCA    |
|                | R   | TGGTCCAGGGTTTCTTACTCC   |
| <i>M-Vegfa</i> | F   | GCTACTGCCGTCCGATTGAG    |
|                | R   | ACTCCAGGGCTTCATCGTTACAG |
| <i>M-Mmp9</i>  | F   | CACAGCCAACTATGACCAGGAT  |
|                | R   | CAGGAAGACGAAGGGGAAGA    |
| <i>M-Fn1</i>   | F   | CTATTTACCAACCGCAGACTCAC |
|                | R   | TGCTTGTTTCCTTGCGACTT    |
| <i>M-Acta2</i> | F   | CAACTGGTATTGTGCTGGACTC  |
|                | R   | ATCTCACGCTCGGCAGTAGT    |

2

3

4

5

6 **References**

- 7 1. Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large  
8 gene lists using DAVID bioinformatics resources. *Nat Protoc.* **4**, 44-57 (2009).  
9 2. Villanueva, R. A. M. & Chen, Z. J. ggplot2: elegant graphics for data analysis, 2nd  
10 edition. *Meas. Interdiscip. Res.* **17**, 160–167 (2019).  
11 3. Chen, H. & Boutros, P. C. VennDiagram: a package for the generation of highly-customizable  
12 Venn and Euler diagrams in R. *BMC Bioinformatics* **12**, 35 (2011).

# Supplementary material for: Peptide nano-blanket impedes fibroblasts activation and subsequent formation of pre-metastatic niche
**Source:** Nat Commun. 2022 May 25;13:2906. doi: 10.1038/s41467-022-30634-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Data was collected using the software of the instrument described in each experiment. Confocal data was collected using Leica Application Suite X (LAS X) software. IVIS data was collected using Living Image software v4.3.1 (Perkin Elmer). Plate reader data was collected using BioTek Gen5 software. Flow cytometry data was collected using BD FACSDiva software v8.0.1 and analyzed using FlowJo software v10.6.2. Size distribution data was collected using Zetasizer software v7.13. Mass and tandem mass spectrometry were performed by Analyst TF v1.6 and PeakView software v1.2 (AB Sciex). Liquid chromatography-tandem mass spectrometry was auto-optimized by MassHunter Workstation Software vB.09.00, collected by 6400 Series Triple Quadrupole (Agilent Technologies). All-atom molecular dynamics simulation was constructed via AMBER TOOL, Gromacs 2018.4 package, VMD, PyMOL v1.8.2.2 and GRACE software. Bond lengths were constrained by the LINCS algorithms.

#### Data analysis

All statistical analysis were performed on Graphpad Prism 8.0.1. Flowcytometry data were analyzed on FlowJo software package (FlowJo V10). Chemical structures were drawn using Chemdraw v15.0. Images were analyzed by ImageJ v1.51j8. GO functional analysis was performed in the DAVID database. The Venn diagram was drawn using the VennDiagram package.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sorted CD11b+Ly6g+ MDSC RNAseq data are available on GEO (Accession: GSE181898). All the other data supporting the findings of this study are available within the article and its Supplementary Information files. A reporting summary for this article is available as a Supplementary Information files. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on previously published work of a similar nature (PMID: 31823615; PMID: 16341007), and chosen to meet the current standards for in vivo and in vitro experiments. Sample size for each experiment was set at least at 3 to obtain reliable results. Sample sizes were indicated in figures legends. Each sample represents independent biological replicates. |
| Data exclusions | No sample or data was excluded for analysis.                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All experiments were repeated for at least three times and experimental findings were reproducible.                                                                                                                                                                                                                                                                                   |
| Randomization   | The experimental groups were allocated randomly.                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | The investigator was blinded to the group allocation during data collection. And blinding was performed for all analyses.                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The following primary antibodies and secondary antibody were used for western blotting.</p> <p>Anti-Fibronectin (1:500, Cat. ab2413, Abcam, UK), RRID:AB_2262874,</p> <p>Anti-MMP9 (1:1000, Cat. ab38898, Abcam, UK), RRID:AB_776512,</p> <p>Anti-VEGFa (1:500, Cat. ab119, Abcam, UK), RRID:AB_298682,</p> <p>Anti-TGF-β1 (1:1000, Cat. ab179695, Abcam, UK),</p> <p>Anti-iNOS (1:1000, Cat. ab204017, Abcam, UK),</p> <p>Anti-Arginase 1 (1:1000, Cat. ab124917, Abcam, UK), RRID:AB_10971357,</p> <p>Anti-GAPDH (1:10000, Cat. ab181602, Abcam), RRID:AB_2630358,</p> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Anti-Versican (1:1000, Cat. ab270445, Abcam, UK),  
 Anti-ANG2 (1:500, Cat. ab155106, Abcam, UK),  
 Anti-MMP2 (1:500, Cat. ab97779, Abcam, UK), RRID:AB\_10696122,  
 Goat anti-Mouse IgG (H+L) (1:5000, Cat. 31160, Thermo Fisher), RRID:AB\_228297,  
 Goat anti-Rabbit IgG (H+L) (1:5000, Cat. 31210, Thermo Fisher), RRID:AB\_228334.

The following primary antibodies and secondary antibody were used for immunofluorescence.

Anti-VE-cadherin antibody (1:1000, Cat. Ab205336, Abcam, UK),  
 AF647 labeled goat anti-rabbit IgG (H+L) (1:100, Cat. 33113ES60, Yeasen, China),  
 Anti- $\alpha$ SMA (1:500, Cat. Ab7817, Abcam, UK), RRID:AB\_262054  
 Anti-Vimentin (1:2000, Cat. Cy5134, Abways, China)  
 Anti-CD34 (1:500, Cat. Ab81289, Abcam, UK), RRID:AB\_1640331,  
 Anti-MMP2 (1:200, Cat. 10373-2-ap, PTG, USA), RRID:AB\_2250823,  
 Anti-MMP9 (1:1000, Cat. ab228402, Abcam, UK),  
 Anti-periostin (1:200, Cat. 19899-1-AP, PTG, USA), RRID:AB\_10732682,  
 Anti-LOX (1:200, Cat. ab174316, Abcam, UK), RRID:AB\_2630343,  
 Anti-Fibronectin (1:200, Cat. ab92572, Abcam, UK), RRID:AB\_10561758,  
 Anti-CD11b (1:2000, Cat. ab133357, Abcam, UK), RRID:AB\_2650514,  
 Anti-Gr-1 (1:200, Cat. ab25377, Abcam, UK), RRID:AB\_470492,  
 Cy3 conjugated goat anti-rabbit IgG (1:500, Cat. 111-165-003, Jackson, USA), RRID:AB\_2338000.  
 goat anti-rabbit IgG conjugated to HRP (1:2000, Cat. ab6721, Abcam, UK), RRID:AB\_955447.

The following primary antibodies were used for flowcytometry and FACS.

FITC-antimouse-CD45 (1:500, Cat. 553079, BD, USA), RRID:AB\_394609,  
 PE-antimouse-NK1.1 (1:500, Cat. 108708, Biolegend, USA), RRID:AB\_313395,  
 PE-antimouse-CD3 (1:500, Cat. 100205, Biolegend, USA), RRID:AB\_312662,  
 PE-antimouse-TER119 (1:500, Cat. 116207, Biolegend, USA), RRID:AB\_313708,  
 PE-antimouse-CD19 (1:500, Cat. 152407, Biolegend, USA), RRID:AB\_2629816,  
 APC-antimouse-CD11b (1:250, Cat. 101211, Biolegend, USA), RRID:AB\_312794,  
 BV605-antimouse-MHC II (1:150, Cat. 107639, Biolegend, USA), RRID:AB\_2565894,  
 BB700-CD11c (1:150, Cat. 566505, BD, USA), RRID:AB\_2869773,  
 BV421-antimouse-Ly6c (1:100, Cat. 562727, BD, USA), RRID:AB\_2737748,  
 PE/CF594-antimouse-Ly6g (1:150, Cat. 562700, BD, USA), RRID:AB\_2737730,  
 BV711-antimouse-F4/80 (1:150, Cat. 123147, Biolegend, USA), RRID:AB\_2564588,  
 PE/Cy7-antimouse-CD103 (1:100, Cat. 121426, Biolegend, USA), RRID:AB\_2563691,  
 BV650-antimouse-CD206 (1:50, Cat. 141723, Biolegend, USA), RRID:AB\_2562445,  
 PE/Cy7-antimouse-Ly6g (1:150, Cat. 127617, Biolegend, USA), RRID:AB\_1877262.

For in vivo study, Antibody anti-PD1 (Cat. BE0146, Bio X Cell, USA, RRID:AB\_10949053) was used.

## Validation

All antibodies were verified by the supplier and each lot has been quality tested. All the antibodies used are from commercial sources and have been validated by the vendors. Validation data are available on the manufacturer's website.

For WB:

Anti-Fibronectin: rabbit, validated for ICC/IF, WB, IHC-P, reacts with mouse, human; <https://www.abcam.com/fibronectin-antibody-ab2413.html>

Anti-MMP9: rabbit, validated for WB, reacts with mouse, recombinant fragment; <https://www.abcam.com/mmp9-antibody-ab38898.html>

Anti-VEGFA: mouse, reacts with human, mouse, rat, pig; <https://www.abcam.com/vegfa-antibody-vg76e-ab119.html>

Anti-TGF- $\beta$ 1: rabbit, validated for WB, reacts with mouse, rat, human, recombinant fragment; <https://www.abcam.com/tgf-beta-1-antibody-epr18163-ab179695.html>

Anti-iNOS: Rabbit, validated for WB, reacts with mouse, rat, human; <https://www.abcam.com/inos-antibody-ab204017.html>

Anti-Arginase: Rabbit, validated for WB, reacts with mouse, human; <https://www.abcam.com/liver-arginase-antibody-epr6671b-ab124917.html>

Anti-GAPDH: Rabbit, validated for Flow Cyt (Intra), WB, IHC-P, ICC/IF, IP, reacts with mouse, rat, chicken, human, zebrafish, african green monkey, xenopus tropicalis; <https://www.abcam.com/gapdh-antibody-epr16891-loading-control-ab181602.html>

Anti-Versican: rabbit, validated for WB, IHC-P, reacts with mouse, human; <https://www.abcam.com/versican-antibody-epr23374-151-ab270445.html>

Anti-ANG2: rabbit, validated for WB, reacts with mouse, rat, human; <https://www.abcam.com/angiopoietin-2ang2-antibody-epr28912-ab155106.html>

Anti-MMP2: rabbit, validated for IHC-P, IP, ICC/IF, WB, reacts with human; <https://www.abcam.com/mmp2-antibody-ab97779.html>

Goat anti-Mouse IgG (H+L): goat, validated for WB, IHC, ICC/IF, Flow, IP, reacts with mouse; <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Secondary-Antibody-Polyclonal/31160>

Goat anti-Rabbit IgG (H+L): goat, validated for WB, IHC, ICC/IF, Flow, IP, reacts with rabbit. <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/31210>

For immunofluorescence:

Anti-VE-cadherin: rabbit, validated for ICC/IF, WB, reacts with mouse; <https://www.abcam.com/ve-cadherin-antibody-epr18229-ab205336.html>

AF647 labeled goat anti-rabbit IgG (H+L): goat, has been tested for specific binding with Complete rabbit IgG by ELISA; <https://www.yeasen.com/products/detail/369>

Anti- $\alpha$ SMA: mouse, validated for ICC, IHC-P, WB, Flow Cyt, reacts with rat, human, predicted and reported to react with mouse, Sheep, Rabbit, Cow, Pig, Mammals, Baboon; <https://www.abcam.com/alpha-smooth-muscle-actin-antibody-1a4-ab7817.html?productWallTab=ShowAll>

Anti-Vimentin: rabbit, validated for WB, IHC-P, ICC/IF, Flow Cyt, reacts with mouse, rat, human; <http://www.abways.com/showproduct.asp?cid=CY5134>

Anti-CD34: rabbit, validated for WB, IHC-P, ICC/IF, IP, IHC-Fr, Flow Cyt (Intra), reacts with mouse, rat, human; <https://www.abcam.com/cd34-antibody-ep373y-ab81289.html>

Anti-MMP2: rabbit, validated for IF, IHC, IP, WB, ELISA, reacts with human, mouse, rat; <https://www.ptglab.com/products/MMP2-Antibody-10373-2-AP.htm>

Anti-MMP9: rabbit, validated for IP, IHC-P, IHC-Fr, WB, reacts with mouse, rat; <https://www.abcam.com/mmp9-antibody-epr22140-154-ab228402.html>

Anti-periostin: rabbit, validated for IF, IHC, ELISA, WB, reacts with human, mouse, rat; <https://www.ptglab.com/products/POSTN-Antibody-19899-1-AP.htm>

Anti-LOX: rabbit, validated for WB, IHC-P, ICC/IF, IP, Flow Cyt (Intra), reacts with mouse, rat, human; <https://www.abcam.com/lox-antibody-epr4025-ab174316.html>

Anti-Gr-1: rat, validated for IHC-Fr, reacts with mouse; <https://www.abcam.com/ly6g-ly6c-antibody-rb6-8c5-ab25377.html>

Cy3 conjugated goat anti-rabbit IgG: mouse, validated for ICC/IF, WB, IP, ICC, IHC-Fr, reacts with human, mammals; <https://www.jacksonimmuno.com/catalog/products/111-165-003>

goat anti-rabbit IgG conjugated to HRP: goat, validated for IHC-P, WB, ELISA, Immunomicroscopy, Dot blot, ICC, IHC-Fr, reacts with rabbit. <https://www.abcam.com/goat-rabbit-igg-hl-hrp-ab6721.html>

For Flow Cytometry:

FITC-antimouse-CD45: rat, validated for Flow Cyt, reacts with mouse; <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-rat-anti-mouse-cd45.553079>

PE-antimouse-NK1.1: mouse, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/pe-anti-mouse-nk-1-1-antibody-431>

PE-antimouse-CD3: rat, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd3-antibody-47>

PE-antimouse-TER119: rat, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/pe-anti-mouse-ter-119-erythroid-cells-antibody-1867>

PE-antimouse-CD19: rat, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd19-antibody-13641.com>

APC-antimouse-CD11b: rat, validated for Flow Cyt, reacts with mouse, human; <https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd11b-antibody-345>

BV605-antimouse-MHC II: rat, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-i-a-i-e-antibody-11988>

BB700-CD11c: hamster, validated for Flow Cyt, reacts with mouse; <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bb700-hamster-anti-mouse-cd11c.566505>

BV421-antimouse-Ly6c: rat, validated for Flow Cyt, Immunofluorescence, reacts with mouse; <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-ly-6c.562727>

PE/CF594-antimouse-Ly6g: rat, validated for Flow Cyt, reacts with mouse; <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cf594-rat-anti-mouse-ly-6g.562700>

BV711-antimouse-F4/80: rat, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-f4-80-antibody-10705>

PE/Cy7-antimouse-CD103: Armenian Hamster, validated for Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd103-antibody-9899>

BV650-antimouse-CD206: rat, validated for ICFC, Flow Cyt, reacts with mouse; <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-cd206-mmr-antibody-8842>

PE/Cy7-antimouse-Ly6g: rat, validated for Flow Cyt, reacts with mouse. <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-ly-6g-antibody-6139>

For in vivo experiment:

Antibody anti-PD1: Syrian Hamster BKH cells transfected with mouse PD-1 cDNA, has been reported applicated for in vivo blocking of PD-1/PD-L signaling. <https://bxccl.com/product/invivoplus-anti-m-pd-1/>

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

The B16F10 cells were purchased from the Cell Bank of Chinese Academy of sciences (Cat. TCM36, Shanghai, China) which was originally obtained from the American Type Culture Collection ( Cat. CRL-6475, RRID:CVCL\_0159, Manassas, USA). The mouse lung fibroblasts (MLF) were purchased from iCell Bioscience Inc. (Cat. iCell-0033a, Shanghai, China) which were originally isolated from mice pulmonary tissues and then transfected with SV40 through lentiviral. The bEnd3 cells were originally purchased from the Cell Bank of Chinese Academy of sciences (Cat. TCM40, Shanghai, China) which was originally obtained from the American Type Culture Collection (Cat. CRL-2299, RRID:CVCL\_0170, Manassas, USA).

Authentication

Cell lines were not further authenticated after their receipt from the source.

Mycoplasma contamination

No mycoplasma contamination was found.

Commonly misidentified lines  
(See [ICLAC](#) register)

None of the cell lines used are listed in the ICLAC list.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

C57BL/6 mice (male, 5-week-old) purchased from Slaccas (Shanghai, China) were adaptive fed for more than one week for subsequent experiments. The animals were maintained under standard laboratory housing conditions (25±1°C, 50% relative humidity and 12h/12h dark/light cycle where foods and water can be reached freely).

Wild animals

No wild animals were used in this study.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

All the animal experiments (approval number: 21856) were conducted following the guidelines which have been approved by the Institutional Animal Care and Use Committee (IACUC) of Zhejiang University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For flow cytometry analysis, lung tissues harvested from mice were mechanically minced into 1-2 mm pieces using scissors and then dissociated into single cell suspension at 37 °C on a shaker for 30 min by enzymes. The digesting solution contains 2 mg/mL collagenase I (Cat. BS163, BioSharp, Germany), 2 mg/mL collagenase II (Cat. BS164, BioSharp, Germany) and DNase I (Cat. KGF008, KeyGEN BioTech., China). Digestion was stopped by adding 2 volumes PBS and filtered through a 70 µm cell strainer (Cat. CSS013070, Jet BIOFIL®, China). The cell suspension was centrifuged at 400 g for 5 min to discard the supernatant. Cell precipitations were then resuspended in 5 mL RBC lysis buffer (Cat. R1010, Solarbio, China) and centrifuged again to discard the supernatant. The single-cell-suspensions washed with PBS and resuspended were incubated with antibodies according to the manufacturer's protocols, and then analyzed by flow cytometry.

Instrument

BD Fortessa

Software

FlowJo software package (Flowjo V10)

Cell population abundance

In general, cells were first gated on FSC/SSC. Singlet cells were gated using FSC-H and FSC-A.

Gating strategy

The preliminary FSC/SSC gates of the starting cell population was set according to the size of single cells to discard cell debris. The staining cell populations were defined as positive in gathering compared to the unstained cell control. Further gating strategies were determined in preliminary experiments and presented in detail in supplementary information (Supplementary Figure 12 & Supplementary Figure 19).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

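The mRNA of CD11b+Ly6g+ MDSCs sorted from the lungs of PMN model mice was analysed in 4 libraries, 1 each for the control, TP5, sFD17 and FR17 groups, each from the pooled cells of 10 to 12 mice. According to the paper, total RNA was extracted with TRIzol and libraries were prepared with the NEBNext Ultra Directional RNA kit. The authors deposited raw read counts per gene, without normalization, with the gene's coordinates. The paper's text names neither the aligner nor the counting program. Comparison with GENCODE M21 placed the coordinates on GRCm38. The columns were matched to the samples by the group name, and 0 sample columns were left unmapped. No file of the paper's other experiments was used here. Of the 54532 genes, 100 symbols stand on more than 1 row, and for these the row with the most counts was used.

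The files were processed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, matrixStats 1.5.0, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The 16369 genes with at least 10 counts in at least 1 library were tested, and 13466 of them had at least 10 counts in every library. Log2 fold changes came from edgeR's log2 CPM with TMM factors and a prior count of 2. Each peptide library was compared with the control library by edgeR's exact test, a negative binomial test for 2 libraries, and a gene was called at an unadjusted p under 0.05. The quasi-likelihood test needs more libraries than there are groups and was not used. The dispersion was edgeR's trended dispersion over the 4 libraries as 1 group, with a biological coefficient of variation from 0.212 to 0.449 and a common value of 0.267. This dispersion includes the differences between treatments, which lowers the number of calls. The overlaps of the 3 sets of calls and Pearson correlations of log2 fold changes across genes were computed, and compared with 100 simulated sets of 4 libraries with the same means, library sizes and dispersions and no differences. Genes were simulated independently of one another.

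The terms of the paper's enrichment analysis are not used here, and 11 gene lists stand in for them: chemokines, CXC chemokines that bind CXCR receptors, chemokine receptors, leukocyte chemotaxis and migration, cytokine genes, interferon-γ signaling, T cell activation, leukocyte differentiation, adaptive and B cell mediated immunity, serine peptidases and MDSC effector genes. Each list's median log2 fold change was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and stands apart below the 2.5 or above the 97.5 percentile. Lists with fewer than 5 tested genes were to be left out, and none was. Markers were listed for neutrophils, T cells, B and plasma cells, NK cells, macrophages, monocytes, dendritic cells, eosinophils with mast cells and basophils, red blood cells, platelets, alveolar type 2 cells, airway with alveolar type 1 cells, endothelium, fibroblasts with smooth muscle, muscle, melanoma and sex, 17 lists in all. The lists hold 574 symbols, of which 2 are not in the file. The share of a library's counts on each list was given with its 95% Wilson interval, and ratios of counts with the interval of the pair of counts. A floor of 3 counts was used for genes without counts, and a fold against a library at or under it is a lower bound.

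Genes were named by a rule: those the paper names for the lung or MDSCs; in each list the 3 with the largest change among those with at least 50 counts in 1 of the 2 libraries compared; for each peptide the 3 called genes with the largest rise and the 3 with the largest fall, with the same minimum; and in each overlap the 5 with the largest mean change that moved the same way. Some genes that this rule selects are not reported here. Lists, naming rule, comparisons and alternatives were set before the data were examined, apart from 1 alternative named as added; several tests of explanations, and the counts relative to the median gene, were chosen after results were seen.

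The alternatives were DESeq2's size factors, library size alone, no filter on low counts, at least 10 counts in every library, a fixed biological coefficient of variation of 0.4 or 0.1, a dispersion from the pair of libraries compared, a call that also needs a 2-fold change, Benjamini-Hochberg adjustment, DESeq2's Wald test with dispersions from the 4 libraries, a prior count of 0.5, marker shares without the 10 most abundant genes in the total, and marker lists without their most abundant gene. A fixed coefficient of 0.2 was added after seeing the data.

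The procedure was tested on simulated data. It called 47.7% of 65 genes changed 2-fold, 92.5% of 67 changed 4-fold and 98.5% of 68 changed 8-fold. The changed genes were drawn from those with a mean of at least 50 counts, so the share called among weaker genes was not tested. Of 15631 unchanged genes 3.90% were called. Of 200 random lists 6% fell outside the range of 95%, and a list of 30 genes raised 2-fold stood at the 100 percentile.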

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

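The tests of a lower neutrophil share and all counts relative to the median gene were chosen only after the result was seen, and the tests on genes outside the marker lists before. Each result here is a share of counts at least 1.5 times the control share, on markers of a cell type that the paper did not analyse in these sorted cells. Each rests on 1 library per group. Relative to the median gene the ratios were 1.69 for T cells, 2.61 for NK cells and 1.58 for red blood cells in FR17, and for airway markers 1.52 in TP5 and 2.12 in sFD17.

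T cell markers took 2.03 times the control share in FR17 (1.92 to 2.14), and NK cell markers 3.13 times (2.94 to 3.34). T cell markers were 0.0109% of counts in control and 0.0220% in FR17, and NK cell markers 0.00703% and 0.0220%. All 13 T cell markers and all 10 NK cell markers were higher in FR17, and all were above the floor in control. Of these, 10 T cell markers and 4 NK cell markers also stand in the gene lists. A lower share of neutrophils in the FR17 pool would raise the markers of all other cell types alike. The ratios argue against this as the whole cause. The lower bound for T cells, 1.92, lies above 1.49, the highest upper bound among macrophages, dendritic cells and endothelium. Upper bounds were higher for eosinophils, mast cells and basophils (1.60), platelets (1.54) and B and plasma cells (1.53), but also below 1.92. Red blood cell markers, at 1.90 (1.68 to 2.14), overlapped the T cell interval. T and NK cells in the sorted pool may explain the rise, since 13 of 14 further T and NK cell genes were at least 1.5 times higher in FR17, and 12 relative to the median gene. An effect of FR17 on T and NK cells in the lung, of which more would reach the sorted pool, stays open and was not tested.

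Red blood cell markers took 1.90 times the control share in FR17 (1.68 to 2.14), from 0.00229% of counts to 0.00435%. In TP5 and sFD17 they took 0.495 and 0.539 times. Hbb-bs had 175 counts in control and 394 in FR17, and Hba-a1 had 136 and 270. All 7 markers above the floor were higher in FR17. More red blood cells in the sorted pool cannot be told apart from other causes: of 10 further red blood cell genes only 7 were above the floor, and 4 of these were higher in FR17. These few low counts keep it open, and no biological explanation was tested.

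Airway and alveolar type 1 markers took 1.58 times the control share in TP5 (1.54 to 1.61) and 1.80 times in sFD17 (1.76 to 1.84). The share was 0.0678% in control, 0.107% in TP5 and 0.122% in sFD17. Most of these counts came from Scgb1a1, with 9541 counts in control, 15350 in TP5 and 16131 in sFD17. Of 12 markers, 10 were higher in TP5 and 9 in sFD17. Airway cells, or RNA from them, in the sorted pools may explain this, since 8 of 10 further airway genes were higher in both libraries, and also 8 relative to the median gene. In FR17 the ratio was 1.39, so the rise was not confined to the other 2 peptides. Whether the peptides changed the airways was not tested.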

How the results depend on the processing

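DESeq2's size factors and library size only shift all genes by nearly the same amount, so list medians relative to the median of all genes could hardly change under them, and their stability there shows nothing. Over the settings the medians against control themselves changed sign for some lists. In FR17 cytokine genes ranged from −0.22 to 0.19 and interferon-γ genes from −0.16 to 0.10. In sFD17 T cell activation ranged from −0.09 to 0.16 and chemokine receptors from −0.04 to 0.22. Adaptive and B cell mediated immunity ranged from −0.08 to 0.17 in sFD17, and chemotaxis and migration from −0.05 to 0.01 in TP5. Under a prior count of 0.5 all 66 list medians kept their direction and their side of the range of random lists. All 51 ratios of marker shares did so with the 10 most abundant genes left out of the total. The numbers of genes called and the overlaps stayed within 1.5 times their value with DESeq2's size factors, with no filter on low counts and with a 2-fold change required as well. The larger direction among the genes called in FR17 nevertheless reversed with no filter on low counts, to 161 higher and 120 lower, and with a coefficient of 0.4 and DESeq2's Wald test. It also reversed in TP5 with the Wald test and in sFD17 with a coefficient of 0.1; the cause was not tested. Other results are given by setting, and where the construction of a setting does not show the cause, the cause was not tested.

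Requiring at least 10 counts in every library, which tests fewer genes, left 503 genes changed 2-fold in TP5, 914 in sFD17 and 448 in FR17. Genes called in FR17 and sFD17 only were then 11, in FR17 and TP5 only 17, and in all 3 groups 5. Correlations were −0.182 for FR17 with sFD17, 0.366 for FR17 with TP5 and 0.365 for sFD17 with TP5. Of the list medians 3 became stronger and 4 weaker. The stronger were chemokines in sFD17 against TP5 (−0.26), chemotaxis in FR17 against sFD17 (−0.64) and T cell activation in sFD17 (0.14). The weaker were chemokines in FR17 (0.12), serine peptidases in FR17 against TP5 (0.21) and against sFD17 (0.39), and MDSC effector genes in FR17 (−0.41).

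With no filter on low counts, which adds genes, 3097, 4212 and 2891 genes changed 2-fold in TP5, sFD17 and FR17. The correlations were 0.203 for FR17 with sFD17, 0.449 for FR17 with TP5 and 0.428 for sFD17 with TP5. With a prior count of 0.5, FR17 with sFD17 gave 0.0553.

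In the next settings, genes called are given for TP5, sFD17 and FR17, and overlaps for FR17 with sFD17, FR17 with TP5, sFD17 with TP5, and all 3. A larger assumed variation or a stricter threshold lowers such counts by construction.
A fixed biological coefficient of variation of 0.4 gave 151, 388 and 154 genes, and overlaps of 6, 12 and 40; all 6 genes of the first overlap moved in the same direction, against 7 of 18 as reported.
A coefficient of 0.1 gave 2246, 3806 and 3203 genes, and overlaps of 695, 513, 618 and 264.
A coefficient of 0.2, chosen after seeing the data, gave 884, 1519 and 983 genes, and overlaps of 83, 121, 226 and 38. Against simulated sets with this coefficient, the overlap of FR17 with TP5 and the numbers of genes called lay above every set, while at the dispersion of the 4 libraries this overlap and the genes called in TP5 and FR17 lay below every set.
A dispersion from the 2 libraries compared gave 857 genes in TP5 and 820 in FR17, and overlaps of 43, 114, 201 and 25.
Benjamini-Hochberg adjustment left 5, 160 and 0 genes, and overlaps of 0, 0, 4 and 0.
DESeq2's Wald test gave 63, 192 and 40 genes, and overlaps of 1, 0, 2 and 4; the cause was not tested.

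Without its most abundant gene, a marker list moved to the other side of 1, with neither interval including 1, for eosinophil, mast cell and basophil markers in sFD17 (from 0.731 to 1.23), platelet markers in TP5 (from 0.619 to 1.22) and sFD17 (from 0.454 to 1.18), and alveolar type 2 markers in sFD17 (from 1.06 to 0.902). Ratios also crossed 1, with at least 1 of the intervals including it, for NK cells in sFD17 (from 1.07 to 0.826), eosinophils, mast cells and basophils in TP5 (from 0.928 to 1.52), sex-linked genes in FR17 (from 0.840 to 1.02) and muscle in TP5. On the same side of 1, the interval left 1 for muscle in sFD17 (0.827) and came to include it for NK cells in TP5 (0.933), melanoma in TP5 (0.996) and FR17 (1.05), and sex-linked genes in TP5 (0.945). These lists rest largely on 1 gene.

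Of the log2 fold changes of named genes, 88 moved beyond their interval and 1079 did not; 83 of those that moved did so under library size only. Of the marker shares themselves 131 moved and 5 did not. No paired analysis was possible because each condition has 1 library. Single genes with few counts, such as Ifng with 15 counts in control, are limited by depth.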

Differences from the paper's values

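The paper gives 57 genes shared by FR17 and sFD17 but not TP5 (Supplementary Fig. 20c), against 18 here. For genes shared by FR17 and TP5 but not sFD17 it gives 108 (Supplementary Fig. 20d), against 27 here. The paper's Venn diagram (Supplementary Fig. 20b, read by eye) shows about 34 genes in all 3 groups, against 9 here. It shows about 190 genes in sFD17 and TP5 only (Supplementary Fig. 20b, read by eye), against 99 here. Summed over the diagram (Supplementary Fig. 20b, read by eye), the paper has about 870 genes in TP5, against 324 here, about 1300 in sFD17, against 791 here, and about 890 in FR17, against 307 here.

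Of the alternatives set before the data were examined, a dispersion estimated from the 2 libraries compared as 1 group gave values within 1.5 times the paper's for 6 of these 7 measures. Its overlaps were 43, 114, 25 and 201 genes in the order above, with 857 genes in TP5 and 820 in FR17. It did not close the gap for sFD17, with 786 genes. The dispersion of this setting comes from the very difference under test. That holds the number called near the threshold's share of all genes, whatever the effect. Its nearness to the paper's totals therefore does not show which method the authors used. No other alternative set before the data were examined closed any of the 7 gaps: DESeq2's size factors, no filter on low counts, at least 10 counts in every library, a fixed biological coefficient of variation of 0.4 or 0.1, a 2-fold change required as well, Benjamini-Hochberg adjustment and DESeq2's Wald test. A fixed biological coefficient of variation of 0.2, chosen after seeing the values, closed all 7, with overlaps of 83, 121, 38 and 226 genes, and 884 genes in TP5, 1519 in sFD17 and 983 in FR17.

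The paper names interferon-γ signaling among enriched pathways that it offers as possible mechanisms. That sentence follows a statement on the effect of FR17 but does not itself name a group. Here the list of interferon-γ genes had a median log2 fold change of −0.15 in FR17, at the 29.7 percentile of random lists and so inside their range, with 0 genes called. In sFD17 the median was 0.81, at the 100 percentile. The paper attributes chemotaxis and migration to the assemblies that FR17 and sFD17 share. Here the median of that list was −0.30 in FR17, at the 16.3 percentile and so inside the range of random lists, and 0.30 in sFD17, at the 99.5 percentile.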

Other observations

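Of the tests in this part, those of scaling, of reads shared within the Gbp family, of fewer other cells, of a few macrophage genes, of the neutrophil share and of the shared control, and all counts relative to the median gene, were chosen only after the result was seen. Which pools differ because of the peptide and which by chance is not shown by 1 library per condition.

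Genes of the interferon-γ list were higher in sFD17 than in control, 26 of them against 7 lower. Ifng itself had 15 counts in control and 23 in sFD17, without being called. Iigp1 and Gbp6 fell, from 191 to 84 and from 57 to 27 counts. Which interferon lay behind the rise was not tested. Further interferon-induced genes outside the list also rose. Ifit1 had 438 counts in control and 3200 in sFD17, Isg15 had 3039 and 9489, and Irf7 had 2346 and 9579. A scaling factor moves every gene alike, so it leaves the distance of the list median from the median of all genes, 0.83, unexplained. Among random lists matched on GC content the list stood at the 100 percentile, and among lists matched on gene length also at the 100 percentile. Reads moving between Gbp genes would leave their sum unchanged, but the summed counts of 12 Gbp genes rose by a log2 fold change of 2.64, from 4783 to 23216. Fewer cells other than neutrophils would raise no gene above the neutrophil markers, of which the highest had 1.29, but 10 genes of the list rose more than any of them. An effect of sFD17 cannot be told apart from a difference between the pools of mice other than the peptide, since there was 1 library per condition.

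All 16 macrophage markers were lower in sFD17 and higher in FR17 than in control as a share of counts. As a share the median gene moved the same way, at 0.850 times control in sFD17 and 1.20 times in FR17. Relative to the median gene, 1 of the 16 was higher in sFD17 and 12 were higher in FR17. This argues against a change in only a few of them, more clearly in sFD17 than in FR17. Lyz2 had 105619 counts in control, 58020 in sFD17 and 173365 in FR17, and Chil3 had 45908, 12852 and 90730. A different share of neutrophils as the whole cause would move all other cell types alike, but airway markers were 1.80 times control in sFD17. Different macrophage content of the sorted pools cannot be told apart from other causes. As a share of counts 14 of 15 further macrophage genes were lower in sFD17 and higher in FR17, but relative to the median gene 10 of 15 were, and the dependence on this reference keeps it open. An effect of the peptides on lung macrophages stays open and was not tested.

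The log2 fold changes in FR17 and sFD17 had a correlation of −0.00287 across genes although they share the control library. Counting error and the shared control gave no simulated value under 0.488. Low counts would hide a correlation in weak genes, but over the 4093 genes with the highest expression it was −0.418. In pairs of comparisons that share no library, FR17 less control correlated at −0.316 with sFD17 less TP5, and FR17 less TP5 at −0.358 with sFD17 less control. FR17 less sFD17 correlated at −0.0577 with TP5 less control. Genes were simulated independently, so a variation between pools that moves many genes together, such as cell content, could also give such values.

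Of the genes called in both FR17 and sFD17, 11 moved in opposite directions. With a fixed biological coefficient of variation of 0.4 the overlap without TP5 held 6 genes, none of them opposite, so the pattern depends on the dispersion. A coefficient of 0.1 left 92 of 695 genes moving in the same direction, and 0.2 left 36 of 83. A dispersion from the 2 libraries compared left 11 of 43, and DESeq2's Wald test called 1 gene, in the same direction. Whether macrophage content that differs in opposite directions was the cause cannot be told from their directions. Fewer macrophages in sFD17 and more in FR17 would raise macrophage genes in FR17, but would also raise neutrophil genes in sFD17. Relative to the median gene, neutrophil markers stood at 1.34 in sFD17, with 18 of 18 higher, and at 0.828 in FR17, with 8 of 18 higher. Of the opposite genes, 2 rose in FR17 and fell in sFD17, and 9 went the other way. Among the 9 were Slfn4 and Oasl2, with log2 fold changes of 2.22 and 1.89 in sFD17 and −1.13 and −1.08 in FR17, picked after their values were seen. No biological explanation was tested.

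Neutrophil granule genes were higher than in control in all 3 peptide libraries. In TP5, sFD17 and FR17 the log2 fold changes were 0.78, 0.52 and 0.31 for Ngp, 0.82, 0.58 and 0.44 for Ltf, 0.89, 0.50 and 0.53 for Camp, and 0.41, 0.69 and 0.16 for Lcn2. Scaling would move them no more than S100a8 and S100a9, but in TP5 and FR17 they rose more than these by at least 0.28 on the log2 scale, and sFD17 was not part of this test. More immature neutrophils in the TP5 and FR17 pools cannot be told apart from other causes. As a share of counts 9 of 10 further granule genes were higher in both, but relative to the median gene 7 were, and 9 were higher in sFD17, which keeps it open. An effect of the peptides on neutrophil maturation stays open and was not tested.

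The 26 MDSC effector genes tested had a median log2 fold change of −0.16 in TP5 at the 0.89 percentile, 0.32 in sFD17 at the 96.5 percentile and −0.42 in FR17 at the 2.02 percentile, with 24 of 26 lower in FR17. Nos2 had 13 counts in control, 10 in TP5, 134 in sFD17 and 12 in FR17. Arg1 had log2 fold changes of −0.65, −1.10 and −1.14 in TP5, sFD17 and FR17. In the same order the values were −0.18, −1.20 and −0.33 for Il6, 0.30, 0.28 and −0.05 for Tgfb1, 0.08, 0.47 and −0.39 for Mmp9, −0.16, 0.17 and −0.91 for Vegfa, and −0.93, 0.16 and −0.60 for Wfdc17. Ptgs2 had −0.07, 0.40 and −0.94. Further genes the paper names had −0.57, −1.42 and −0.48 (Fn1), −0.81, −0.18 and −0.38 (Mmp2), 1.28, 1.82 and 0.81 (Vcan), and −0.23, 0.20 and 0.06 (Acta2). Angpt2 had −0.71, 0.48 and −0.22, Lox −0.52, −0.79 and 0.05, and Postn −0.41, −0.26 and 0.42. The paper measured these further genes in whole lung or in cultured fibroblasts, mostly as protein. Its measurements are not RNA of sorted cells, so the values here cannot be set against them. Fn1, Acta2, Postn and Lox are also markers of fibroblasts and smooth muscle.

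Alveolar type 2 markers took 1.31, 1.06 and 1.36 times the control share in TP5, sFD17 and FR17, and eosinophil, mast cell and basophil markers 0.928, 0.731 and 1.49 times. Muscle markers took 0.999, 0.920 and 1.30 times. Melanoma markers took 0.933, 0.350 and 1.14 times, but Tyr and Tyrp1 had 0 counts in all libraries and most counts were on Gpnmb, with 1392 in control and 327 in sFD17. Sex-linked genes took 0.926, 0.820 and 0.840 times; Xist had at most 2 counts, and Ddx3y had 2733 to 3513 counts per library.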
